# MITF, TFEB, and TFE3 drive distinct adaptive gene expression programs and immune infiltration in melanoma

**DOI:** 10.1016/j.celrep.2025.116499

**Published:** 2025-11-22

**Authors:** Diogo Dias, Erica Oliveira, Román Martí-Díaz, Sarah Andrews, Ana Chocarro-Calvo, Alice Bellini, Laura Mosteo, Yurena Vivas García, Jagat Chauhan, Linxin Li, José Manuel García-Martinez, José Neptuno Rodriguez-López, Silvya Stuchi Maria-Engler, Colin Kenny, Javier Martínez-Useros, Custodia García-Jiménez, Luis Sanchez-del-Campo, Pakavarin Louphrasitthiphol, Colin R. Goding

## Abstract

Cells can contain multiple related transcription factors targeting the same sequences, leading to potential regulatory cooperativity, redundancy, competition, or temporally regulated factor exchange. Yet, the differential biological functions of co-targeting transcription factors are poorly understood. In melanoma, three highly related transcription factors are co-expressed: the mammalian target of rapamycin complex 1 (mTORC1)-regulated TFEB and TFE3 (both key effectors of a wide range of metabolic and microenvironmental cues assumed to perform similar functions) and the microphthalmia-associated transcription factor (MITF), which controls melanoma phenotypic identity. Here, we reveal the functional specialization of MITF, TFE3, and TFEB and their impact on melanoma progression. Notably, although all bind the same sequences, each regulates different and frequently opposing gene expression programs to coordinate differentiation, metabolism, and protein synthesis and qualitatively and quantitatively impacts tumor immune infiltration. The results uncover a hierarchical cascade whereby microenvironmental stresses, including glucose limitation, lead MITF, TFEB, and TFE3 to drive distinct biologically important transcription programs that underpin phenotypic transitions in cancer.

## In brief

Dias et al. reveal that in melanoma, the transcription factors MITF, TFE3, and TFEB share common binding sites but impose distinct transcriptional programs. Stresses promoting an MITF-to-TFEB-to-TFE3 switch will lead cells to suppress proliferation, reprogram metabolism, and impact tumor immune cell infiltration quantitatively and qualitatively.

## INTRODUCTION

Co-expression of structurally related transcription factors in cells can lead to potential regulatory cooperativity, redundancy, competition, or sequential activity at the same regulatory elements.^1^ This may allow flexibility in controlling common target genes, especially if the co-targeting transcription factors perform non-equivalent functions. However, our understanding of how functionally similar transcription factors perform distinct roles is limited. This is particularly important in cancer, where disease progression is largely driven by microenvironment-mediated changes in cell phenotype.^2–4^ For example, nutrient or oxygen limitation leads cells to employ pro-survival strategies, including metabolic reprogramming and migrating to seek an improved environment.^5,6^ Having multiple, highly related transcription factors targeting the same genes but eliciting different outcomes may be a key mechanism that allows cells to undergo appropriate non-genetic adaptations, such as a switch from proliferation to invasion.

Melanoma represents an excellent model to understand the complex interplay between transcription factors, cell plasticity, the microenvironment, and disease progression.^7^ The microphthalmia-associated transcription factor (MITF),^8^ a lineage survival oncogene,^9^ is a key determinant of phenotypic identity and plays a critical coordinating role in many aspects of melanoma biology.^10^ MITF promotes survival,^9,11^ proliferation,^12,13^ and differentiation^14,15^; regulates metabolism^16–19^; controls DNA damage repair^20,21^; and suppresses senescence^22^ and invasion.^23^ *In vivo*, MITF expression is dynamic^24^ and is suppressed by several microenvironmental stresses,^10^ including nutrient limitation,^25,26^ hypoxia,^19,27^ and inflammatory signaling,^25^ that slow proliferation but facilitate metastatic dissemination. However, while MITF expression is reduced in invasive cells^23^ that have elevated tumor-initiating ability^25,28^ and exhibit non-genetic therapy resistance,^29–32^ for invasive cells to generate a new metastasis, MITF should be re-expressed to allow proliferation.^15,33^ Despite these insights, our understanding of the molecular adaptations occurring as cells are subject to potentially lethal stresses during disease progression remains incomplete.

One possibility, yet to be fully explored, is that upon the downregulation of MITF, the MITF-related transcription factors EB and E3 (TFEB and TFE3)^10,34,35^ take on MITF functions. TFE3 and TFEB are key regulators of autophagy and lysosome biogenesis^34,36–38^ but are also implicated in many other cellular processes, for example, modulating the integrated stress response,^39,40^ insulin expression,^41^ the innate immune response,^42,43^ recovery from exercise,^44^ and lineage specification and stem cell fate.^45,46^ Not surprisingly, given their importance, deregulation of TFEB and TFE3 is implicated in cancer.^47–51^ Unlike the melanocyte/melanoma-specific isoform of MITF, in nutrient-rich conditions, TFE3 and TFEB are retained in the cytoplasm via 14–3-3 protein interaction^52^ following their phosphorylation by the mammalian target of rapamycin complex 1 (mTORC1).^34,53^ mTORC1-mediated phosphorylation of TFEB and TFE3 requires their recruitment to endolysosomal membranes by the RAGC/D GTPases,^54^ where their phosphorylation is dependent on folliculin (FLCN), a RAGC activator.^55^ Upon nutrient limitation, decreased mTORC1 activity and dephosphorylation^56,57^ permit TFEB and TFE3 to enter the nucleus to regulate transcription.

Here, we investigate the role of TFEB and TFE3 in cells that also express MITF to better understand the potential of these related transcription factors to exhibit distinct and non-redundant roles in gene expression and melanoma progression.

## RESULTS

### MITF promotes mTORC1 signaling

If starvation can trigger invasion, why would MITF^Low^ cells maintain invasiveness under nutrient-rich culture conditions? We hypothesized that MITF^Low^ cells might fail to sense or use nutrients to impact the regulation of TFEB and TFE3. We therefore examined the effect of MITF depletion on mTORC1 that promotes protein translation by increasing S6 kinase-mediated activation of S6 and phosphorylation of 4EBP1.^58^ Depletion of MITF in MITF^High^ IGR37 cells led to lower phosphorylation of S6 and 4EBP1 (Figure 1A). Consistent with previous results,^59^ silencing MITF led to an increase in PTEN protein (Figure 1A, left) and mRNA (Figure 1A, right), an inhibitor of PI3 kinase upstream of mTORC1.

To identify PTEN-independent mTORC1 inhibitory mechanisms, we examined the RAG GTPases and FLCN-interacting protein 2 (FNIP2) that modulate mTORC1 signaling at the lysosome^55,60–62^ to control TFEB and TFE3. In the Cancer Cell Line Encyclopedia (CCLE), expression of *FNIP2* and *RRAGD*, and to some extent *RRAGC*, but not *RRAGA* or *RRAGB*, correlates with *MITF* expression (Figure 1B). The correlation was reproduced in the 53 melanoma cell lines described by Tsoi et al.^63^ that cluster into 4 distinct phenotypes (Figure 1C). *RRAGD* and *FNIP2* mRNA levels were strongly expressed in the MITF^High^ transitory and melanocytic phenotypes but not in the undifferentiated or neural crest-like phenotypes. The correlation between *MITF* and *RRAGD* and *FNIP2* mRNA expression was reproduced using The Cancer Genome Atlas (TCGA) melanoma cohort (Figure 1D). Importantly, chromatin immunoprecipitation sequencing (ChIP-seq)^64^ revealed MITF binding to the promoters of *RRAGD* and isoform 2 of *FNIP2* (Figure 1E) and *FNIP2*, and *RRAGD* expression was lower in the MITF^Low^ WM793 and IGR39 melanoma cell lines compared to MITF^High^ IGR37 and 501mel cells (Figure 1F). Doxycycline (Dox)-mediated induction of β-catenin (CTNNB1), an MITF co-factor^65^ and activator of *MITF* expression,^66^ in IGR37 cells induced *FNIP2* and *RRAGD* expression (Figure 1G), while depletion of MITF decreased their expression (Figure 1H). These data suggest that *FNIP2* and *RRAGD* are MITF target genes and that signaling to TFEB and TFE3 would potentially be deregulated in MITF^Low^ melanoma cells.

### Differential regulation of TFEB and TFE3 by glucose limitation

Consistent with previous observations in melanoma,^67^ in TCGA melanoma cohort, *TFE3* mRNA was inversely correlated with *MITF* (Figure 2A), while a moderate anti-correlation was also noted between *MITF* and *TFEB* (Figure 2B). By contrast, *TFEB* and *TFE3* mRNA were correlated (Figure 2C). Using the Tsoi et al.^63^ melanoma cell line panel (Figure 2D), *TFE3* mRNA was primarily expressed in the MITF^Low^ undifferentiated and neural crest-like phenotypes, while *TFEB* mRNA expression was not phenotype restricted. In an additional panel of 12 cell lines, mRNA-seq indicated predominantly low *TFE3* expression in MITF^High^ cell lines, while *TFEB* mRNA expression was variable (Figure 2E). Western blotting (Figure 2F) revealed that the TFEB protein was more abundant in MITF-expressing cells, with SKMEL28 and SKMEL30 being notable exceptions, but TFE3 expression was largely independent of MITF status. Thus, some cells express all three MITF family members, but in others, only TFE3 is expressed. Any discordance between the TFE3 or TFEB protein and mRNA expression may arise because, unlike TFEB, under nutrient-replete conditions, TFE3 is subject to CUL^β-TrCP^-dependent ubiquitination and degradation,^68^ and other factors, such as differential translation efficiency, may also play a role.

Immunofluorescence using the MITF^High^ (501mel and IGR37) and MITF^Low^ (IGR39 and WM793) cell lines revealed low nuclear expression of TFEB (Figure S1A), which was increased using Torin, an mTOR inhibitor. Similarly, TFE3 was also largely nuclear in the MITF^High^ 501mel and IGR37 cells, with expression being increased by Torin. However, unlike TFEB, in IGR39 cells, TFE3 was predominantly cytoplasmic but accumulated in the nucleus following Torin treatment. In WM793 cells, the low levels of cytoplasmic TFE3 exhibited a moderate nuclear accumulation in response to Torin.

Western blotting of fractionated extracts from 501mel cells revealed that Torin induced a loss of the slow-migrating phosphorylated form of TFEB and its nuclear accumulation (Figure S1B). Upon depletion of MITF, there was a similar accumulation of nuclear TFEB using Torin, but cytoplasmic phosphorylated TFEB levels were reduced. Notably, immunohistochemistry using tissue sections from three different human melanomas (melanomas 1–3) revealed a significant proportion of melanoma cells exhibiting nuclear staining of TFEB (Figure S1C), suggesting that, *in vivo*, mTORC1 signaling is suppressed. This is consistent with 63% of melanoma metastases exhibiting nuclear TFE3 staining.^69^ While the high nuclear MITF in melanoma 2 correlated with the lowest total TFEB staining, because the same sections were not probed with both antibodies, the relationship between TFEB and MITF expression and subcellular localization in individual cells *in vivo* remains uncertain.

Glucose limitation, frequently found in tumors, regulates TFEB nuclear/cytoplasmic shuttling.^70^ Consistent with previous work,^26^ low glucose, silenced MITF (Figure 2G), and TFEB exhibited, at 4 h, a faster mobility characteristic of its dephosphorylation and nuclear accumulation.^55,70,71^ However, by 24 h, TFEB expression was strongly suppressed (Figure 2G). By contrast, TFE3 expression was not silenced, and after 48 h in low glucose, it was the only MITF family member expressed. Similar results were obtained in HT29 colon cancer cells (Figure 2H), where glucose depletion downregulated TFEB but upregulated TFE3. We therefore asked whether depletion of TFE3 might affect the cell cycle or survival in glucose-deprived cells. The results (Figure 2I) revealed that in low glucose, depletion of TFE3 led to a dramatic increase in the sub-G1 population and a corresponding decrease in G1 cells, suggesting that TFE3 plays a key pro-survival role.

### MITF, TFE3, and TFEB bind the same genes

Under glucose limitation, MITF and TFEB expression are suppressed, but TFE3 is maintained. Although all three proteins have an identical basic region that makes sequence-specific DNA contacts (Figure 3A), differential interaction with co-factors might enable them to differentially regulate subsets of genes. We therefore used 501mel human melanoma cells, in which we previously mapped genome-wide binding of MITF,^64,72^ to express Dox-inducible hemagglutinin (HA)-tagged TFEB (Figure 3B) and performed ChIP-seq using the highly specific HA antibody. Since mTORC1 inhibits TFEB, we performed ChIP-seq using 0 or 5 ng of Dox ± 250 nM Torin, which induced nuclear accumulation of HA-tagged TFEB (Figure S2A). Replicate ChIPs showed a good concordance (Figure S2B). The results (Figure 3C) revealed substantial genome occupancy without Dox and Torin, consistent with TFEB cycling in and out of the nucleus under nutrient-rich conditions.^70,73^ Nevertheless, Torin treatment increased the mean peak score and the number of binding sites recognized (Figure S2C). Using 5 ng Dox, HA-TFEB DNA binding increased to 9,576 sites (Figure S2D) with a higher mean peak score (Figure 3C), consistent with previous work using inducible MITF.^64,72^ Using both Dox and Torin led to 39,582 sites being occupied (Figure S2D), of which 9,522 were bound in common with the Dox-only condition. These data were reflected in the read density maps (Figure S2E).

We next repeated the ChIP-seq using HA-TFE3 in the absence of Dox to maintain TFE3 at levels seen in parental cells (Figure 3D). Torin increased nuclear HA-TFE3 (Figure S2F) with good concordance between replicates (Figures S2G and S2H). We then compared the results with those of TFEB (Figure 3E) and also undertook a 3-way comparison with a previously published^64^ MITF ChIP (Figure 3F). These analyses revealed 37,123 sites (Figure 3F, left) at 11,219 genes (Figure 3F, right) bound by all three factors but also many peaks apparently bound by each alone or by any two factors. For example, MITF and TFE3 share 32,649 peaks at 3,217 genes that are not called in the TFEB ChIP-seq.

We noted that the peak score of sites bound by all three factors was higher than that of sites bound by any single or combination of factors (Figure 3G). Thus, rather than being biologically relevant, peaks unique to each factor were more likely “bioinformatically unique.” Examination of binding at many loci, including those in Figure S2I, supported this notion. For example, at the *ATAD3B* gene (Figure S2I, left), an “MITF-unique” peak is also present in the TFE3 ChIP but was not called because of elevated reads in the TFE3 input control. It was not called in the TFEB ChIP, owing to reduced ChIP efficiency and higher reads in the input control. Similarly, a “TFE3-unique” peak upstream of the *BLOC1S6* gene (Figure S2I, right) is present in the MITF ChIP but is not called, owing to high input control reads. At both loci, only a partial consensus MITF family binding site was found beneath the unique peaks. Using an alternative differential tag-density approach with the ChIP-seq data from the other two factors as an input, we did not detect peaks unique to any one factor (Figure S2J). Overall, while we cannot rule out binding by individual factors to a few unique genes, most potential regulatory sites are likely bound by all three factors.

All three factors recognized a similar 8 bp consensus TCACGTGA (Figure 3H) previously identified for MITF,^74^ also known as the CLEAR box,^36^ and exhibited a similar genomic distribution (Figure 3I). As examples, binding to four known MITF target genes is shown in Figure 3J.

To ask whether factor exchange occurs, we interrogated a recently published CUT&RUN dataset^75^ obtained for MITF and TFE3 in SKMEL28 wild-type (WT) cells or a previously published^76^ *MITF* knockout (KO). SKMEL28 cells do not express TFEB (Figure 2F), which simplifies data interpretation. The tag density heatmaps in Figure S2K reveal that the *MITF* KO exhibits greatly reduced MITF binding, with residual binding reflecting some antibody cross-reactivity with another MITF family member, as reported.^75^ Importantly, the low TFE3 binding in the WT cells increased substantially in the *MITF* KO, likely owing to the absence of competition and because low MITF reduces mTORC1 activity (Figure 1), leading to elevated nuclear accumulation of TFE3. As an example, at *DCT* (Figure S2L) or *TRPM1* (Figure S2M), there is reduced MITF binding in the *MITF* KO but increased TFE3 occupancy. By contrast, at the *GPR143* locus, TFE3 binding occurs in neither the WT nor the *MITF* KO cells (Figure S2N). It is possible that loss of MITF leads to nucleosome remodeling, rendering sites at genes such as *GPR143* inaccessible to TFE3.

### MITF family members regulate different gene sets

Although MITF, TFEB, and TFE3 bind similar targets, DNA binding does not necessarily equate to regulation.^77,78^ We therefore examined the contribution of each factor to gene expression using MITF^High^ 501mel human melanoma cells that express all three factors (Figure 2F). We initially performed RNA-seq on 501mel cells exposed to HEPES-buffered saline solution (HBSS) that contains glucose but lacks amino acids. The results revealed over 2,400 differentially expressed genes (DEGs) (fold change [FC] ≥ 2; *p* < 0.05) (Figures 4A and 4B; Table S1). Gene set enrichment analysis (GSEA) (Figures 4C and 4D) revealed downregulation of the HALLMARK E2F1 and MYC TARGET gene sets, as well as DNA repair genes previously reported to be targets of MITF.^20,21,79,80^

We next used CRISPR-Cas9 to knock out each gene and were successful in inactivating *TFEB* and *TFE3* and in making a *TFE3/TFEB* double KO (DKO) (Figure 4E) but were unable to generate an *MITF* KO. The *TFEB* KO cell lines exhibited modest upregulation of TFE3 but no change in MITF. The *TFE3* KO cells moderately downregulate TFEB, especially clone 2, with some suppression of MITF. RNA-seq of *TFEB* (clone 2) and *TFE3* (clone 1) KOs and the DKO grown under standard culture conditions revealed changes in gene expression (Figures 4F and 4G) consistent with TFEB and TFE3 possessing transcriptional activity under nutrient-replete conditions. Importantly, GSEA (Figure 4H) revealed that KO of *TFE3* or *TFEB* had different effects on gene expression. The *TFE3* KO exhibited enrichment of the E2F TARGETS and G2M CHECKPOINT gene sets and downregulation of gene sets including HYPOXIA, COMPLEMENT, interleukin (IL)-2/STAT SIGNALING, and APOPTOSIS (Figure 4H, highlighted in green). By contrast, in the *TFEB* KO, these gene sets were regulated in the opposite way. In addition, MTORC1 SIGNALING was downregulated in the *TFE3* KO and the *TFE3/TFEB* DKO but not in the *TFEB* KO. Many gene sets displaying altered expression in the single KOs were not differentially expressed in the DKO, suggesting the effect of one KO was partly reversed by KO of the related gene.

Torin treatment of the parental cells or the three KO cell lines led to altered gene expression (Figures S3A and S3B), and, as expected in the parental cells, GSEA revealed significant downregulation by Torin of the mTORC1 SIGNALING, MYC, and E2F TARGET gene sets (Figure S3C) and a moderate enrichment of the epithelial to mesenchymal transition (EMT) gene set.

Remarkably, all DEG sets were downregulated in Torin-treated *TFE3* KO cells, and none were significantly upregulated (Figure S3D). The *TFE3* KO therefore appears to amplify the effect of Torin, leading to suppression of gene sets associated with mTORC1 SIGNALING and CHOLESTEROL HOMEOSTASIS, as well as E2F and MYC TARGETS. The enrichment of the EMT gene set in parental cells exposed to Torin was reversed in the Torin-treated *TFE3* KO.

Using the *TFEB* KO cells (Figure S3E), we again obtained a result largely the opposite of that seen using the *TFE3* KO. For example, enrichment of the MTORC1 SIGNALING gene set was reduced in the parental and *TFE3* KO cells by Torin but was increased in *TFEB* KO cells. By contrast, the MYC TARGETS V1 gene set was decreased in the parental, *TFE3*, *TFEB* KO, and DKO cell lines on Torin treatment (Figure S3F).

Collectively, these data indicate that while both TFE3 and TFEB bind a similar repertoire of target genes, their effects on gene expression may be different. However, data interpretation is complicated by 501mel cells expressing MITF. We therefore used a previously described^81^ murine B16-F10 cell line bearing a frameshift mutation in the *MITF* gene (Figure 5A). Note that close inspection reveals a minor fast-migrating band cross-reacting with the anti-MITF antibody in the *MITF* KO, suggesting that they may express a low level of a truncated form of MITF, as has been observed previously^76^ in an SKMEL28 *MITF* KO cell line. We nevertheless used CRISPR-Cas9 to knock out *TFE3* and *TFEB* in the parental and *MITF* KO B16-F10 cells (Figure 5B).

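B16-F10 is a melanoma line derived from a mouse tumour of the C57BL/6 strain, and the cells used here carry a luciferase reporter. Messenger RNA was measured in 8 cell lines, namely the parental cells, the single KOs of MITF, TFE3 and TFEB, the 3 double KOs and the TKO, with 3 libraries of each. The libraries were made with a kit that primes on the poly(A) tail and sequences only the 3′ end of each transcript, so that a gene's reads do not grow with its length. The authors trimmed the reads with trim_galore, mapped them with STAR to the mouse genome build mm39, normalized the counts per gene with edgeR and deposited CPM values for 12010 genes, scaled by the TMM method. The paper's text does not name the counting tool or the gene annotation. The steps between the deposited values were whole multiples of what 1 read is worth, and 99.9% of the values came out as whole reads, with 99.8% in the lowest library. The reads counted on genes were 22707913 to 23635288 (median 23166822) in the parental cells, 18300902 to 25067748 (median 21129707) in the MITF KO, 21413759 to 23814972 (median 21676975) in the TFE3 KO and 20034773 to 22488067 (median 22403004) in the TFEB KO. They were 20356930 to 25469391 (median 21755996) in the TFEB/TFE3 DKO, 20574829 to 23265990 (median 21088208) in the MITF/TFE3 DKO, 22765341 to 24749867 (median 23441189) in the MITF/TFEB DKO and 20071912 to 26667877 (median 22340418) in the TKO. From these values, log2(CPM + 1) was tested with limma over all 24 libraries, and a gene was called a DEG at a fold change of at least 2 and an unadjusted p under 0.05, which is the paper's threshold. The pseudocount of 1 shrinks the fold changes of genes with few reads. Adjusted p-values are from limma with Benjamini-Hochberg adjustment over the 12010 genes. No pair of replicates of a line was as close as sampling of the same library would make it: the chi-square per degree of freedom between their reads was at least 4.61, so that each library was counted separately. The KO cells were isolated as clones, so that other differences between clones enter each comparison. Stretches of neighbouring genes were shifted together, with a median over 100 genes at least 0.3 (log2) from that of all genes, in every KO line but the TFEB KO. Of the 9340 genes with a position and a mean CPM of at least 5, these held 3097 in the MITF/TFEB DKO, 3101 in the TKO, 1871 in the MITF/TFE3 DKO, 587 in the MITF KO, 302 in the TFE3 KO and 196 in the TFEB/TFE3 DKO.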

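The targeted genes were read first. Mitf (ENSMUSG00000035158) lies on chromosome 6 from 97783950 to 97998323 of mm39, Tfeb (ENSMUSG00000023990) on chromosome 17 from 48047837 to 48103348 and Tfe3 (ENSMUSG00000000134) on chromosome X from 7628761 to 7641444. Tfeb had 8.20, 7.87 and 10.3 CPM in the 3 parental libraries and 15.5, 22.7 and 16.8 CPM in those of the MITF KO. In the lines without TFEB it had 3.67, 2.06 and 2.92 CPM (TFEB KO), 5.27, 4.93 and 5.15 CPM (TFEB/TFE3 DKO), 3.06, 2.64 and 3.86 CPM (MITF/TFEB DKO) and 3.10, 2.81 and 3.40 CPM (TKO). The TFE3 KO had 12.3, 10.9 and 8.21 CPM of Tfeb and the MITF/TFE3 DKO 10.7, 13.6 and 9.55 CPM. Tfe3 had 35.4, 38.4 and 37.4 CPM in the parental libraries, 51.3, 54.2 and 49.5 CPM in the MITF KO and 40.6, 31.1 and 35.4 CPM in the TFEB KO. It had 11.6, 8.44 and 12.2 CPM in the TFE3 KO, 14.4, 8.03 and 11.4 CPM in the TFEB/TFE3 DKO and 8.01, 9.75 and 8.14 CPM in the MITF/TFE3 DKO. In the TKO, Tfe3 had 21.7, 19.9 and 17.6 CPM and in the MITF/TFEB DKO 56.3, 62.5 and 50.3 CPM, and the median of the genes around it was 0.48 (log2) above the parental cells in the MITF/TFEB DKO and 0.57 in the TKO. Mitf had 763, 768 and 797 CPM in the parental libraries, 719, 648 and 693 CPM in the TFE3 KO, 886, 646 and 873 CPM in the TFEB KO and 892, 903 and 832 CPM in the TFEB/TFE3 DKO. In the lines without MITF it had 1364, 1470.5 and 1358 CPM (MITF KO), 1101, 1208 and 1268 CPM (MITF/TFE3 DKO), 603, 544 and 594 CPM (MITF/TFEB DKO) and 349.7, 326 and 329 CPM (TKO). The transcript of an edited gene can persist, so that the Mitf level does not check the label of a line without MITF.

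**Figure D1:**
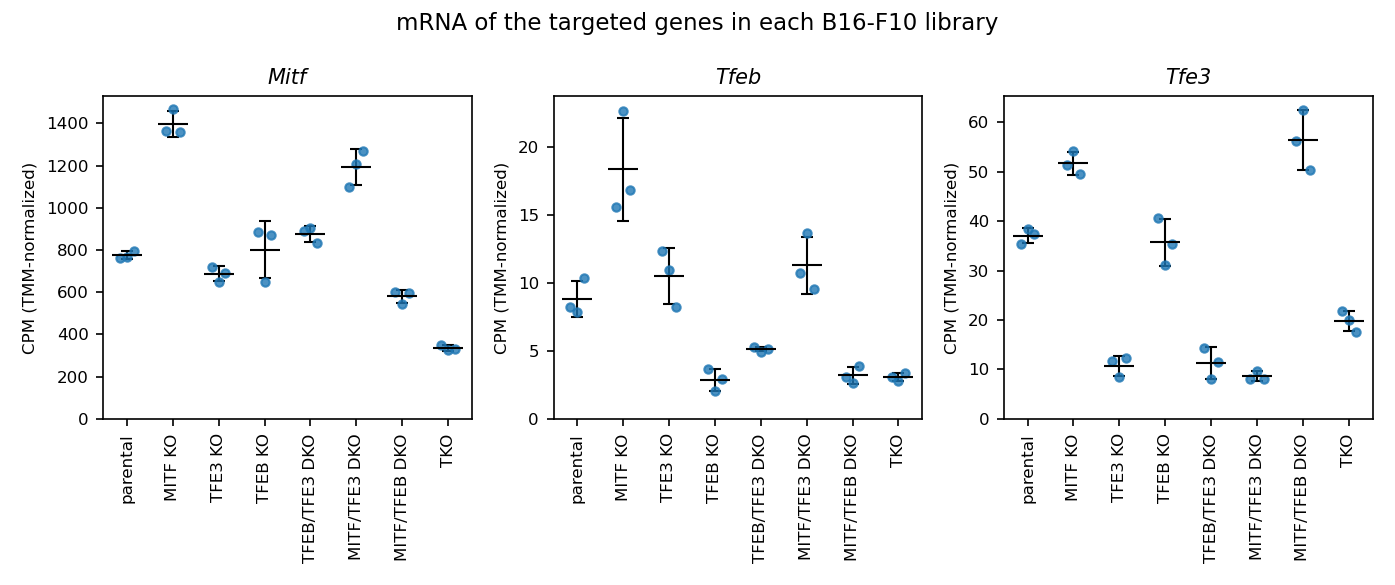
CPM (TMM-normalized, y axis) of Mitf, Tfeb and Tfe3 in each cell line (x axis), 1 panel per gene; points are the 3 libraries of a line, the bar is their mean and the error bar their SD. Tfeb and Tfe3 were lowest in lines that lack them, and Mitf was highest in the MITF KO.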

RNA-seq of each cell line grown under standard culture conditions revealed robust remodeling of the transcriptional landscape (Figures S4A–S4G). 

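Against the parental cells, 395 genes were upregulated and 359 downregulated in the MITF KO. The TFE3 KO had 44 upregulated and 161 downregulated genes, and the TFEB KO 23 and 71. Of these, 395 and 356 (MITF KO), 29 and 161 (TFE3 KO) and 22 and 70 (TFEB KO) also had an adjusted p under 0.05. The choice that moved these counts by most genes was the unit of the test: edgeR's quasi-likelihood test on the recovered whole reads, with no pseudocount of 1 added to the CPM, gave 726 and 551 (MITF KO), 170 and 381 (TFE3 KO) and 117 and 192 (TFEB KO). With each library left out in turn, the upregulated genes ranged from 388 to 424 in the MITF KO, from 26 to 145 in the TFE3 KO and from 23 to 32 in the TFEB KO. The libraries carry replicate numbers 1 to 3 in every line. The deviations of same-numbered libraries from their line means correlated at 0.022 on average over the 8 lines, and those of other numbers at -0.013. With the replicate number as a block, 395 and 359 genes were called in the MITF KO, 45 and 161 in the TFE3 KO and 23 and 71 in the TFEB KO. The largest falls of the MITF KO were Apol9b, from 272 ± 17.9 (SD, n = 3) CPM to 0.215 ± 0.245 CPM, and Apol9a, from 213 ± 13.2 CPM to 0.0968 ± 0.0516 CPM with at most 3 reads in a library; Apol9a shares 47.8% of the 50-mers of its 3′ end with other genes, so that reads could have been split between them. The largest rises were Tagln2, listed at 0 reads in the parental libraries and at 27.8 ± 5.12 CPM in the MITF KO, and the miscellaneous RNA gene Gm24105, whose 3′ end overlaps other genes on its strand, with a log2 fold change of 4.10 (adjusted p = 3.5e-12). Gsta4 rose by 1.78 (log2; adjusted p = 1.8e-07) in the TFE3 KO, where Tuba4a, whose 3′ end overlaps Stk16 on the opposite strand, was listed at 0 reads against 12.5 ± 1.46 CPM in the parental cells. Ccdc8, at 18.9 ± 2.27 CPM in the parental cells, had 0.0499 ± 0.0864 CPM in the TFE3 KO, where no library had more than 3 reads. In the TFEB KO, S100a4, which overlaps Gm42674 on its strand, rose by 1.85 (log2; adjusted p = 2.1e-12), Lsp1 fell to 0.916 ± 0.296 CPM from 10.6 ± 1.84 CPM, and Ccdc8 to 1.82 ± 0.560 CPM, and Prss35, listed at 0 reads in the parental libraries, had 8.05 ± 0.853 CPM.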

Notably, compared to the *MITF* KO (Figure S4A), fewer genes were differentially expressed in the *TFE3* and *TFEB* single KOs (Figures S4B and S4C). 

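In the MITF/TFEB DKO, 1054 genes were upregulated and 593 downregulated against the parental cells, and in the TKO 994 and 770. The MITF/TFE3 DKO had 420 and 285 genes and the TFEB/TFE3 DKO 69 and 46. The MITF/TFEB DKO and the TKO shared 762 upregulated and 472 downregulated genes, and 20 were called in opposite directions. Of 86 stretches of neighbouring genes, 17 were shifted the same way in both lines. These lines can therefore not be treated as independent clones. With edgeR on the whole reads, the MITF/TFEB DKO had 1400 and 848 and the TKO 1345 and 1088 genes. The MITF/TFE3 DKO then had 817 and 489 and the TFEB/TFE3 DKO 199 and 160 genes. With a block for the replicate number, the counts were 1054 and 593 (MITF/TFEB DKO), 995 and 770 (TKO), 422 and 285 (MITF/TFE3 DKO) and 69 and 46 (TFEB/TFE3 DKO). Of the called genes with a mean CPM of at least 5, 41.8% (MITF/TFEB DKO) and 43.0% (TKO) lay inside stretches of 100 neighbouring genes whose median differed from that of all genes by at least 0.3 (log2), which held 33.2% and 33.2% of all such genes. Acta2, listed at 0 reads in the parental libraries, had 164 ± 38.6 CPM in the MITF/TFEB DKO and 85.6 ± 13.0 CPM in the TKO, although the median of its neighbours on chromosome 19 was -0.65 and -0.66 (log2) there; its 3′ end overlaps Stambpl1 on the opposite strand. Lgals3, from 468 ± 6.46 CPM in the parental cells, fell to 0.190 ± 0.0966 CPM in the MITF/TFEB DKO and was at 1 read or less per library in the TKO. Dbh rose by 6.75 (log2; adjusted p = 1.6e-18) in the MITF/TFEB DKO. Fam111a fell there to 1.11 ± 0.464 CPM from 62.1 ± 4.03 CPM, against a neighbour median of -0.49, and was listed at 0 reads in the TKO. Sorbs2, whose neighbours had a median of 0.40 in the TKO, rose there by 6.24 (adjusted p = 2.0e-19). In the MITF/TFE3 DKO, Asb2 rose by 3.94 (adjusted p = 3.9e-13), Mgarp fell from 31.7 ± 3.17 CPM to 0.517 ± 0.271 CPM, Zfp985 had 18.6 ± 1.01 CPM against at most 1 read per parental library, and 2210016F16Rik was at 1 read or less against 23.9 ± 3.22 CPM. In the TFEB/TFE3 DKO, Clu rose by 2.62 (adjusted p = 3.0e-11), and Prss35 had 9.01 ± 1.33 CPM.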

The *MITF*/*TFEB* DKO (Figures S4F) or the triple KO (TKO) (Figure S4G) also exhibited more DEGs, suggesting that some genes were regulated by more than one family member. Hierarchical clustering of the RNA-seq of the parental and KO cells revealed a complex gene expression pattern (Figure 5C), with differential expression of the genes in each cluster, labeled A–G, provided in Table S2. 

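Over the 9539 genes with a mean CPM of at least 5, the first 3 principal components of log2(CPM + 1) held 49.1%, 17.5% and 11.0% of the variance between the 24 libraries. On the first, the parental cells had a mean of 26.0, the TFE3 KO 27.8, the TFEB KO 27.3 and the TFEB/TFE3 DKO 28.2. The MITF KO had -7.98 and the MITF/TFE3 DKO -4.28, and the MITF/TFEB DKO -45.1 and the TKO -52.0. The MITF KO stood apart on the second component, at -42.8 where the other 7 lines had means from -5.03 to 21.5. The MITF/TFE3 DKO stood apart on the third, at -32.7.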

For simplification, we only discuss a subset of the more interesting features.

First, the KO of *MITF* has a bigger impact than the KO of either *TFEB* or *TFE3* alone. For example, genes within clusters A3 and C2 are more upregulated in the *MITF* KO than in the *TFE3* or *TFEB* KOs (Figure 5C, green). Similarly, many genes downregulated in the *MITF* KO in clusters B and D are unaffected or increased in the *TFEB* or *TFE3* single KOs. 

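Cluster membership was not used here, and genes were grouped by a rule. Of the 395 genes upregulated in the MITF KO, 4 were also upregulated and 18 downregulated in the TFE3 KO, and 2 and 8 in the TFEB KO. Their median log2 fold change was 1.30 in the MITF KO, -0.052 in the TFE3 KO and 0.057 in the TFEB KO. For 98.2% of these genes the fold change was larger in the MITF KO than in the TFE3 KO, and for 99.2% than in the TFEB KO. The genes were selected in the MITF KO, so that a larger change there is built into the comparison.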

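Among the 359 genes downregulated in the MITF KO, 76 were also downregulated and 4 upregulated in the TFE3 KO, with 279 called in neither direction. In the TFEB KO, 52 were downregulated, 8 upregulated and 299 neither. The median log2 fold change of these genes was -0.30 in the TFE3 KO and -0.21 in the TFEB KO, against -1.56 in the MITF KO.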

The limited effect of the *TFE3* and *TFEB* single KOs may reflect that gene expression was measured in cells in a nutrient-rich medium where the TFEB/TFE3 inhibitor mTORC1 is active. Second, the upregulation of MITF-repressed genes in clusters A3 and C2 is reversed in the *MITF*/*TFEB* DKO or the TKO, indicating that TFEB upregulates these genes in the absence of *MITF*. 

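Genes that followed this pattern were counted by a rule: upregulated in the MITF KO against the parental cells, and downregulated by at least 2-fold in the other line against the MITF KO. With the MITF/TFEB DKO, 86 genes (21.8% of those upregulated in the MITF KO) passed, and with the TKO 91 (23.0%). The TKO shares shifted stretches of neighbouring genes with the MITF/TFEB DKO, so that it is not an independent second clone. In the MITF/TFE3 DKO, where TFEB is left, 66 genes (16.7%) passed the same rule. The median log2 fold change of the genes reversed in the MITF/TFEB DKO was 1.36 in the MITF KO, -0.088 in the MITF/TFEB DKO, -0.0025 in the TKO and 0.74 in the MITF/TFE3 DKO; the first and second of these follow from how the genes were chosen. Of all genes upregulated in the MITF KO, 232 were still upregulated in the MITF/TFEB DKO and 229 in the TKO. EdgeR on the whole reads moved these counts by most genes, to 167 genes with the MITF/TFEB DKO, 177 with the TKO and 139 with the MITF/TFE3 DKO, and a pseudocount of 5 gave 37, 39 and 17. With the replicate number as a block, 86, 91 and 66 genes passed.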

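Genes downregulated in both the MITF/TFEB DKO and the TKO against the parental cells, and in the MITF/TFEB DKO against the MITF KO, numbered 199. Their median log2 fold change was -1.54 in the MITF/TFEB DKO and -1.68 in the TKO. It was -0.059 in the MITF KO, -0.30 in the MITF/TFE3 DKO, -0.031 in the TFE3 KO, -0.0074 in the TFEB KO and 0.059 in the TFEB/TFE3 DKO. The rule does not require a change in the MITF KO against the parental cells, and a gene with little change there passes it. The medians in the MITF/TFEB DKO and the TKO follow from how the genes were chosen. As these lines share shifted stretches of neighbouring genes, they are not independent clones. With a pseudocount of 5, 98 genes passed, with edgeR on the whole reads 353, and with the replicate block 199.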

Third, cluster B (Figure 5C, brown) contains genes moderately downregulated in the *MITF* KO but strongly downregulated in the *MITF*/*TFEB* DKO and the TKO. Thus, MITF and TFEB, in the absence of MITF, positively regulate this gene set. 

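Against the MITF KO, 407 genes were upregulated and 201 downregulated in the MITF/TFE3 DKO. In the TKO, 193 of the upregulated genes (47.4%) were at least 2-fold lower than in the MITF/TFE3 DKO. The median log2 fold change of these genes against the parental cells was -1.71 in the MITF KO, 0.23 in the MITF/TFE3 DKO and -1.65 in the TKO, and 0.11 in the MITF/TFEB DKO. The differences of the MITF/TFE3 DKO from the MITF KO and from the TKO follow from how the genes were chosen. Compared with the MITF/TFE3 DKO, the TKO had 683 upregulated and 690 downregulated genes in all. A pseudocount of 5 left 109 genes under the rule, and the replicate block 193.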

Fourth, genes within clusters A1 and C1 (Figure 5C, blue) were upregulated in the *MITF*/*TFE3* DKO compared to the *MITF* KO, with the effect of the DKO being reversed in the TKO. MITF and TFE3 therefore prevent upregulation of these genes by TFEB. Fifth, cluster G genes (Figure 5C, pink) were upregulated in the *MITF*/*TFEB* DKO but not in the TKO. These are therefore controlled by TFE3 in the absence of both MITF and TFEB, as occurs when under glucose depletion. 

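In the TKO against the MITF/TFEB DKO, 38 genes were upregulated and 238 downregulated. Of the genes upregulated in the MITF/TFEB DKO against the parental cells, 107 (10.2%) were at least 2-fold lower in the TKO than in the MITF/TFEB DKO, with a median log2 fold change of 1.73 in the MITF/TFEB DKO and 0.16 in the TKO against the parental cells. The genes were chosen by these values, which can therefore not test the pattern. The same rule gave 167 genes with edgeR on the whole reads, 42 with a pseudocount of 5, 44 among genes with a mean CPM of at least 5 and 107 with the replicate block.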

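Of the genes downregulated in the MITF KO, 258 (71.9%) were not called in the TFEB KO, the TFE3 KO or the TFEB/TFE3 DKO. The median log2 fold change of these genes was -1.37 in the MITF KO, -0.17 in the TFE3 KO, -0.13 in the TFEB KO and -0.15 in the TFEB/TFE3 DKO. In the other lines without MITF it was -0.64 (MITF/TFE3 DKO), -0.78 (MITF/TFEB DKO) and -1.30 (TKO). The values in the MITF KO, the TFE3 KO, the TFEB KO and the TFEB/TFE3 DKO follow from how the genes were chosen. With the replicate block, 258 genes passed, and 152 did with a pseudocount of 5.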

Finally, cluster D genes (Figure 5C, red) downregulated in the *MITF* KO are largely unchanged in the *TFEB*, *TFE3*, or *TFEB*/*TFE3* KOs. These genes appear to be MITF dependent but independent of TFEB and TFE3. Overall, each member of the MITF transcription factor family may compensate for another at some genes, but elsewhere, they may play opposing roles.

GSEA revealed MYC TARGETS, E2F TARGETS, and G2M CHECKPOINT gene set downregulation in the *MITF* KO (Figure 5D) but enrichment in the *TFE3* KO (Figure 5E), indicating opposing regulation of these pro-proliferative gene sets by MITF and TFE3. 

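Gene sets were tested with fgsea on genes ranked by the signed −log10 of limma's p-value; the paper used the same form with the p-value of edgeR's test. The HALLMARK collection itself was not used here, and the nearest sets were Reactome's Cell Cycle, Mitotic, Translation, DNA Replication and G2/M Checkpoints and the S phase and G2/M phase gene lists distributed with Seurat. A normalized enrichment score (NES) above 0 stands for genes higher in the KO, and its adjusted p covers the 25 sets tested in a contrast. In the MITF KO, the S phase list had an NES of -1.90 (adjusted p = 5.6e-04) and the G2/M phase list -1.68 (adjusted p = 0.0062); in the TFE3 KO they had 2.09 (adjusted p = 4.8e-05) and 1.48 (adjusted p = 0.047). Cell Cycle, Mitotic had an NES of -2.14 (adjusted p = 4.9e-15) in the MITF KO and 1.13 (adjusted p = 0.22) in the TFE3 KO, and Translation -2.26 (adjusted p = 1.4e-11) and 1.80 (adjusted p = 7.9e-05). DNA Replication scored -2.38 (adjusted p = 9.0e-11) and 0.93 (adjusted p = 0.74), and G2/M Checkpoints -1.88 (adjusted p = 5.6e-04) and 1.74 (adjusted p = 0.0023). Sets past an adjusted p of 0.05 numbered 4 higher and 11 lower in the MITF KO and 4 higher and 5 lower in the TFE3 KO. All 5 lower sets of the TFE3 KO were sets of interferon genes, so that they are not 5 separate results. Some of the 25 sets hold only members that Table S3 names, which the paper took from genes changed in these libraries. Groupings that mix KO and parental libraries gave up to 13 sets for the MITF KO, against 15, and 8 for the TFE3 KO, against 9. Such groupings keep part of the difference between the lines, so that these counts decide nothing. The score of Cell Cycle, Mitotic in the TFE3 KO passed the threshold among genes with a mean CPM of at least 5, at 1.25, and when genes were ranked by log2 fold change, at 1.23. With the replicate number as a block, 15 sets passed in the MITF KO and 8 in the TFE3 KO, and Cell Cycle, Mitotic scored -2.19 and 1.13. The G2/M phase list did not pass in the TFE3 KO with the block, at 1.45, nor with quantile normalization (1.38), genes ranked by log2 fold change (1.44) or camera (adjusted p = 0.065), nor without parental replicate 1 (1.44), parental replicate 3 (1.48) or TFE3 KO replicate 3 (0.90). Translation did not pass there without parental replicate 1 (1.34) or TFE3 KO replicate 2 (1.32). The paper takes the change of its gene sets in opposite directions in the MITF KO and the TFE3 KO as a sign of opposing regulation.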

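In the TFEB KO, Reactome's Cell Cycle, Mitotic had an NES of -0.82 (adjusted p = 1.00), DNA Replication of -1.31 (adjusted p = 0.17) and Translation of 0.63 (adjusted p = 1.00). The S phase list had an NES of 1.47 (adjusted p = 0.12) and the G2/M phase list of 0.87 (adjusted p = 0.88). Without TFEB KO replicate 1 the S phase list passed the threshold, at 1.68.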

The MYC and E2F TARGETS gene sets were unchanged in the *TFEB* KO (Figure 5F).

The MTORC1 SIGNALING gene set was enriched in the *TFEB* KO and *TFE3*/*TFEB* DKO (Figure 5F) but suppressed in the *MITF*/*TFEB* DKO (Figure 5I), the *MITF*/*TFE3* DKO (Figure 5H), and the TKO (Figure 5J). This indicates that the enrichment in the *TFEB* KO was dependent on MITF and, to some extent, on TFE3.

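Reactome's mTORC1-mediated signalling set, with 11 genes in the table, was tested where the HALLMARK set was not used here; it holds the components of the pathway, not its transcriptional targets. Its NES was -0.87 (adjusted p = 0.88) in the TFEB KO, -1.05 (adjusted p = 0.55) in the TFEB/TFE3 DKO, -0.61 (adjusted p = 0.982) in the MITF/TFE3 DKO, -1.46 (adjusted p = 0.090) in the MITF/TFEB DKO and -1.30 (adjusted p = 0.23) in the TKO. In none of these lines did it pass an adjusted p of 0.05 in the test over all libraries. With each library left out in turn, the score in the MITF/TFEB DKO ranged from -1.54 to -1.39, and it passed in 1 of the 6 fits, without replicate 3 of that line.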

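Reactome's Glycolysis set, of which 22 genes were in the table, had an NES of 1.76 (adjusted p = 0.025) in the TFEB KO and 1.99 (adjusted p = 4.2e-04) in the TFEB/TFE3 DKO. It scored 0.88 (adjusted p = 0.77) in the TKO. With each library left out in turn, the score in the TFEB KO ranged from 1.58 to 1.89 and lost an adjusted p under 0.05 in 3 of the 6 fits. With the replicate block it was 1.73 in the TFEB KO and 1.97 in the TFEB/TFE3 DKO.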

The GLYCOLYSIS gene set was enriched in the *TFEB* KO (Figure 5F) and *TFEB*/*TFE3* DKO (Figure 5G) but not in the TKO. No enrichment was observed in the *MITF*/*TFEB* DKO (Figure 5I), and GLYCOLYSIS was modestly downregulated in the *MITF*/*TFE3* DKO (Figure 5H). These data suggest TFEB restricts MITF-driven activation of glycolysis-related genes.

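The same Reactome set scored 1.03 (adjusted p = 0.49) in the MITF/TFEB DKO and -0.91 (adjusted p = 0.79) in the MITF/TFE3 DKO, and neither passed an adjusted p of 0.05.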

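The interferon alpha response genes printed in Figure S6G, of which 71 of 72 were in the table, were tested as a set. They had an NES of -2.82 (adjusted p = 1.4e-22) in the MITF KO, -2.59 (adjusted p = 5.6e-19) in the TFE3 KO and -2.83 (adjusted p = 3.3e-24) in the TFEB KO. The TFEB/TFE3 DKO had an NES of -2.60 (adjusted p = 3.0e-14) and the TKO of -2.63 (adjusted p = 1.4e-14). Reactome's Interferon gamma signaling set scored -2.50 in the MITF KO, -2.03 in the TFE3 KO, -2.46 in the TFEB KO, -1.99 in the TFEB/TFE3 DKO and -2.27 in the TKO, with the largest adjusted p = 1.3e-04 in the TFEB/TFE3 DKO. In the MITF/TFE3 DKO the scores were -1.23 (adjusted p = 0.21) and -1.38 (adjusted p = 0.12). With the replicate block, the score of the Figure S6G genes was -2.84 in the MITF KO and -2.59 in the TFEB/TFE3 DKO.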

Finally, the INTERFERON ALPHA and GAMMA RESPONSE gene sets were downregulated in all single KOs, the *TFE3*/*TFEB* DKO (Figure 5G), and the TKO (Figure 5J). Comparing the *MITF*/*TFEB* DKO (Figure 5I) to the TKO (Figure 5J) suggests that in the absence of MITF and TFEB, TFE3 controls the INTERFERON RESPONSE gene sets.

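In the MITF/TFEB DKO, the interferon alpha response genes of Figure S6G had an NES of 1.83 (adjusted p = 1.7e-04), and Reactome's Interferon gamma signaling set 1.44 (adjusted p = 0.068). The latter passed the threshold with the replicate block, at 1.50, with quantile normalization (1.51), among genes with a mean CPM of at least 5 (1.45) and without MITF/TFEB DKO replicate 1 (1.48). In the direct comparison of the TKO with the MITF/TFEB DKO, the genes of Figure S6G had a median log2 fold change of -1.59, and 42 of them were downregulated and 0 upregulated.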

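In the MITF/TFEB DKO against the MITF/TFE3 DKO, 685 genes were upregulated and 486 downregulated, 685 and 483 of them with an adjusted p under 0.05. With the replicate number as a block, 685 and 486 were called. The correlation of same-numbered libraries between the lines was -0.057, against 0.028 for other numbers. Against the MITF KO, 830 genes were upregulated and 479 downregulated in the MITF/TFEB DKO.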

A key conclusion is that TFE3 and TFEB behave very differently, a conclusion supported by comparing the genes significantly differentially regulated by the *TFE3* KO or the *TFEB* KO in the *MITF* KO background (Figure S4H). 

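Between the MITF/TFEB DKO and the MITF/TFE3 DKO, the interferon alpha response genes of Figure S6G had an NES of 2.02 (adjusted p = 4.7e-06) and Reactome's Interferon gamma signaling set 1.80 (adjusted p = 4.5e-04). Extracellular matrix organization scored 1.98 (adjusted p = 5.0e-07), and the EMT genes named in Table S3, of which 16 were in the table, 1.27 (adjusted p = 0.24). Among the sets lower in the MITF/TFEB DKO, Respiratory electron transport scored -2.30 (adjusted p = 3.4e-08), Translation -2.32 (adjusted p = 9.2e-12) and the citric acid cycle -1.71 (adjusted p = 0.014). Reactome's Unfolded Protein Response set, with 15 genes in the table, scored -1.45 (adjusted p = 0.12) and its mTORC1-mediated signalling set -1.38 (adjusted p = 0.14). The former passed the threshold without MITF/TFE3 DKO replicate 1, at -1.55. Of the 25 sets, 10 were higher and 3 lower at an adjusted p under 0.05, and 13 passed with the replicate block. Groupings that mix the libraries of these lines gave up to 12 sets, but they keep part of the difference between the lines and decide nothing. A hypoxia set was not used here.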

GSEA (Figure 5K) revealed enrichment of the EMT, HYPOXIA, INTERFERON ALPHA, and GAMMA RESPONSE gene sets and robust downregulation of mTORC1 SIGNALING, MYC TARGETS, UNFOLDED PROTEIN RESPONSE, and OXIDATIVE PHOSPHORYLATION.

CyQuant assays revealed that proliferation was reduced in the *MITF* KO, increased in the *TFE3* KO, and unaffected in the *TFEB* KO or *TFE3*/*TFEB* DKO (Figure S4J). By contrast, the *MITF*/*TFE3* and *MITF*/*TFEB* DKOs and the TKO exhibited severely reduced proliferation. However, to establish cell lines, cells must proliferate. Consequently, any effect of each KO on proliferation may be underestimated.

The genes differentially regulated by combinations of MITF family members include both those directly bound by MITF, TFEB, and TFE3 and those where no binding was observed. However, regulation of genes by one factor but not another could arise from genes differentially bound by the transcription factors and not because they have fundamentally different roles in regulating genes commonly bound by all three. To address this issue, we analyzed the differential expression of genes in each KO cell line using only the 11,219 genes bound by all three factors (Figure 3F). The results show major differences in gene expression that fall broadly into 10 clusters (Figure S5A; Table S3). 

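The paper prints the members of cluster 7 in Table S3, and 93 of its 97 genes were in the deposited table. They were grouped by the paper on these same libraries, so that their values describe the cluster and do not test it. Their median log2 fold change in the MITF KO was 1.00 (0.99 to 1.04 over the 3 libraries), and 48 genes were upregulated and 1 downregulated. It was 0.59 in the MITF/TFE3 DKO, with 15 genes upregulated, 0.034 in the MITF/TFEB DKO (7 upregulated and 7 downregulated) and -0.0022 in the TKO (2 and 14). Against the MITF KO, the median was -0.99 in the MITF/TFEB DKO and -1.07 in the TKO, with 46 and 50 genes downregulated. Among its genes, Ntrk3 was at 7.89 ± 0.563 CPM in the MITF KO against 0.149 ± 0.0708 CPM in the parental cells, and Dpysl3 at 185 ± 14.1 CPM against 29.3 ± 3.91 CPM. A pseudocount of 5 moved the median of the MITF KO most, to 0.55.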

For example, cluster 7, enriched in genes implicated in EMT and transforming growth factor β (TGF-β) signaling (Figure S5B), is strongly upregulated in the *MITF* KO but not in the *MITF*/*TFEB* DKO or the TKO (Figure S5A). Similarly, genes in cluster 8, enriched in TGF-β signaling, are downregulated only in the *MITF*/*TFE3* DKO, whereas cluster 1 genes, enriched in mTORC1 and tumor necrosis factor alpha (TNF-α) signaling, are only downregulated in the *MITF*/*TFEB* DKO and the TKO. 

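Of cluster 8, 33 of 34 genes were in the table, and of cluster 1 162 of 166; both are the paper's own groups from these libraries. Cluster 8 had a median log2 fold change of -0.98 in the MITF/TFE3 DKO (-1.04 to -0.86 over the 3 libraries), with 15 genes downregulated and 1 upregulated. The downregulated genes numbered 23 with edgeR on the whole reads and 6 with a pseudocount of 5. Its median was -0.14 in the MITF KO, 0.047 in the MITF/TFEB DKO and 0.18 in the TKO, and among genes with a mean CPM of at least 5 the last 2 changed sign, to -0.15 and -0.16. In the MITF/TFE3 DKO, Ablim1, whose neighbours had a median of -0.34 there, fell from 27.2 ± 1.87 CPM to 12.9 ± 0.310 CPM and Rnd3 from 10.7 ± 0.448 CPM to 5.33 ± 1.15 CPM, while Stc1 rose from 1.72 ± 0.241 CPM to 4.65 ± 0.820 CPM. Cluster 1 had a median of -1.04 in the MITF/TFEB DKO, where 85 genes were downregulated, and of -1.12 in the TKO, where 108 were. In the other lines its median was between -0.23 (MITF/TFE3 DKO) and 0.024 (TFEB/TFE3 DKO).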

The results strongly support the conclusion that genes bound by each MITF family member may nevertheless be differentially regulated by them alone or in combination.

### MITF family genes differentially impact metabolism

The GSEA indicated that MITF controls glycolysis-related gene expression. We therefore undertook Seahorse assays on the parental and MITF family KO cell lines to measure the extracellular acidification rate (ECAR) and oxygen consumption rate (OCR), indirect measures of glycolysis and oxidative phosphorylation, respectively. The ECAR (Figures 6A, left, and 6B) was lowest in the parental cells and moderately increased in all KO cell lines, especially in the *TFE3* KO and the *MITF*/*TFEB* DKO, with the TKO exhibiting the least increase. Treatment with oligomycin, an inhibitor of mitochondrial reversible ATP synthase that uncouples oxidative phosphorylation, revealed that all cells retained a glycolytic reserve proportional to basal glycolysis. Treatment with rotenone and antimycin A to block the electron transport chain had a moderate effect only in the *TFEB*/*TFE3*, *MITF*/*TFE3*, and TKO cell lines. Measurement of the OCR (Figures 6A, right, and 6C) revealed greater differences between cell lines. Whereas parental B16-F10 cells have a low basal OCR, a striking increase was detected in the *MITF* KO and, to some extent, in the *MITF*/*TFE3* and *MITF*/*TFEB* DKOs. The TKO exhibited a reduced increase compared to the *MITF* KO or *MITF*/*TFEB* and *MITF*/*TFE3* DKOs. Thus, while MITF suppresses oxidative phosphorylation, it is promoted by TFEB and TFE3 in the absence of MITF. The minor increase in basal OCR in the *TFE3* and *TFEB* KOs was not significant compared to the TKO. Consistent with these data, the *MITF* KO produced 60% more ATP than the parental cells, with the most significant increase arising from mitochondrial ATP production (Figure 6D). For the remaining KO cell lines, the ratio of mitochondrial to glycolytic ATP production was similar to that of the parental cells. However, the increased mitochondrial ATP production by the *MITF* KO cells was reduced in the TKO, indicating that much of the increase in the MITF KO depends on TFEB and TFE3. In agreement, many genes in the HALLMARK OXIDATIVE PHOSPHORYLATION gene set were upregulated in the *MITF* KO but not in the *MITF*/*TFEB* DKO or the TKO (Figure 6E). 

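Of the 60 genes printed in Figure 6E, 59 were in the table, and Atp6v0c was not matched. The paper prints the 60 genes from these same libraries as a subset of its gene set. How they were chosen is not stated, so that their values describe the printed genes and do not test the gene set. Their median log2 fold change in the MITF KO was 0.26 (0.24 to 0.32 over the 3 libraries), 49 genes rose and 10 fell. None of them was called at a fold change of 2. With Benjamini-Hochberg adjustment over all genes, 26 had an adjusted p under 0.05 and rose, and over the list alone 27. The median was -0.31 in the MITF/TFEB DKO (-0.38 to -0.23) and -0.31 in the TKO (-0.34 to -0.30). Against the MITF KO, it was -0.56 in the MITF/TFEB DKO and -0.59 in the TKO. For the MITF/TFE3 DKO, the median was -0.044 against the parental cells (-0.14 to 0.15) and -0.24 against the MITF KO, where 50 genes fell, 19 of them with an adjusted p under 0.05, and 9 rose. Lrpprc rose in the MITF KO by 0.51 (log2; adjusted p = 0.010), where the median of its neighbours was 0.31. Reactome's Respiratory electron transport set had an NES of 1.88 (adjusted p = 6.7e-05) in the MITF KO, 2.03 (adjusted p = 3.6e-06) in the MITF/TFE3 DKO, -1.48 (adjusted p = 0.017) in the MITF/TFEB DKO and -1.30 (adjusted p = 0.10) in the TKO. Its score in the MITF/TFEB DKO did not pass with quantile normalization (-0.99), genes ranked by log2 fold change (-1.04) or camera (adjusted p = 0.11), nor without parental replicate 3 (-1.27) or MITF/TFEB DKO replicate 1 (-1.28).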

Increased expression of these genes in the *MITF* KO is therefore dependent on *TFEB*.

### Differential regulation of key target genes by the MITF family

Multiple promoters drive the expression of distinct MITF isoforms in different cell types.^10^ All three factors bind the *MITF* gene (Figure S6A) at consensus sequences (TCACATGA or ACACGTGA) upstream of the melanocyte-specific MITF-M isoform. 

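Mitf had a log2 fold change of 0.85 (standard error 0.094, adjusted p = 2.0e-07) in the MITF KO against the parental cells, Tfeb of 0.97 (standard error 0.18, adjusted p = 1.7e-04) and Tfe3 of 0.47 (standard error 0.16, adjusted p = 0.022). With each library left out in turn, the log2 fold change ranged from 0.81 to 0.87 for Mitf, was at least 0.82 for Tfeb and ranged from 0.43 to 0.50 for Tfe3. Tfeb moved most with the processing: a pseudocount of 5 gave 0.75.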

Inactivation of *MITF* increased *MITF* mRNA levels (Figure S6B), consistent with previous work,^19^ as well as the expression of *TFEB* and *TFE3*. The increased *MITF* mRNA in the *MITF* KO was abrogated in the *MITF/TFEB* DKO and further reduced in the TKO (Figure S6B). 

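Against the parental cells, the log2 fold change of Mitf was -0.42 (standard error 0.094, adjusted p = 6.2e-04) in the MITF/TFEB DKO and -1.21 (standard error 0.094, adjusted p = 1.9e-10) in the TKO. Against the MITF KO it was -1.27 (adjusted p = 1.3e-10) and -2.06 (adjusted p = 2.9e-14), and from the MITF/TFEB DKO to the TKO -0.79 (adjusted p = 1.5e-06). In the MITF/TFE3 DKO it was 0.62 (adjusted p = 1.9e-05).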

TFEB and TFE3 therefore positively regulate *MITF* expression in the absence of MITF. No binding by any MITF family member was detected at the *TFEB* and *TFE3* genes (Figures S6C and S6D), and only one weak non-consensus binding site around 18 kb downstream of *TFEB* was identified. Any change in *TFEB* or *TFE3* expression in the KOs is therefore likely indirect.

We next examined a set of genes relevant to melanocyte/melanoma biology known to be directly bound and positively regulated by MITF (Figure 6F), including *Ppargc1a*^16,17^ and *Scd1*.^18^ The results were surprising. 

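Relative to the parental cells, Mc1r (on chromosome 8 from 124133846 to 124137483 of mm39) changed by 0.31 (standard error 0.089, adjusted p = 0.0087) on the log2 scale in the MITF KO and Dct (on chromosome 14 from 118250202 to 118289656) by 0.71 (standard error 0.11, adjusted p = 2.8e-05). Tyrp1 (on chromosome 4 from 80752360 to 80769956) changed by 0.56 (standard error 0.099, adjusted p = 1.1e-04) and Trpm1 (on chromosome 7 from 63803583 to 63922019) by 0.71 (standard error 0.20, adjusted p = 0.0063). Dct had 17751 ± 645 (SD, n = 3) CPM in the parental cells and 29022 ± 453 CPM in the MITF KO. Tyr (on chromosome 7 from 87073979 to 87142720), from 131 ± 4.13 CPM, changed by -0.24 (adjusted p = 0.20), Pmel (on chromosome 10 from 128540064 to 128556107, with Dgka at its 3′ end on the opposite strand) by -0.10 (adjusted p = 0.51) and Slc45a2 (on chromosome 15 from 11000803 to 11029319) by -0.22 (adjusted p = 0.050).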

In the *MITF* KO, some genes implicated in melanocyte differentiation, such as *Mc1r*, *Dct*, *Tyrp1*, and *Trpm1*, were upregulated, while others, such as *Tyr*, *Pmel*, and *Slc45a*, were largely unchanged. Only *Mlana*, *Gpr143*, and *Rab38a* were moderately downregulated. This suggests that in proliferating B16-F10 cells, MITF is a negative regulator of some differentiation genes. This interpretation was confirmed using human 501mel melanoma cells expressing Dox-inducible murine MITF (Figures 6G and 6H), where induction of MITF suppressed all differentiation-associated genes. By contrast, pro-proliferation genes, such as *SCD*, *PPARGC1A*, *NAMPT*, and *HK2*, were upregulated. 

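Mlana (on chromosome 19 from 29674900 to 29686034 of mm39) fell from 799 ± 47.3 CPM to 488 ± 44.7 CPM in the MITF KO, a log2 fold change of -0.71 (standard error 0.11, adjusted p = 1.4e-05). Gpr143 (on chromosome X from 151564842 to 151591652) fell from 18.3 ± 0.802 to 7.97 ± 2.32 CPM, a log2 fold change of -1.14 (standard error 0.15, adjusted p = 2.5e-06). Rab38 (on chromosome 7 from 88079466 to 88144036) had libraries from 342 to 551 CPM in the parental cells and from 205 to 311 CPM in the MITF KO, with a log2 fold change of -0.58 (standard error 0.38, adjusted p = 0.24).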

Although many differentiation genes were upregulated in the *MITF* KO, expression of these genes, including *Scd1* and *Ppargc1a*, was downregulated in the *MITF*/*TFEB* DKO and the TKO (Figure 6F). Thus, in the absence of MITF, basal expression of these genes, which are all bound by all three MITF family members, was dependent on TFEB. 

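Scd1 (on chromosome 19 from 44382894 to 44399154 of mm39) had a log2 fold change of -0.15 (adjusted p = 0.40) in the MITF KO, -1.96 (adjusted p = 2.1e-11) in the MITF/TFEB DKO and -1.46 (adjusted p = 2.8e-09) in the TKO, and its neighbours on chromosome 19 had a median of -0.81 and -0.80 in the last 2 lines. Ppargc1a (on chromosome 5 from 51611592 to 51725068) rose by 1.21 (adjusted p = 4.1e-08) in the MITF KO, and its log2 fold change was -1.35 (adjusted p = 2.9e-09) in the MITF/TFEB DKO and -1.58 (adjusted p = 1.7e-10) in the TKO. Against the parental cells, Tyrp1 changed by -1.01 and -1.25 in these lines, Trpm1 by -1.08 and -3.07, Dct by -0.29 and -0.44 and Mc1r by -1.75 and -1.55, the last with neighbours at a median of -0.49 and -0.47. Tyr fell by 3.27 in the MITF/TFEB DKO and by 3.83 in the TKO. Oca2 changed by -0.082 (adjusted p = 0.74) and -0.53 (adjusted p = 0.022) there.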

Example binding profiles for *TYR*, *MLANA*, and *SCD* are shown in Figure 3J and for *PMEL* in Figure S6E.

That MITF is pro-proliferative in B16-F10 cells was reinforced by examining a broader set of proliferation-associated targets, including *Cdk2*^13^ and *Met*^82^; the receptor tyrosine kinases *Kit* and *Ngfr*; and *Nampt*, *Axin2*, and *Hk2*, all of which are bound by all three family members. All were moderately downregulated in the *MITF* KO (Figure 6I), as well as in the *MITF/TFE3* and *MITF/TFEB* DKOs and the TKO. These results together indicate that in some differentiation genes, MITF may play a repressive role in proliferating melanoma cells while promoting the expression of pro-proliferation genes.

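The log2 fold change against the parental cells was, in the MITF KO, the MITF/TFE3 DKO, the MITF/TFEB DKO and the TKO in this order, -1.56, -3.11, -3.25 and -3.43 for Ngfr, and for Axin2 -0.59, -0.88, -1.66 and -1.47, with the largest adjusted p at 2.2e-06 and 0.0057. Met fell from 203 ± 10.7 (SD, n = 3) CPM in the parental cells to 71.2 ± 7.52 CPM in the MITF KO (adjusted p = 9.0e-09), and on the log2 scale it fell by 2.20 in the MITF/TFE3 DKO, fell by 2.43 in the MITF/TFEB DKO and fell by 2.99 in the TKO. The log2 fold change of Hk2 was, in the same order, -0.50, -1.22, -1.54 and -1.66 (largest adjusted p = 0.0014). Nampt, whose neighbours had a median of -0.32 in the MITF KO, -0.49 in the MITF/TFEB DKO and -0.43 in the TKO, changed by -1.51, -0.57, -1.07 and -1.72 (largest adjusted p = 6.0e-05). Cdk2, with Gm66040 at its 3′ end on the opposite strand and a neighbour median of 0.41 and 0.30 in the MITF/TFEB DKO and the TKO, changed by -0.49 (adjusted p = 0.047), 0.054 (adjusted p = 0.85), -1.21 (adjusted p = 1.2e-05) and -1.11 (adjusted p = 3.6e-05). Kit had 0.664 ± 0.349 CPM in the parental cells and at most 2 reads in any library of the 4 lines without MITF, and no fold change is given for it; its 3′ end overlaps Gm72966 on the opposite strand.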

MITF^High^ cells uptake long-chain fatty acids via fatty acid transporter proteins (FATPs) to fuel melanoma progression.^83–85^ Inactivation of *MITF* or *TFEB* had little effect on the expression of *Slc27a1* (Figure 6I), which encodes FATP1 and is bound by all MITF family members (Figure S6E). However, *Slc27a1* expression is strongly downregulated in the *TFE3* KO (Figure 6H).

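Slc27a1 (ENSMUSG00000031808) lies on chromosome 8 from 72021095 to 72041866 of mm39. It had 7.91 ± 1.46 (SD, n = 3) CPM in the parental cells, 7.74 ± 0.916 CPM in the MITF KO and 6.18 ± 1.23 CPM in the TFEB KO, with log2 fold changes of -0.020 (standard error 0.19, adjusted p = 0.94) and -0.31 (standard error 0.19, adjusted p = 0.44).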

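In the TFE3 KO, Slc27a1 had 2.67 ± 0.279 (SD, n = 3) CPM, a log2 fold change of -1.27 (standard error 0.19, adjusted p = 5.6e-05) against the parental cells. With each library left out in turn the log2 fold change ranged from -1.38 to -1.15. It was -0.39 (adjusted p = 0.22) in the TFEB/TFE3 DKO and -0.57 (adjusted p = 0.012) in the TKO.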

Loss of *MITF* also upregulated two mTORC1 inhibitors, *Sesn2*^86–89^ and *Deptor*,^90^ consistent with MITF promoting mTORC1 signaling (Figure 1). 

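Sesn2 (on chromosome 4 from 132219335 to 132237815 of mm39) rose from 5.94 ± 1.73 CPM in the parental cells to 11.3 ± 2.22 CPM in the MITF KO, a log2 fold change of 0.84 (standard error 0.23, adjusted p = 0.0065), which ranged from 0.70 to 1.03 with each library left out in turn. Deptor (on chromosome 15 from 54975710 to 55122667) rose from 197 ± 11.3 CPM to 417 ± 44.2 CPM, a log2 fold change of 1.07 (standard error 0.12, adjusted p = 1.5e-07), which ranged from 1.00 to 1.15.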

Both genes are bound by all family members at consensus TCACGTGG (*Sesn2*) or TCATGTGA (*Deptor*) motifs (Figure S6E). Regulation of *DEPTOR* by MITF was confirmed in IGR37 cells by RT-qPCR following the depletion of MITF (Figure S6F) and by western blotting (Figure S6F, bottom). The elevated *Sesn2* and *Deptor* expression observed in the *MITF* KO was not seen in the TKO, implicating other family members in their upregulation.

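Against the parental cells, Sesn2 had a log2 fold change of -0.87 (adjusted p = 0.0028) in the TKO, -0.38 (adjusted p = 0.17) in the MITF/TFEB DKO and -0.013 (adjusted p = 0.974) in the MITF/TFE3 DKO. Deptor had -0.22 (adjusted p = 0.12), -0.099 (adjusted p = 0.49) and 0.96 (adjusted p = 1.0e-06) in the same lines. In the TKO against the MITF KO, the log2 fold changes were -1.71 (adjusted p = 2.2e-06) for Sesn2 and -1.29 (adjusted p = 5.5e-09) for Deptor.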

Interestingly, *AXL*, encoding a key receptor tyrosine kinase linked to therapy resistance,^29,30^ is expressed in MITF^Low^ melanoma cells and can be activated by unsaturated fatty acids.^85^ 

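Axl (ENSMUSG00000002602) lies on chromosome 7 from 25456535 to 25488329 of mm39. It had 32.8 ± 5.83 (SD, n = 3) CPM in the parental cells, 68.9 ± 8.62 CPM in the MITF/TFEB DKO and 37.4 ± 1.35 CPM in the TKO. The log2 fold change was 1.05 (standard error 0.12, adjusted p = 1.9e-07) in the MITF/TFEB DKO and 0.19 (standard error 0.12, adjusted p = 0.19) in the TKO. It was -1.18 (adjusted p = 7.8e-08) in the MITF KO, -1.04 (adjusted p = 3.1e-06) in the TFE3 KO and -0.54 (adjusted p = 0.0013) in the MITF/TFE3 DKO.

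**Figure D2:**
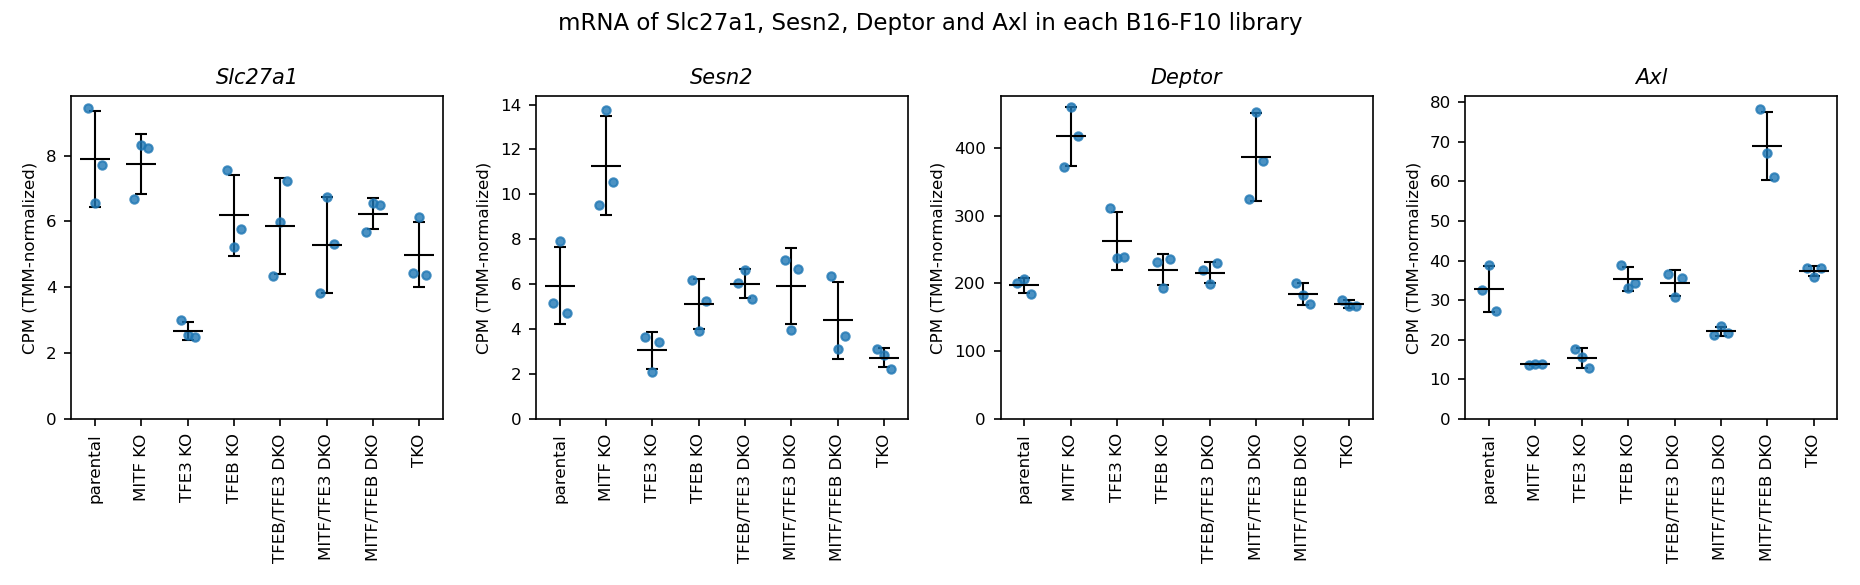
CPM (TMM-normalized, y axis) of Slc27a1, Sesn2, Deptor and Axl in the 8 cell lines (x axis); points are the 3 libraries of a line, the bar is their mean and the error bar their SD. Axl was highest in the MITF/TFEB DKO, at a mean of 68.9 CPM.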

*AXL* is not bound by any MITF family member but is upregulated in the *MITF*/*TFEB* DKO (Figure 6H) but not in the TKO. 

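In the TKO, which differs from the MITF/TFEB DKO by the loss of TFE3, Axl had a log2 fold change of -0.86 (standard error 0.12, adjusted p = 2.5e-05) against the MITF/TFEB DKO. In the MITF/TFE3 DKO against the MITF KO, which also differ by the loss of TFE3, it was 0.64 (adjusted p = 3.6e-04).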

Upregulation of *AXL* in the *MITF*/*TFEB* DKO is therefore TFE3 dependent.

We also observed that many genes in the HALLMARK INTERFERON ALPHA gene set were downregulated in the *MITF* KO but were strongly upregulated by TFE3 in the *MITF*/*TFEB* DKO (Figure S6G). 

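Of the interferon alpha response genes printed in Figure S6G, 71 were in the table. Their median log2 fold change against the parental cells was -1.51 in the MITF KO (-1.59 to -1.45 over the 3 libraries), with 42 genes downregulated and 2 upregulated. In the MITF/TFEB DKO it was 0.38 (0.35 to 0.46), with 12 upregulated and 2 downregulated, and in the TKO -1.15, with 4 and 38. Against the MITF KO, the MITF/TFEB DKO had a median of 2.11, with 50 genes upregulated and 1 downregulated. In the lines without TFE3, the median against the MITF KO was 1.33 in the MITF/TFE3 DKO, with 44 upregulated and 0 downregulated, and 0.62 in the TKO, with 23 and 1. Isg15, which has Gm46878 at its 3′ end on the opposite strand, had 629 ± 153 (SD, n = 3) CPM in the parental cells, 5.30 ± 0.689 CPM in the MITF KO, 742 ± 193 CPM in the MITF/TFEB DKO and 37.6 ± 1.92 CPM in the TKO. Ifi44, from 147 ± 7.93 CPM, was listed at 0 reads in the MITF KO and had 161 ± 11.7 CPM in the MITF/TFEB DKO.

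**Figure D3:**
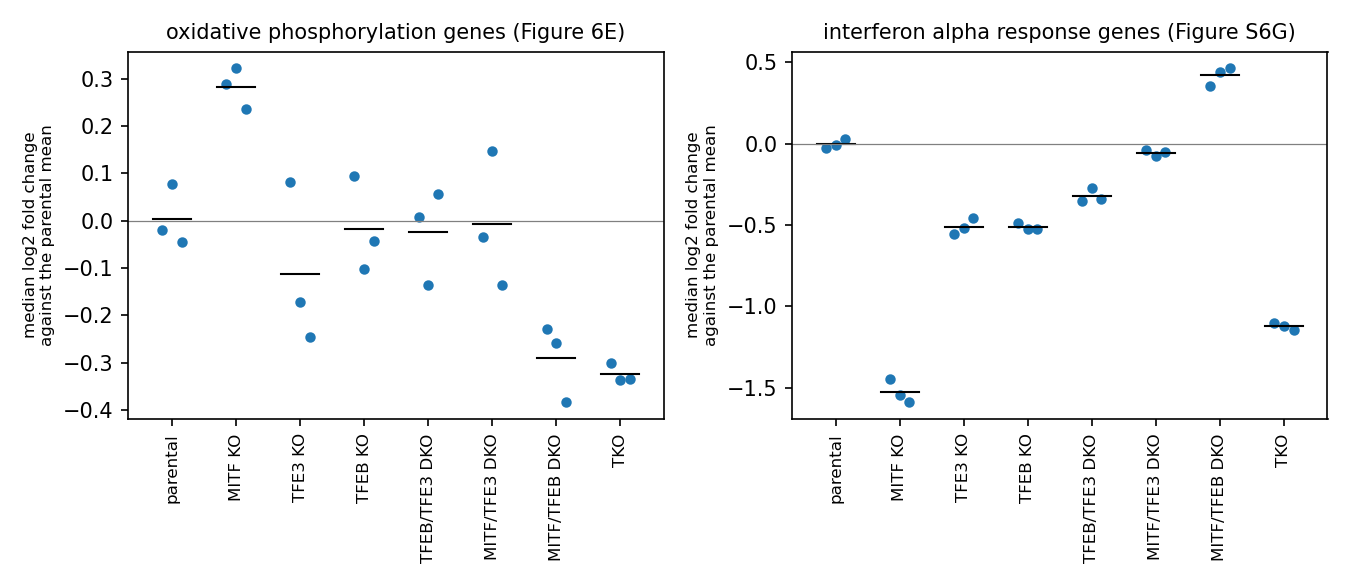
Median log2 fold change against the parental mean (y axis) in each cell line (x axis) of the oxidative phosphorylation genes of Figure 6E and the interferon alpha response genes of Figure S6G, 1 panel per list; points are the libraries of each line and the bar is the mean of 3. The interferon genes were lowest in the MITF KO and above the parental cells in the MITF/TFEB DKO.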

As many are bound by MITF family members (Table S4), they may be directly regulated by changes in MITF family expression modulating the immune microenvironment.

### MITF, TFEB, and TFE3 control tumor growth and immune cell infiltration

Subcutaneous transplantation into C57BL/6 mice revealed that tumor formation by the *MITF/TFE* family single KOs and DKOs was delayed (Figures 7A–7C), with the *MITF* KO and the DKOs being most affected. Following tail vein injection, lung colonization was severely reduced in the *MITF* KO cells but was less affected in the *TFEB* and *TFE3* KO cells (Figures 7D and 7E). Because the immune landscape is dramatically different between human MITF^High^ versus MITF^Low^ tumors,^91^ we also examined immune infiltration into the subcutaneous parental and KO tumors. As expected, parental B16-F10 cells exhibited low levels of infiltration of all three immune cell types examined, consistent with the poor immune cell infiltration and immunogenicity of WT B16-F10 tumors (Figures 7F and 7G). Infiltration by CD8^+^ T cells increased in the *TFE3* KO and *TFE3*/*TFEB* KO tumors but not in any other KOs. This suggests that TFE3 suppresses MITF-dependent CD8^+^ T cell infiltration.

Macrophage infiltration is elevated in tumors derived from the *TFE3* KO, *MITF* KO, and *MITF*/*TFEB* DKO. However, the increase in the *TFE3* KO is moderately reduced if *TFEB* is also knocked out and is abrogated in the *MITF/TFE3* DKO and the TKO.

No increase in natural killer (NK) cell tumor infiltration was observed in any of the single KOs or the *MITF*/*TFEB* DKO. However, there is a substantial increase in NK cells in the *MITF*/*TFE3* DKO tumors and, to some extent, the *TFE3*/*TFEB* DKO tumors. As no increase is detected in the TKO, the increase in NK cell infiltration observed in the *MITF*/*TFE3* or *TFE3*/*TFEB* DKOs is promoted either by *TFEB* or by *MITF*, respectively.

Finally, we note that the *MITF* KO tumors, unlike any other, exhibited a different structure with large gaps between clusters of tumor cells that may reflect differential cell-cell adhesion or extracellular matrix composition in the *MITF* KO cells, consistent with a previous report.^76^

## DISCUSSION

Whether functionally related transcription factors with identical DNA-binding specificity might perform distinct functions at the same target genes is a key question, especially relevant to cancer. Here, we use melanoma to examine the role of TFE3 and TFEB in cells that also express the melanocyte-specific isoform of MITF that is largely constitutively nuclear^92^ and not inhibited by mTORC1. The results were surprising.

Consistent with its pro-proliferative role, we found that MITF promotes mTORC1 signaling by suppressing the expression of *PTEN* and the mTORC1 negative regulators *SESN2* and *DEPTOR*. Signaling downstream of mTORC1 is partitioned into canonical RHEB-dependent signaling to substrates like S6K and a non-canonical pathway where mTORC1 targeting of TFEB and TFE3 relies instead on RAGC/D and FLCN/FNIP2.^93^ Paradoxically, activating mTORC1 mutations can trigger a negative feedback loop leading to hypophosphorylated nuclear TFEB/TFE3.^94,95^ By promoting canonical mTORC1 signaling, it is possible that despite upregulating *RRAGD* and *FNIP2*, MITF may suppress non-canonical signaling to promote the largely nuclear TFEB and TFE3 observed in MITF^High^ melanoma cells. However, surprisingly, TFE3 is cytoplasmic in RAGD-negative IGR39 cells, raising the possibility that rather than cytoplasmic retention, TFE3 might be subject to increased nuclear export.

Remarkably, in response to glucose limitation, MITF and then TFEB are downregulated, leaving TFE3 to suppress cell death (Figure 7H). The low-glucose-mediated switch from TFEB to TFE3 may also be relevant to their activation by AMPK independently of mTORC1.^96^ As the switch also operates in colon cancer cells, it seems likely it will occur in many cell types. For example, in macrophages, where TFEB and TFE3 cooperate to control inflammatory signaling,^42^ lipopolysaccharide treatment initially activates TFEB before its expression is lost, leaving TFE3 as the sole family member expressed.

Against expectation, while all MITF family members bind the same genes, likely at nucleosome-free regions,^97,98^ their actions on those genes alone or in combination are not always the same. GSEA suggests that TFEB plays a broadly similar role to MITF but that TFE3 instead acts in opposition to MITF/TFEB, at least in some genes. Our conclusion is that upon encountering microenvironmental stresses, such as glucose limitation, MITF is downregulated via the integrated stress response (ISR) before TFEB transiently takes on many MITF functions to buy time for cells to restore homeostasis. If the stress remains unmitigated, TFEB is also suppressed, and TFE3 then promotes cell survival, oxidative phosphorylation, and upregulation of interferon alpha response genes.

Although MITF is widely assumed to be the key regulator of melanocyte differentiation genes, surprisingly, several differentiation-associated genes were upregulated by TFEB in the *MITF* KO and downregulated if MITF was overexpressed. Notably, in the same *MITF* KO cells, pro-proliferative MITF targets such as *Cdk2* and *Met* were suppressed, while MITF-bound anti-proliferative genes such as *Sesn2* and *Deptor* were upregulated. We hypothesize that in proliferative cells, MITF activates pro-proliferation genes but suppresses TFEB-driven activation of differentiation genes; by contrast, in differentiated cells, MITF will upregulate differentiation genes and suppress cell division. The nature of this MITF activity switch is unknown, but it may relate to the regulation of MITF co-factors by proliferation-associated post-translational modifications such as acetylation.^64,72^

Previous work revealed that depletion of TFEB in melanoma cells caused reduced proliferation and lower glucose and glutamine uptake and, consequently, reduced glycolysis, glutaminolysis, and slower tumor growth *in vivo*.^50^ By contrast, Li et al.^99^ reported that BRAF inhibition increased TFEB-promoted autophagy, while a constitutively active TFEB S142A mutant slowed tumor growth and an S142E phosphomimetic mutant enhanced tumor growth. Our results are more in line with those of Ariano et al.^50^ since tumor growth in the B16-F10 *TFEB* KO was moderately reduced, with a greater reduction in any DKO. Our GSEA also revealed an MITF-dependent increase in glycolysis-associated mRNAs in *TFEB* KO cells, perhaps compensating for the decreased glucose uptake and glycolytic enzyme activity observed by Ariano et al.^50^ in TFEB-depleted cells. Notably the increased oxidative-phosphorylation-dependent ATP production in the *MITF* KO requires TFEB and TFE3 and is consistent with MITF^Low^ slow-cycling melanoma cells exhibiting elevated oxidative phosphorylation.^100,101^ Taken together, our data implicate TFEB and TFE3 as playing a key role in the metabolic switch associated with loss of MITF.

Finally, we show that the MITF family controls the quality and quantity of immune infiltration. For example, inactivation of *TFE3* greatly increased MITF-dependent CD8^+^ T cell and macrophage infiltration, while infiltration by NK cells was dramatically enhanced in the *MITF*/*TFE3* and *TFE3*/*TFEB* DKOs. The results are consistent with evidence highlighting MITF, and by implication, TFE3 and/or TFEB, in control of the anti-tumor immune response.^81,102,103^ Given the importance of immune infiltration in the response to immune checkpoint blockade, our results provide a clear path to future studies directed at dissecting the molecular mechanisms controlling the tumor immune microenvironment.

### Limitations of the study

The MITF transcription factor family can homo- and heterodimerize^104^ *in vitro*. However, we cannot establish whether heterodimerization contributes to their capacity to dictate distinct gene expression programs. However, Verastegui et al.^105^ found no detectable heterodimerization between MITF and TFE3 in B16-F10 melanoma, and genetic analysis of MITF family mutant mice indicated that heterodimeric interactions are not essential for MITF-TFE function.^106^ In general, the data are more consistent with expression, rather than dimerization, playing a key role in their differential activities.

MITF family members bind chromatin-free regions of the genome^97^ with accessibility also dictated by TFAP2.^98^ Our ChIP-seq was performed only in WT cells. However, loss of MITF and TFEB could lead to the acquisition of novel recognition sites for TFE3, as recently noted.^75^ It is possible, therefore, that some TFE3/TFEB-regulated genes are bound only in the absence of MITF, leading to an underestimation of the number of genes directly regulated by MITF family members.

Finally, KO cell lines are selected for proliferation, and consequently, cells must bypass any block to proliferation induced by a KO. The assays used here may therefore underestimate effects on the cell cycle by the various MITF family KOs.

## RESOURCE AVAILABILITY

### Lead contact

Requests for further information and resources should be directed to and will be fulfilled by the lead contact, Colin R. Goding ().

### Materials availability

All unique reagents generated in this study may be obtained from the lead contact with a completed materials transfer agreement if necessary.

### Data and code availability

- All ChIP-seq and RNA-seq datasets have been deposited at the Gene Expression Omnibus (GEO) and are publicly available as of the date of publication. Accession numbers are listed in the key resources table.
- Original western blot images have been deposited at Mendeley at https://doi.org/10.17632/p6pr9tv6kv.1 and are publicly available as of the date of publication.
- This paper does not report original code.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## STAR★METHODS

### EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

#### Human tumor samples and immunohistochemistry

Melanoma patient samples were obtained from surgical resections of patients diagnosed with melanoma at Hospital Clínico San Carlos (Madrid, Spain). This study using human melanoma tissue was reviewed and approved by the Institutional Review Board (IRB) of Clínico San Carlos Hospital on June 25, 2021 (C.I. 21/498-E). All patients gave written informed consent for the use of their biological samples for research purposes. Fundamental ethical principles and rights promoted by Spain (LOPD 15/1999) and the European Union (2000/C364/01) were followed. Patient data were processed according to the Declaration of Helsinki (last revision 2013) and Spanish National Biomedical Research Law (14/2007, July 3). Patient characteristics are described in the table below. Ethnicity was not recorded.

**Table:** 

Patient characteristics	N (%)

Gender	
Male	1 (33.3%)
Female	2 (66.6%)
Age, n(%)	
<60	1 (33.3%)
>60	2 (66.6%)
Breslow (median, mm)	2.7
Clark level, n(%)	
I	0 (0%)
II	0 (0%)
III	0 (0%)
IV	3 (100%)
Histologic type, n (%)	
NM	2 (66.6%)
NA	1 (33.3%)
Ulceration, n (%)	
Yes	1 (33.3%)
No	0 (0%)
NA	2 (66.6%)
Metastasis development	
Yes	2 (66.6%)
No	1 (33.3%)

Paraffin-embedded tumor samples were sliced into 5 μm sections for staining. Slides were deparaffinized by incubation at 60°C for 10 min and then incubated with PT-Link (Dako, Agilent) for 20 min at 95°C at pH 6.0 to detect TFEB. Slides in slide-holders were incubated with peroxidase blocking reagent (Dako, Agilent) and then with the following dilutions of antibodies: anti-TFEB (1:50) overnight at 4°C. Slides were incubated for 20 min with the appropriate HRP-conjugated anti-Ig (EnVision, Dako, Agilent). Sections were then visualized with the HRP Magenta (Dako, Agilent), and counterstained for 5 min with Harrys’ Haematoxylin (Sigma Aldrich, Merck). Photographs were taken with a Zeis microscope with a 20× objective.

#### Mice and mouse tumor immunohistochemistry

Healthy, female C57BL/6 mice, 6 weeks of age, were purchased from Envigo (Barcelona, Spain). All mice were housed in pathogen-free, ventilated cages in the animal facility at the University of Murcia in accordance with the Spanish legislation and directives of the European Community. All animal procedures were approved by the Ethics Committee of the University of Murcia and the Direccion General de Ganaderia y Pesca, Comunidad Autonoma de Murcia (Project reference A13151101). Mice were monitored daily and sacrificed before any signs of distress. Mice were inoculated with 2 × 10^5^ B16-F10 cells subcutaneously or in the tail vein. The size of the subcutaneous tumors was measured three times weekly for the duration of the experiment with calipers. All tumors were analyzed using the IVIS Imaging System (Caliper Life Sciences, Hopkinton, MA, USA). Details of numbers of control and test mice as well as statistical analysis used are provided in the legend to Figure 7.

To establish the degree of inflammatory infiltrate (T-CD8^+^ lymphocytes, NK cells and macrophages), an indirect biotin free HRP immunohistochemistry was carried out in formalin-fixed and paraffin embedded sections from tumors. Briefly, after deparaffination and rehydration, sections underwent a demasking antigen procedure (Dako High pH antigen retrieval solution, Agilent Tech., Barcelona, Spain). Endogenous peroxidase was then blocked using a commercial solution (Dako Peroxidase Blocking, Agilent). Sections were incubated overnight at 4°C with the primary antibodies (polyclonal rabbit anti-CD8, Abcam, Oxford, UK; polyclonal rat anti-F4/80, BioRad, Madrid, Spain and polyclonal rabbit anti-NKp46 (CD335, PA5–79720; ThermoFisher Scientific), and with the anti-rabbit secondary HRP-labelled polymer (Vector ImmPress, Vector Labs., Newark, CA, USA). To avoid false positive staining due to the endogenous melanin pigment located within tumor cells, the immunoreaction was revealed using a special HRP substrate (Vector VIP, Vector Labs.) which labels positive immunoreactions with a dark-violet stain. Finally, sections were contrasted using fast red solution, dehydrated, cleared and mounted. All sections were examined with a standard brightfield microscope (Zeiss Axio A10, Carl Zeiss, Jena, Germany) and representative images were obtained with a high-resolution digital camera (Axiocam 506 color, Carl Zeiss) by using a commercial software (Zeiss Zen Lite, Carl Zeiss). To determine the degree of inflammatory infiltrate a semiquantitative scale was used as follows: − (negative), + (sporadic), ++ (moderate) and +++ (intense) infiltrate.

#### Cell lines

The origin and sex of all cell lines used is provided in the Key Resource table. All cells were subject to authentication using STR analysis using Eurofins authentication service, and routinely tested by mycoplasma via PCR, following a previously established and published protocol^128^ or use of the MycoAlert PLUS Mycoplasma Detection Kit (Lonza). Only mycoplasma-negative cells were used.

All human melanoma cell lines were grown in Roswell Park Memorial Institute (RPMI) medium, except HBL which were grown in Dulbecco’s Modified Eagle Medium (DMEM), supplemented with 10% Fetal Bovine Serum (FBS), 50 units/mL penicillin and 50 units/mL of streptomycin. All human melanoma cell lines contain the BRAF^V600E^ oncogenic mutation, except HBL and CHL-1 cells which possess wild-type BRAF. The mouse melanoma cell line B16-F10 was grown in DMEM, supplemented with 10% FBS as well as 50 units/mL penicillin and 50 units/mL of streptomycin. All cells were grown as a monolayer and passaged once they reached around 80%–90% confluency.

For cell lines stably transfected with PiggyBac doxycycline-inducible expression vectors, selection and maintenance was performed via the addition of 1 mg/mL of geneticin (G418) and 1 μg/mL of puromycin. Selection was first performed with geneticin for the first week, any live cells then allowed to recover until the second weekly selection treatment with puromycin. Cells were kept at 37°C with 10% CO_2_ and grown in T75 culture flasks.

For the *TFEB* and *TFE3* genes the top 10 most efficient sgRNAs in terms of on- and off-site efficacy identified using the Broad Institute Benchling software were evaluated using the Integrated DNA Technologies (IDT) Cas9 Checker software to choose the most efficient gRNA from the list. To generate target gene knockout cell lines, the Lipofectamine CRISPRMAX method (ThermoFisher) was followed. Cells were plated on Day 0 and allowed to adhere in a 6-well plate to reach 35% confluency when transfected on Day 1. 125 μL of Opti-MEM, 6.25 μg of Cas9 nuclease, 1.2 μg of synthetic gRNA and 12.5 μL of Cas9 Plus reagent were added to Tube 1 in that order and allowed to incubate at room temperature. The sequences of the guides were: TFEB 5′- AGTACCTGTCCGAGACCTAT; TFE3 5′GGTACTGTTTCACCTGCTGC; Tfeb 5′– TGGACACGTACTGTCCACCT; Tfe3 5′– AGCGTGTAGGGTTCTCGAGG. 

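In mm39, the mouse Tfeb guide TGGACACGTACTGTCCACCT matches once, on chromosome 17 from 48097370 to 48097389 in coding exon 3 of the 9 exons of its transcript, next to the PAM CGG. The Tfe3 guide of the paper, AGCGTGTAGGGTTCTCGAGG, matches once on the opposite strand, on chromosome X from 7633689 to 7633708 in coding exon 4 of the 10 exons of its transcript, next to the PAM TGG. A different Tfe3 guide, CGTAGAAGCTGTCAGGATCG, is given with the deposited data, and it matches once on chromosome X from 7631806 to 7631825 in coding exon 2 of the 10 exons of its transcript, next to the PAM AGG.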

Meanwhile, in Tube 2, 125 μL of Opti-MEM was gently mixed with 7.5 μL of CRISPRMAX reagent and incubated for no more than 3 min. The Lipofectamine mix was then added to the Cas9-gRNA ribonucleoprotein (RNP) complex, mixed well by pipetting, and incubated for 15 min at room temperature. Finally, fresh medium was added to the 6-well plate and the 250 μL lipofectamine-RNP complex mix was added to each well in a dropwise manner. Cells were then incubated a further 24–48 h before screening for monoclonal knockouts. Cells were trypsinized, collected into fresh medium in 5 mL total of suspension, counted using an automated counter and diluted accordingly until reaching about 5×10^5^/mL. At this point, cells were serially diluted into a final 1 mL suspension containing about 1000 cells. Clones were distributed into a 96-well plate, with an estimated density of 0.96 clones per well in a final volume of 200 μL and left to grow for about 2 weeks or until visible colonies arising from single clones were seen. At this stage, cells were trypsinized and expanded until enough material could be obtained for Western Blotting to validate the monoclones. Secondary confirmation of knockout status was performed by extracting genomic DNA from monoclones and sending the PCR-amplified target sequence for Sanger sequencing, provided as a service from Eurofins, to ascertain the genomic event that occurred as a result of the Cas9 nuclease cutting the genome at the gRNA target site.

#### Bacterial strains

For general cloning purposes, the *E.* coli sub-cloning efficiency DH5α competent cells (ThermoFisher Scientific, Cat No. 18265017), were used. The genotype of the DH5α *E. coli* strain is F^−^ Φ80lacZΔM15 Δ(lacZYA-argF) U169 recA1 endA1 hsdR17(r_k_^−^, m_k_^+^) phoA supE44 thi-1 gyrA96 relA1 λ^−^.

### METHOD DETAILS

#### Cell fractionation

Cells were grown to approximately 70–80% confluency. Subcellular fractionation was performed using the Rapid, Efficient And Practical (REAP) method. Briefly, cells were washed in ice-cold 1X PBS before being scraped into 200 μL of ice-cold 1X PBS containing 0.1% NP-40 (1 tablet of the cOmplete Protease Inhibitor Cocktail (Roche, Cat No. 11697498001) and 1 tablet of the PhosSTOP Phosphatase Inhibitor Cocktail (Roche, Cat No. 4906837001) were added immediately before use) and triturated 5 times using a Gibson P200 pipette. After, 60 μL was removed and transferred to a 1.5 mL Eppendorf tube labeled ‘whole cell fraction’. The remaining 140 μL was centrifuged using a table-top centrifuge (10 s, 5000×g, 4°C). After centrifugation, 60 μL of the supernatant was removed and transferred to a 1.5 mL Eppendorf tube labeled ‘cytoplasmic fraction’. The remaining supernatant was removed, leaving only the insoluble pellet. The pellet was washed by resuspending in 200 μL of ice-cold 1X PBS containing 0.1% NP-40 before centrifuging using a table-top centrifuge (10 s, 5000×g, 4°C). The supernatant was removed and discarded before resuspending the pellet in ice-cold 1X PBS containing 0.1% NP-40 and labeled ‘nuclear’ fraction. The ‘whole cell’ and ‘nuclear’ fractions were sonicated for 30 s at 4°C. After, 20 μL of 4X Laemmli buffer was added to all samples before boiling at 95°C for 5 min. All samples were stored at −20°C.

#### Cell cycle and DNA fragmentation analyses

Cells were transfected with 20 nM siRNA (siTFE3 #sc-38507, or siCTRL (QIAGEN # 1027281)), in case of further treatments (-Glc) for another 6 h before samples collected in 1.2 mL DPBS (no Mg^2+^/Ca^2+^ + 5% FBS and fixed in 70% EtOH with gentle shaking at 4°C, 1 h. Cells were stained in 250 μL staining solution (DPBS +0.5 mg/mL PI, 100 μg/mL (ThermoFisher P3566) RNase A (Roche10109169001), 0.05% Triton X-100) at 37°C, 45’. Following one wash in 1 mL PBS, cells were resuspended in 250–500 μL DPBS +5% FBS and analyzed on flow cytometry (SONY MA900). The cell cycle was profiled using FlowJo (v10.8.1) using Watson model. DNA fragmentation (sub-G1 population) was defined as population with PI signals below the G1 for siTFE3 or directly from Dean-Jett-Fox model fitting.

#### Western blotting

Whole cell lysate was prepared by adding an appropriate amount of 1x Laemmli Sample Buffer (62.5 mM Tris-HCl, pH 6.8, 2% Sodium Dodecyl Sulfate, 10% glycerol, 5% β-mercaptoethanol, 0.01% bromophenol blue) directly to the cells in the plate, usually 200 μL for one well of a 6-well plate at 80%–90% confluency. The whole lysate was then transferred to a 1.5 mL Eppendorf tube and boiled at 95°C for 10 min before analysis. 5%–10% of the total sample was used in each lane.

Proteins were analyzed via sodium dodecylsulphate polyacrylamide gel electrophoresis (SDS-PAGE) using 10% acrylamide from a 30% stock solution with 37.5:1 acrylamide to bis-acrylamide ratio (Severn Biotech). To allow fine resolving of specific phosphorylated proteins from their non-phosphorylated counterpart, an acrylamide stock with a ratio of 200:1 acrylamide to bis-acrylamide was used (Severn Biotech).

Samples were run/separated at 140V for 90 min in 1x Running Buffer (25 mM Tris, 192 mM glycine, 0.1% SDS). Precision Plus Dual-Colour Standard (BioRad) was used as indicated by the manufacturer was used as a size marker. After SDS-PAGE proteins were transferred unto a nitrocellulose membrane (GE Amersham) in a wet transfer tank (BioRad) filled with 1x Transfer Buffer (25 mM Tris, 192 mM glycine, 20% ethanol) and transferred at a constant amperage of 400 mA for 75 min. Membranes were then placed in 50 mL Falcon tubes and blocked at room temperature for 60 min in 5% Bovine serum albumin (BSA) in Tris-buffered saline (TBS) containing 0.1% Tween (TBS-T). Membranes were then briefly rinsed with TBS-T before proceeding to primary antibody incubation, also performed in 5% BSA in TBS-T. Most primary antibodies were used in a 1:1000 dilution while housekeeping antibodies were diluted 1:5000. Overnight incubation with primary antibodies was performed by leaving the 50 mL Falcon tubes rolling and incubating in the cold room at 4°C. The following day, membranes were rinsed twice for 10 min before incubation with HRP-conjugated secondary antibodies diluted 1:5000 in 5% milk in TBS-T at room temperature for 120 min. Afterward, membranes were again rinsed and washed 2 times for 10 min, at which point enhanced chemiluminescence reagent (ECL, GE Amersham) was incubated on the membranes for 5 min before the membranes were exposed to X-ray film (Fujifilm) and developed.

#### Immunofluorescence

For immunofluorescent experiments, cells were plated on circular glass coverslips (VWR) and grown until reaching 70–80% confluency in 24-well plates. Medium was aspirated and cells washed with 1x PBS at room temperature and then fixed on the plate with 4% paraformaldehyde (PFA) in 1x PBS for 10 min at room temperature. After fixation, PFA was aspirated, and coverslips rinsed 3 times with PBS followed by permeabilization with 0.2% Triton X-100 in PBS at room temperature for 10 min with agitation on a shaker. Permeabilization buffer was then aspirated, and fresh PBS was added to the wells to rinse the fixed cells on the coverslips before blocking for 1 h at room temperature with 4% BSA in PBS in a shaker. Afterward, coverslips were, dried and placed face down on a PARAFILM M (Sigma) sheet with 50 μL of primary antibody solution, consisting of primary antibody normally diluted 1:100 in 4% BSA in 1x PBS. Antibody incubation was either performed for 2 h at room temperature or overnight at 4°C, depending on affinity, concentration and ultimate signal obtained using the primary antibody. Coverslips were then placed into in a new sterile 12-well plate and washed 3x with PBS for 5 min each, before simultaneous incubation with secondary antibodies and DAPI, diluted both 1:500, face down in the parafilm with a light-protective cover. Once the secondary incubation was complete, coverslips were again transferred to a plate and washed with PBS for 5 min 3x times, dried and finally mounted on glass microscope slides (VWR) with MOWIOL (Millipore) mounting medium. Images were then taken with a confocal Zeiss LSM710 or LSM980, with image acquisition performed with the matching proprietary Zen software (Zeiss). Image processing was for presentation and publication purposes was done via Photoshop. Antibodies used are listed in key resources table.

#### Proliferation/survival assays

A DNA content-based cell proliferation assay that is independent of cellular metabolic status was carried out using CyQUANT Direct Cell Proliferation Assay (ThermoFisher, #C35011) as per manufacturer protocol using media only for background subtraction.

#### Seahorse analysis

The oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were measured using a Seahorse XF96 extracellular flux analyzer (Seahorse Bioscience, North Billerica, MA, USA). Briefly, 7,000–14,000 B16-F10 cells were seeded in XF96 well plates with the objective of achieving approximately 75% confluence and homogeneous distribution. On the following day, the medium was replaced with fresh Seahorse XF medium without phenol red supplemented with 1 mM pyruvate, 2 mM glutamine, and 10 mM glucose and incubated one hour in a CO_2_-free incubator to guarantee precise measurements of extracellular pH. Metabolic activity was analyzed using an Agilent Seahorse 96XF device and respective kits. Glucose pyruvate oxidation stress, Glutamine oxidation stress and Glycolytic rate tests were performed as described in the manufacturer’s protocols respectively (Kit 103673–100, Kit 103674–100 and Kit 103344–100). Respiratory parameters were calculated using the Seahorse Wave Desktop Software (Agilent Technologies).

#### RNA-seq

Cells were allowed to reach 80% confluency in a 6-well plate before total RNA was extracted using RNeasy kit (QIAGEN #74106) as per manufacturer protocol. 500 ng total RNA were used for library preparation using QuantSeq Forward kit (LEXOGEN #015.96) according to the manufacturer’s protocol before sequencing by the Wellcome Trust genomic service, Oxford.

#### ChIP-seq and CUT&RUN

The ChIP protocol used here was the same as that previously used for HA-MITF ChIP seq. Cells were grown in 15 cm^2^ dishes to reach 70–80% confluency with each replicate making up to 30 dishes. Cells were washed with 1x PBS and trypsinised with 4 mL of trypsin before being collected with 20 mL of warm medium into a 50 mL Falcon placed on ice. Cells were then centrifuged at 800 g for 4 min at 4°C. The medium was aspirated, and the cell pellet resuspended in 1 mL of ice-cold 1x PBS, to which 35 mL of ice-cold 1x PBS 0.4% PFA was added for crosslinking proteins to the DNA. The Falcon tubes were then kept on a roller for 10 min at room temperature before the crosslinking reaction was stopped by adding 4 mL of 2 M Glycine (0.2 M final concentration) to quench the PFA for a further 10 min at room temperature on the roller. Tubes were then centrifuged at 1500 g for 10 min at 4°C and the supernatant removed. At this stage, the cell pellets were frozen at −80°C. Then 1 mL of fresh ChIP lysis buffer (50 mM Tris-HCl (pH 8.0), 10 mM EDTA, 10 mM sodium butyrate, 1% SDS, 4×PIC (Roche; Cat#05056489001)) was added to the pellets. PIC and PhosStop were added to the buffer just immediately prior to use. Replicate lysates were pooled and broken down by using a 25 G needle and a 20 mL syringe, and aliquoted into Covaris 1 mL vials that were sonicated in an S220 sonicator (Covaris) for 15 min at 160 W, with 5% duty cycle and 200 cycles per burst. Sonicated DNA was then transferred from the Covaris vessel to a 1.5 mL Eppendorf tube and centrifuged at 13,000 g for 10 min at 4°C. The cleared supernatant was then transferred to a fresh 1.5 mL Eppendorf tube stored at −80°C after two 10 μL aliquots were transferred to a new tube. One aliquot was kept as a 1% input control and frozen at −80°C. The second aliquot was reverse crosslinked overnight to check for DNA fragment size by running the purified sample on a 2% agarose gel to confirm successful sonication and a desired size of fragment size of 200–400 bp. Once correct fragmentation had been achieved, DNA samples were thawed at 4°C and diluted with ChIP dilution buffer to 9 mL in a 50 mL Falcon tube. Next, 120 μg of HA antibody (Roche) was used per 30 dishes and the 50 mL Falcons left rotating and incubating overnight in the cold room at 4°C. In parallel, using an Eppendorf magnetic rack, 600 μL of Protein G Dynabeads were washed, resuspended and ultimately blocked overnight in a 1.5 mL tube with ChIP dilution buffer containing 0.5 mg/mL of BSA (Sigma) at 4°C in a rotator in the cold room. For the pulldown, blocked Dynabeads were added to the sample and rotated for 60 min at 4°C in the cold room, before being centrifuged for 10 min at 1500 g and 4°C. The supernatant was removed and all further washing steps carried out with the use of a microcentrifuge tube magnetic rack in the 4°C cold room, with the beads transferred to a fresh new tube after each washing step. Beads were resuspended in 1 mL of ChIP low salt wash buffer and transferred to a new 1.5 mL microcentrifuge tube, washed again and resuspended in another 1 mL of ChIP low salt wash buffer before being placed in a new tube. Beads were then washed twice more with ChIP low salt wash buffer followed by 2x washes with ChIP high salt wash buffer, then 2x washes with LiCl wash buffer. Finally, ChIP samples were simultaneously eluted with freshly made microwaved elution buffer and reverse cross-linked overnight in a Eppendorf shaker set at 55°C and 600 rpm, to release the proteins from the beads and the DNA fragments from the proteins. ChIP DNA was recovered using a PCR purification kit according to the manufacturer’s instructions, with the caveat that the first elution step was made with 30 μL for ChIP-seq library preparation and the second elution with 120 μL was kept for ChIP-qPCR. ChIP and Input samples were tested on Qubit and Bioanalyzer to confirm amount and integrity of the samples before being sent for sequencing.

CUT&RUN data for TFE3 and MITF in SKMEL28 WT and MITF KO cells was generated by Chang et al.^105^ from the MITF KO cell lines established by Dilshat et al.^75^

#### Bioinformatics analyses

B16-F10 RNA-seq and TFE3 ChIP-seq libraries were sequenced on an Illumina NovaSeq 6000. TFEB ChIP-seq libraries were sequenced on an Illumina HiSeq 4000. 501mel RNA-seq were sequenced on NextSeq 550. Base calling and demultiplexing were carried out by the Oxford Genomic Center Service, University of Oxford.

Fastq reads for each sample were sequenced across multiple flow cells (except B16-F10 RNA-seq libraries which were sequenced on a single flow cell) and were stitched on UNIX and quality controlled using fastqc (v.0.11.9).

ChIP-seq samples were adaptors and 2 colour-trimmed as paired-end reads while RNA-seq were also trimmed of poly-A as single-end reads using trim_galore (v.0.6.5; running python-base v.3.6.10, cutadapt v.2.10, java v.17.0.1, fastqc v.0.11.9 and pigz v.2.4).^121^

B16-F10 trimmed reads were mapped to the *Mus musculus* reference genome (mm39) with STAR (v.2.7.8a).^122^ 501mel trimmed reads were mapped to the Human reference genome (hg38) with STAR (version c.2.7.8a). RNA-seq normalisation and differential gene expression analyses were performed as previously described^18,19,107^ using edgeR glmQLFTest. GSEA analyses were performed using pre-ranked lists derived from edgeR glmQLFTest −log_10_(*p*-value)/sign(logFC) using GSEA (v.4.3.2) against MSigDB v2022.1. Dot blot of GSEA analyses were generated using pre-ranked list above using the Bioconductor packages clusterProfiler (v4.6.2), DOSE (v3.24.2). Genesets from MSigDB were imported using the package msigdbr (v7.5.1).

TFEB and TFE3 ChIP-seq trimmed fastq files were mapped using STAR (v.2.5.1b or v.2.7.8a, respectively)^122^ against the human hg38 index. Peak calling, *de novo* motif identification, genome ontology analyses were performed using Homer as previously described.^72,107^ Normalised bigwig files of aligned reads were generated using Homer for visualisation on the UCSC genome browser as MultiWig hubs. The peaks calling parameter were: FDR rate threshold = 0.001, Fold over input = 4.00, Poisson *p*-value over input = 1.00e-04, Fold over local region = 4.00, Poisson *p*-value over local region = 1.00e-04 and variable parameters (modeled according to each dataset as these are sequencing depth dependent), FDR effective Poisson threshold and FDR tag threshold.

#### Data visualisation

Overlapping peaks were visualised using a R package VennDiagram (v.1.7.3). Genome ontology, box and jitter plots, volcano plots and peak correlation plots were generated using an R package ggplot2 (v.3.4.4). Heatmaps and hierarchical clustering of normalised gene expression were performed using an R package pheatmap (v.1.0.12). Tag density of ChIP-seq datasets were visualised using the java package TreeView (v.1.1.6).^125^

GSEA dot plots were generated using the Bioconductor package enrichplot (v.1.18.4) using the cut-off adjusted-p-value of 0.05 (Benjamini-Hochberg procedure).

Moving average plots were generated using TCGA log_2_ of RSEM transcript abundance quantification using 20 samples window. Spearman’s *ρ* computation and correlation tests were performed using R cor.test function.

### QUANTIFICATION AND STATISTICAL ANALYSIS

Details of sample numbers, statistical analyses and significance are provided in the Figure legends.

Figure 1A: Error bars indicate S.D., *n* = 3, ** = *p* < 0.01.

Figure 1D: The moving average expression trendline for *RRAGD* or *FNIP2* were made using a sample window size of *n* = 20. Spearman correlation coefficient was used to test for association between paired samples, *RRAGD* or *FNIP2* with *MITF*.

Figure 1G–H: *n* = 3. The box and whisker plots show the median, two hinges corresponding to 25^th^ and 75^th^ percentiles and two whiskers extending 1.5× IQR. The black lines indicate means. For Pairwise comparisons between control (−Dox) and test (+Dox) all p = <0 .0001 calculated using edgeR glmQLFTest.

Figure 2A–C: The moving average expression trendline for *TFE3* or *TFEB* were made using a sample window size of *n* = 20. Spearman correlation coefficient was used to test for association between paired samples, *TFE3* or *TFEB* with *MITF* and *TFE3* with *TFEB*. Figure 2I: Error bars indicate S.D. *n* = 3. * = *p* < 0.05; ** = *p* < 0.01; *** = *p* < 0.001; **** = p < 0.0001 ns = not significant, Student t-test.

No. of cells analyzed siCTRL DMEM (206,097, 200,000 and 200,000); siCTRL -Glucose (200,000, 200,000 and 200,000); siTFE3 DMEM (200,000, 200,000 and 125,305); and siTFE3 -Glucose (200,000, 200,000 and 52,884).

Figure 3C–J.

All peaks were called using the following fixed parameters.

# FDR rate threshold = 0.001000000.

# Fold over input = 4.00.

# Poisson *p*-value over input = 1.00e-04.

# Fold over local region = 4.00.

# Poisson *p*-value over local region = 1.00e-04 and variable parameters (modeled according to each dataset as these are sequencing depth dependent).

# FDR effective poisson threshold.

# FDR tag threshold.

Figure 3C: The box and whisker plots show the median, two hinges corresponding to 25^th^ and 75^th^ percentiles and two whiskers extending 1.5× IQR. The black lines indicate means.

Figure 3G: Boxes indicate interquartile range (25^th^ – 75^th^ percentile) and median (50^th^ percentile). The whiskers span minimum and maximum values within 1.5 × IQR. **** indicates *p*-value <0.001 One-way ANOVA.

Figure 3H: *De novo* motif identification using HOMER. The statistic accounts for multiple hypothesis testing across all candidate motifs. E-value = *p*-value×number of tested motifs. Where *p*-value denotes the probability that the observed enrichment (or greater) occurs by chance; the E-value denote the expected number of motifs with equal or better enrichment by chance.

Figure 3I: Enrichment is calculated using Homer cumulative hypergeometric test, plot as -LN(Enrichment). % overlapped were calculated from peaks overlapping the feature divided by total peaks called.

Figure 4A: Heatmap of normalized gene expression of differentially expressed genes between 501mel parental and HBSS treated (edgeR glmQLFTest, FC ≥ 2, p = <0.05).

Figure 4B: Volcano plot of differential gene expression (edgeR glmQLFTest, FC ≥ 2, p = <0.05).

Figure 4C: GSEA dot plots of pre-ranked values calculated from edgeR glmQLFTest −log10(*p*-value)/sign(logFC) using the cut-off adjusted-p-value of 0.05 (Benjamini-Hochberg procedure).

Figure 4F: Heatmap of normalized gene expression of differentially expressed genes between indicated pairs (edgeR glmQLFTest, FC ≥ 2, p = <0.05).

Figure 4G: Volcano plots of differential gene expression between indicated pairs (edgeR glmQLFTest, FC ≥ 2, p = <0.05).

Figure 4H: GSEA dot plots of pre-ranked values calculated from edgeR glmQLFTest −log10(*p*-value)/sign(logFC) of the indicated pair, using the cut-off adjusted-p-value of 0.05 (Benjamini-Hochberg procedure).

Figure 5C: Heatmap of normalized gene expression of differentially expressed genes between indicated samples relative to parental control (edgeR glmQLFTest, FC ≥ 2, p = <0.05).

Figure 5D–K: GSEA dot plots of pre-ranked values calculated from edgeR glmQLFTest −log10(*p*-value)/sign(logFC) of the indicated pair, using the cut-off adjusted-p-value of 0.05 (Benjamini-Hochberg procedure).

Figure 6A–D: For Seahorse assays, values were normalized to cell number. For the quantification and statistical analysis three or more independent repeats were performed for each experiment unless stated otherwise in the figure legend. The data were analyzed using SPSS statistical software for Microsoft Windows, release 6.0 (Professional Statistic, Chicago, IL, USA). For comparison of two groups two-tailed Student t-test was used. Mann Whitney-U test was used for comparison of two groups with nonnormal distribution. Values were considered significantly different when *p* < 0.05.

Figure 6A: Error bars = SD; *n* = 3.

Figure 6B–C: Error bars = SD; *n* = 3; ns = non-significant, * = *p* < 0.05, ** = *p* < 0.01 (black, comparison with parental cells; red, comparison with TKO); Student t-test.

Figure 6D: Numbers indicate % derived from each source. Error bars = SD; *n* = 3; ns = non-significant, * = *p* < 0.05, ** = *p* < 0.01, Student t-test comparing to parental WT B16-F10 cells.

Figure 6E–I Heatmap of normalized gene expression (CPM calculated using edgeR) at indicated genes.

Figure 7A–B: *n* = 5, bar show average and standard deviation of radiance. * = *p* < 0.05, ** = *p* < 0.01 using a two-tailed Student t-test.

Figure 7C: *n* = 5, * = *p* < 0.05; ** = *p* < 0.01; ns = not significant when compared to WT cells on the last day using a two-tailed Student t-test.

Figure 7D–E: *n* = 5, bar show average and standard deviation of radiance. ** = *p* < 0.001, ns = not significant using a two-tailed Student t-test.

Figure S2B, G: Spearman correlation coefficient was used to test for association and calculate Spearman’s *p*-value between paired samples for both replicates.

Figure S2E, H, J: Reference peaks were called using the same parameter as Figure 3C–J against indicated input.

Figure S3A: Heatmap of normalized gene expression of differentially expressed genes between indicated samples relative to parental control (edgeR glmQLFTest, FC ≥ 2, p = <0.05).

Figure 3B: Volcano plots of differential gene expression between indicated pairs (edgeR glmQLFTest, FC ≥ 2, p = <0.05).

Figure S3C–F: GSEA dot plots of pre-ranked values calculated from edgeR glmQLFTest −log10(*p*-value)/sign(logFC) of the indicated pair, using the cut-off adjusted-p-value of 0.05 (Benjamini-Hochberg procedure).

Figure S4A–H: GSEA dot plots of pre-ranked values calculated from edgeR glmQLFTest −log10(*p*-value)/sign(logFC) of the indicated pair, using the cut-off adjusted-p-value of 0.05 (Benjamini-Hochberg procedure).

Figure S4J: *n* = 12 (3 biological replicates in quadruplicate). Error bars indicate S.D. ** = *p* < 0.01; **** = *p* < 0.0001; ns = not significant when compared to WT cells at 96 h. Linear Mixed-Effects Models was used first to model the slopes then a post-hoc comparison using estimated marginal means accounting for two interacting factors (cell line and time) was used for pairwise comparison. The Bonferroni method was used to adjust *p*-values for multiple comparisons.

Figure S5A: Heatmap of normalized gene expression of differentially expressed genes between indicated samples relative to parental control (edgeR glmQLFTest, FC ≥ 2, p = <0.05) filtering out for genes that are commonly bound by all three factors.

Figure S5B: The *p*-value for each overlap is computed with the hypergeometric distribution (equivalently, one-tailed Fisher’s exact test), and the FDR q-value is obtained by applying the Benjamini–Hochberg (BH) multiple-testing procedure across all gene sets tested.

Figure S6B, G: Heatmap of normalized gene expression (CPM calculated using edgeR) at indicated genes.

Figure S6F: *n* = 3. Error bars = S.D. **** = *p* < 0.0001.

## Supplementary Material

1

2

3

4

5

SUPPLEMENTAL INFORMATION

Supplemental information can be found online at https://doi.org/10.1016/j.celrep.2025.116499.

## Figures and Tables

**Figure 1.**
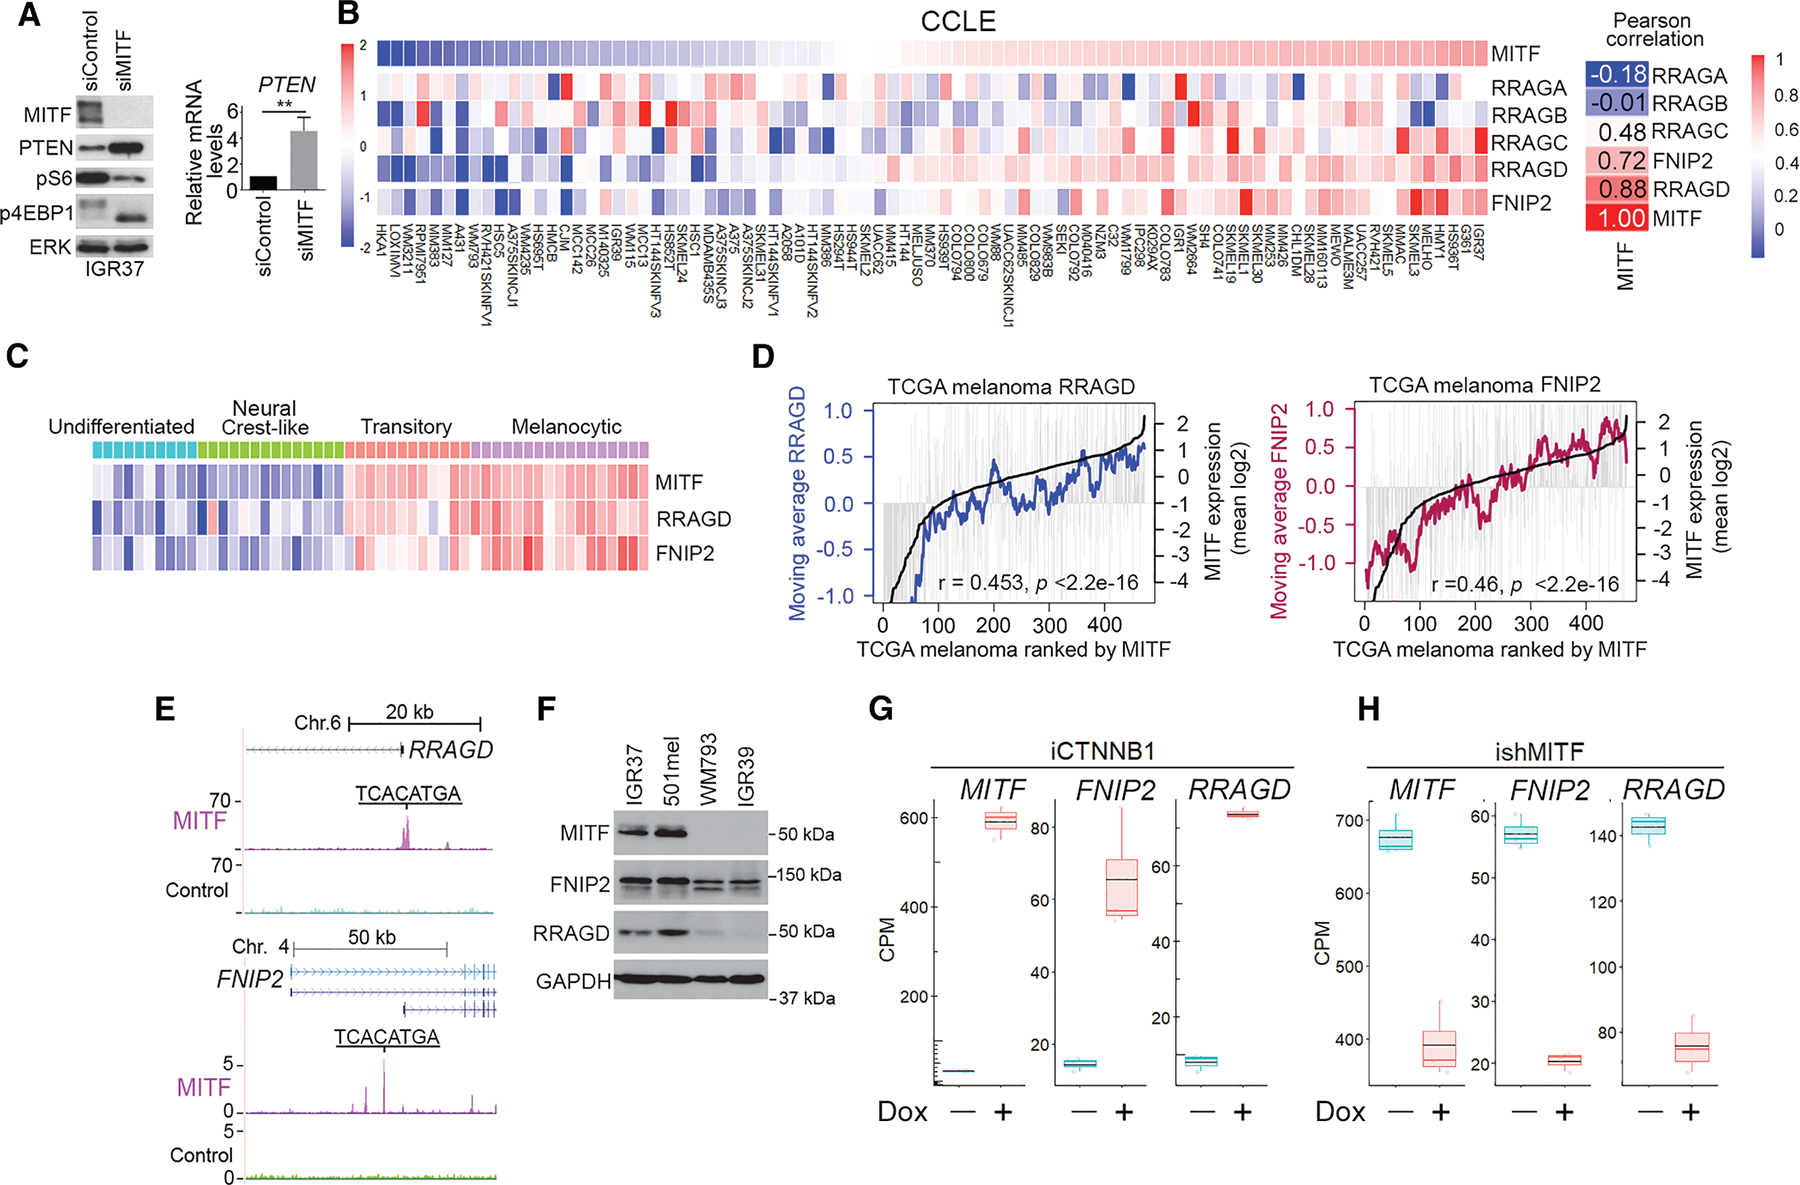
Control of mTORC1 by MITF (A) Left, western blot of IGR37 melanoma cell line transfected with control or MITF-specific small interfering RNA (siRNA). Right, RT-qPCR for *PTEN* mRNA from corresponding IGR37 cells. (B and C) Heatmaps showing relative mRNA expression in CCLE melanoma or Tsoi et al.^63^ melanoma cell lines. (B) Right, Pearson correlation of gene expression. (D) TCGA melanomas ranked by MITF expression (*MITF*; black line). Gray bars indicate expression of *RRAGD* or *FNIP2* in each melanoma, with the moving average of each per 20 melanoma window indicated by colored lines. (E) MITF ChIP-seq showing binding to the *RRAGD* or *FNIP2* genes. (F) Western blot of melanoma cell lines. (G and H) Box and whisker plots showing relative expression of *MITF*, *RRAGD*, and *FNIP2* based on triplicate RNA-seq of IGR37 cells expressing doxycycline-inducible β-catenin (iCTNNB1) (G) or in MeWo cells after short hairpin RNA (shRNA)-mediated depletion of MITF (H). See also Figure S1.

**Figure 2.**
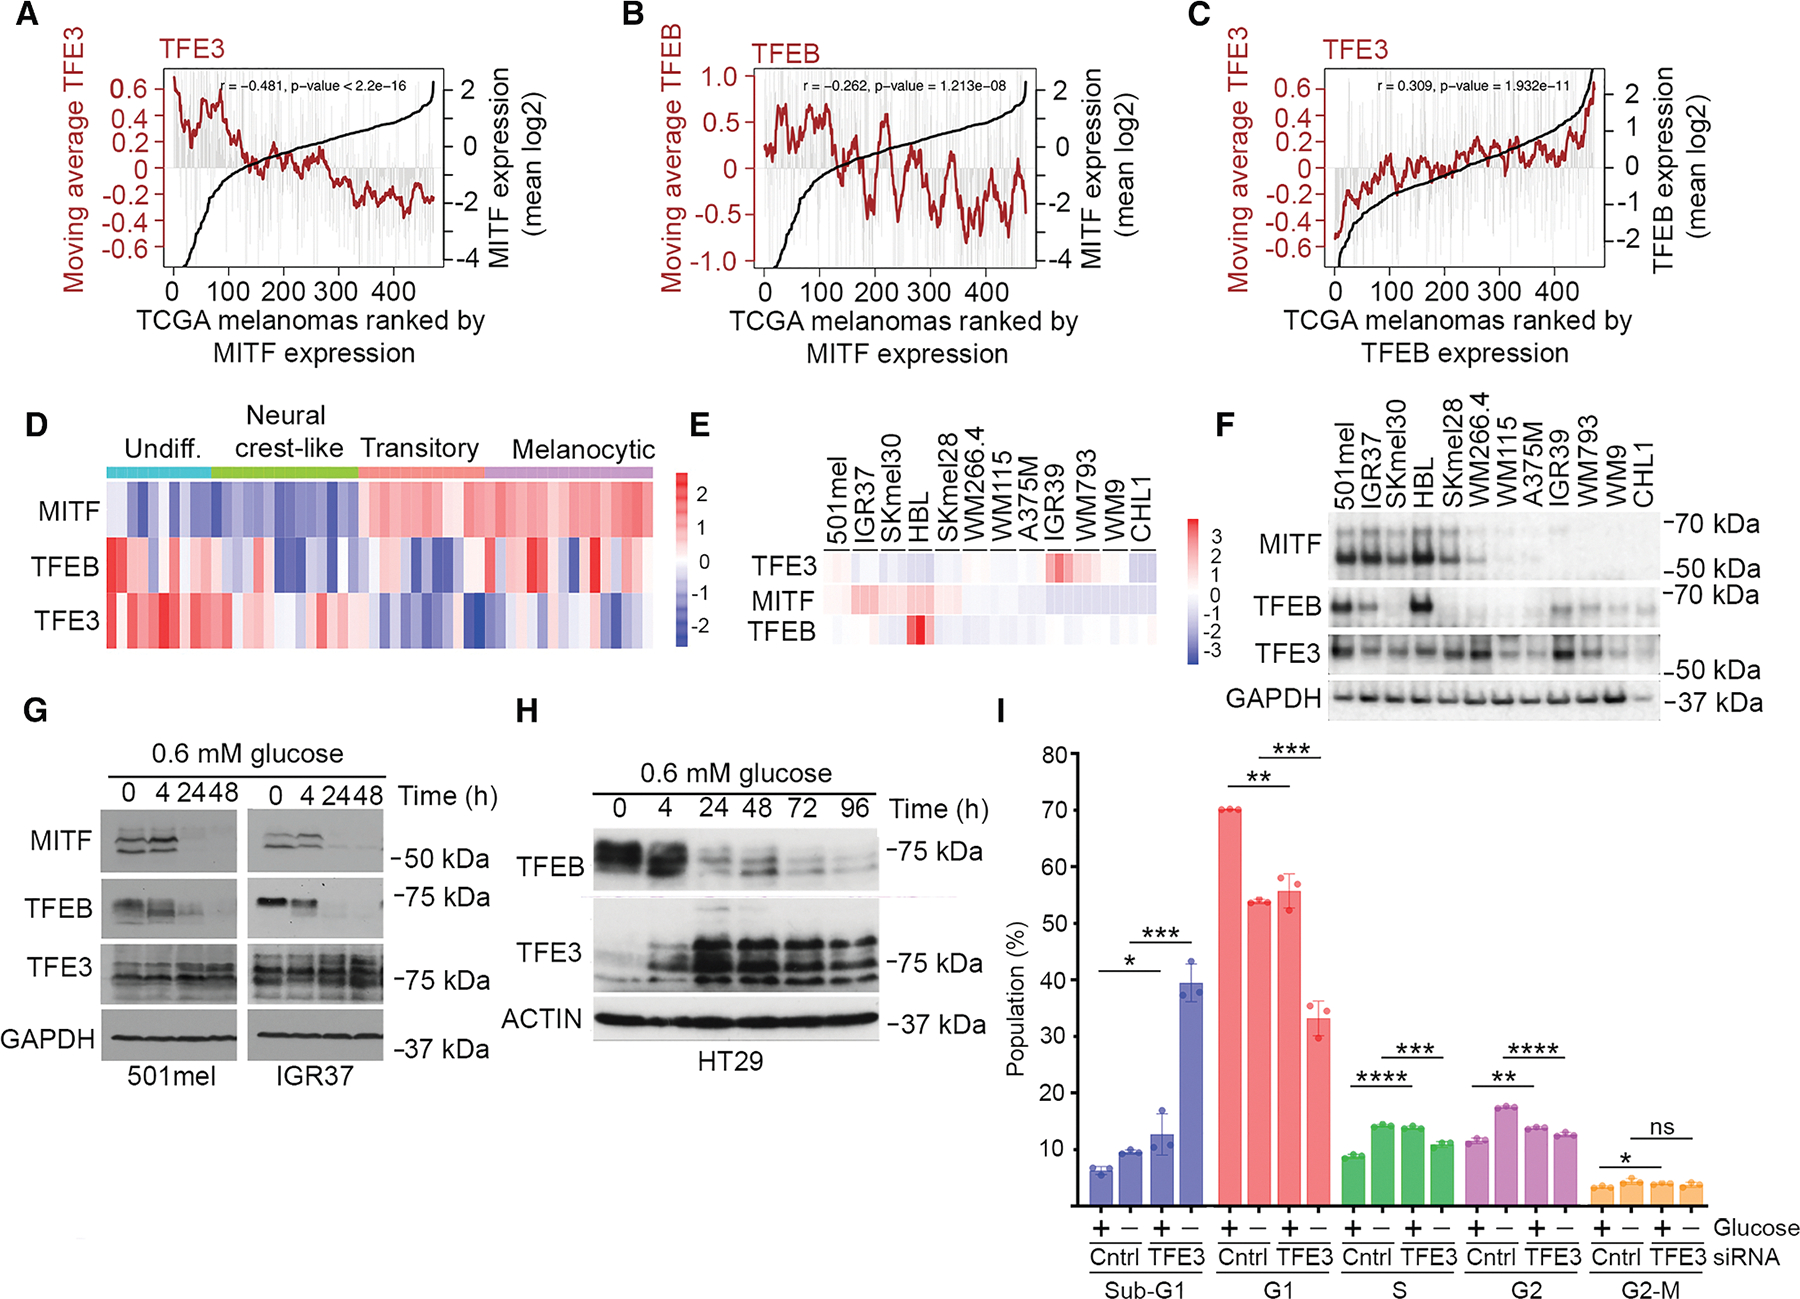
Differential expression of MITF, TFEB, and TFE3 on glucose limitation (A–C) TCGA melanomas ranked by expression of *MITF* (A and B) or TFEB (C) (black lines). Gray bars indicate expression of TFE3 (left and right) or TFEB (middle) in each melanoma, with the moving average of each per 20 melanoma windows indicated by colored lines. (D and E) Heatmaps showing relative gene expression in the Tsoi et al.^63^ melanoma cell line panel (D) or an in-house panel (E). (F) Western blot of a panel of melanoma cell lines. (G and H) Western blot of 501mel melanoma (G) or HT29 colorectal cancer cells (H) grown in low-glucose medium. (I) Flow cytometry of IGR37 cells transfected with control siRNA or a siTFE3 pool for 48 h before being placed in glucose-free DMEM for 6 h. Error bars indicate SD. *n* = 3. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, *ns*, not significant, Student’s *t* test.

**Figure 3.**
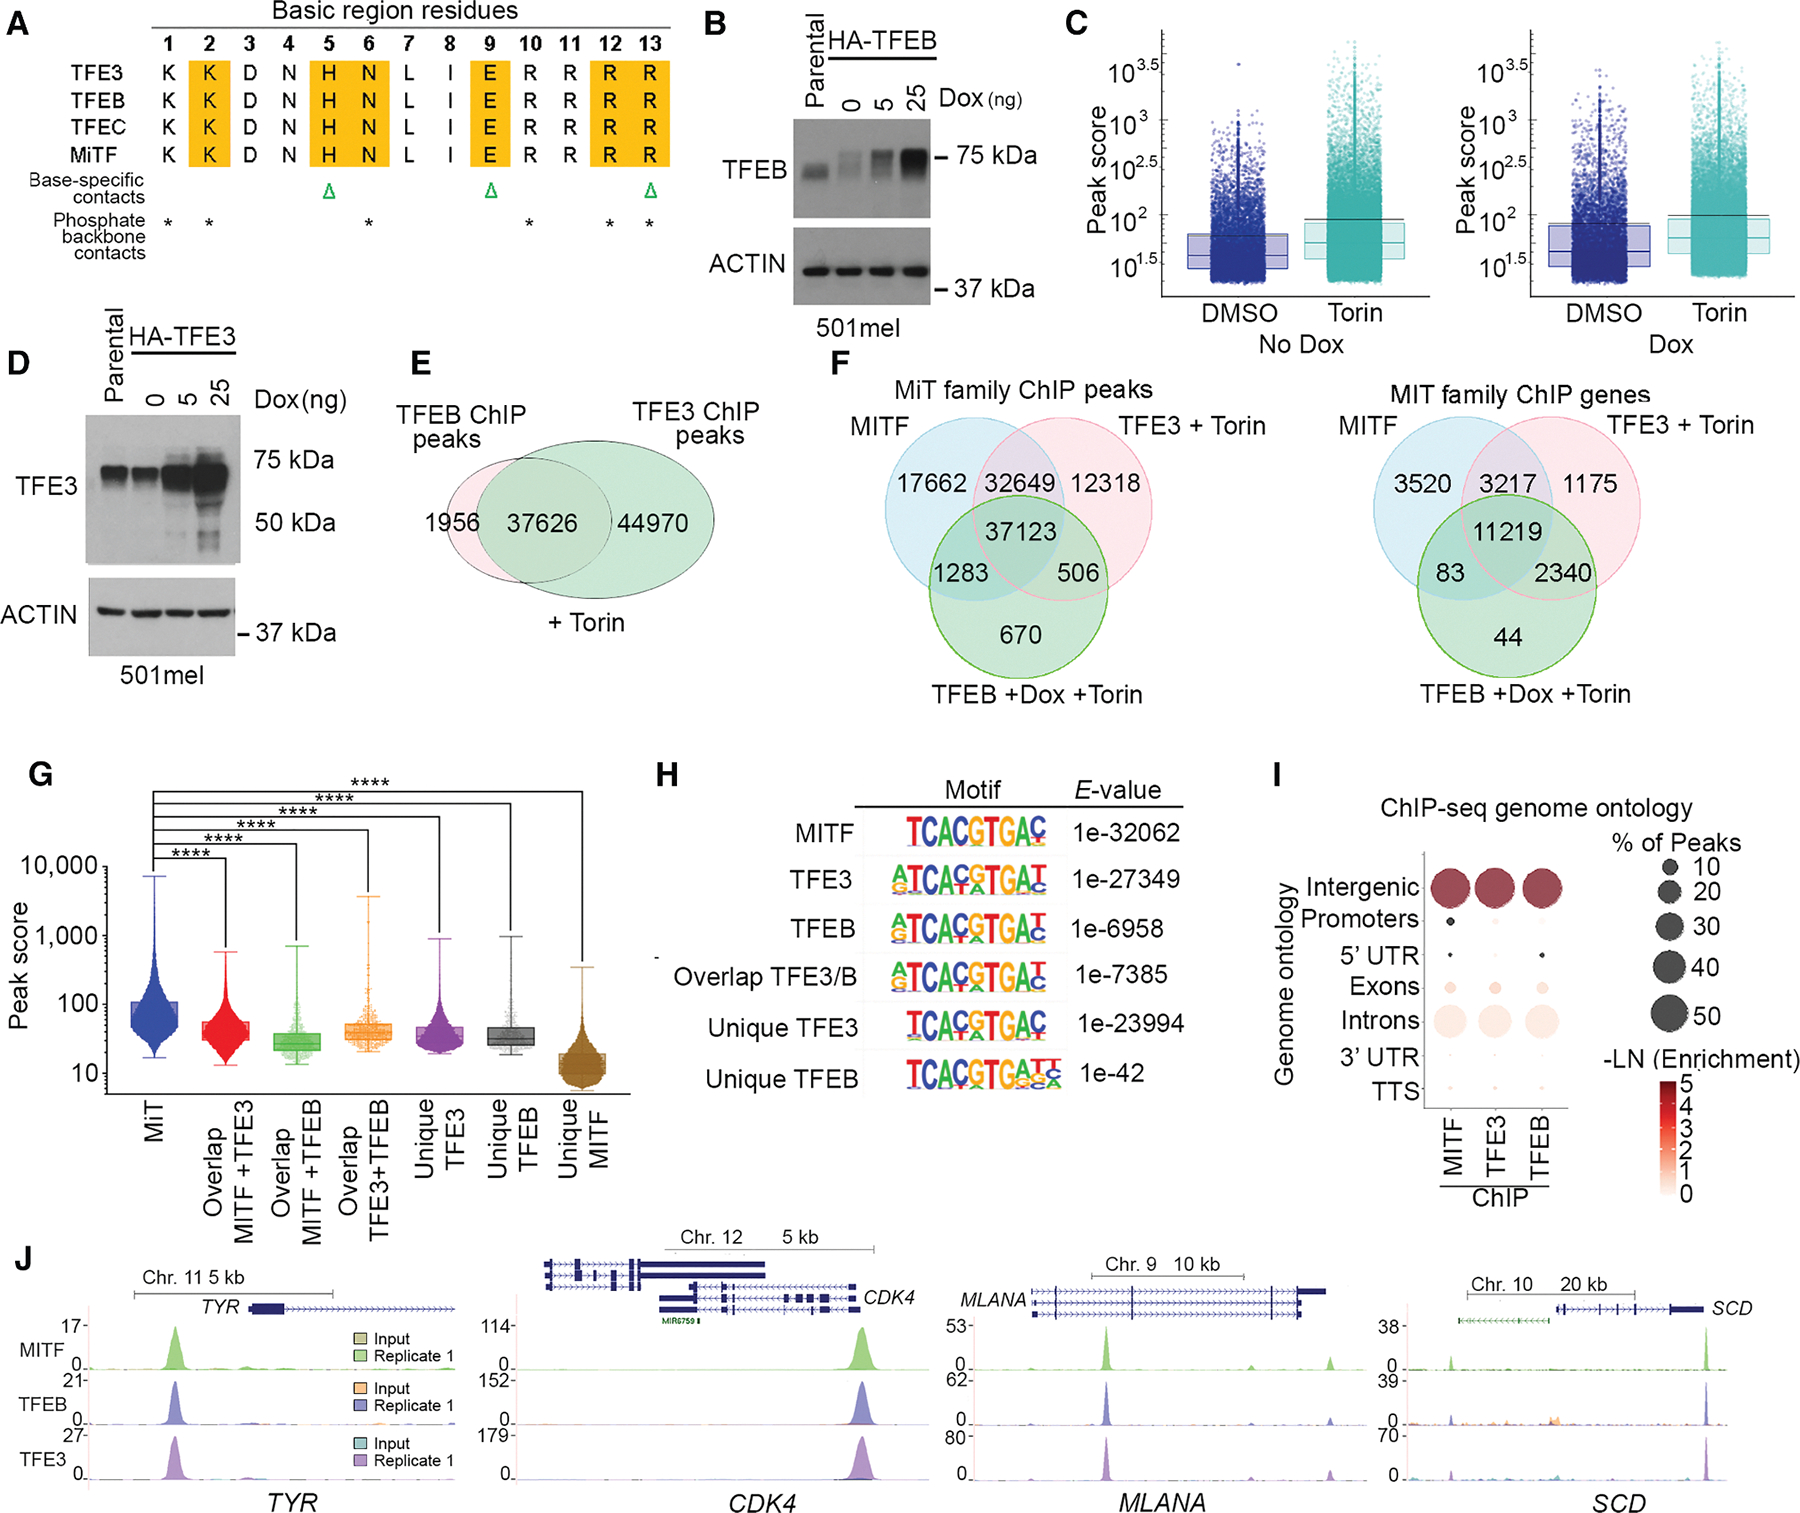
MITF family members bind a similar repertoire of genes (A) Sequences of MITF family member basic regions. (B) Western blot showing expression of doxycycline-inducible HA-tagged TFEB in 501mel cells. (C) Jitter plots showing peak scores of HA-TFEB ChIP-seq in 501mel cells ± 250 nM Torin for 6 h and either 0 or 5 ng doxycycline. Black lines indicate the mean. Boxes indicate the interquartile range and median. (D) Western blot showing expression of doxycycline-inducible HA-tagged TFE3 in 501mel cells. (E and F) Venn diagrams showing the number of statistically significant ChIP peaks or genes bound by MITF family members. HA-TFEB and HA-TFE3 ChIPs were performed in the presence of 250 nM Torin. No doxycycline was used for the HA-TFE3 ChIP, and 5 ng was used for the TFEB ChIP. The MITF data were taken from Louphrasitthiphol et al.^64^ (G) Relative peak scores at sites bound by each factor alone or indicated combinations. Boxes indicate interquartile range and median. ****p < 0.001. One-way ANOVA. (H) Motifs identified beneath ChIP peaks for MITF, TFEB, and TFE3. (I) Genome ontology of binding sites identified for each factor. (J) Color-coded ChIP profiles for input control and HA-TFEB, HA-TFE3, and HA-MITF. Only one replicate is shown. Similar results were obtained for replicate 2. See also Figure S2.

**Figure 4.**
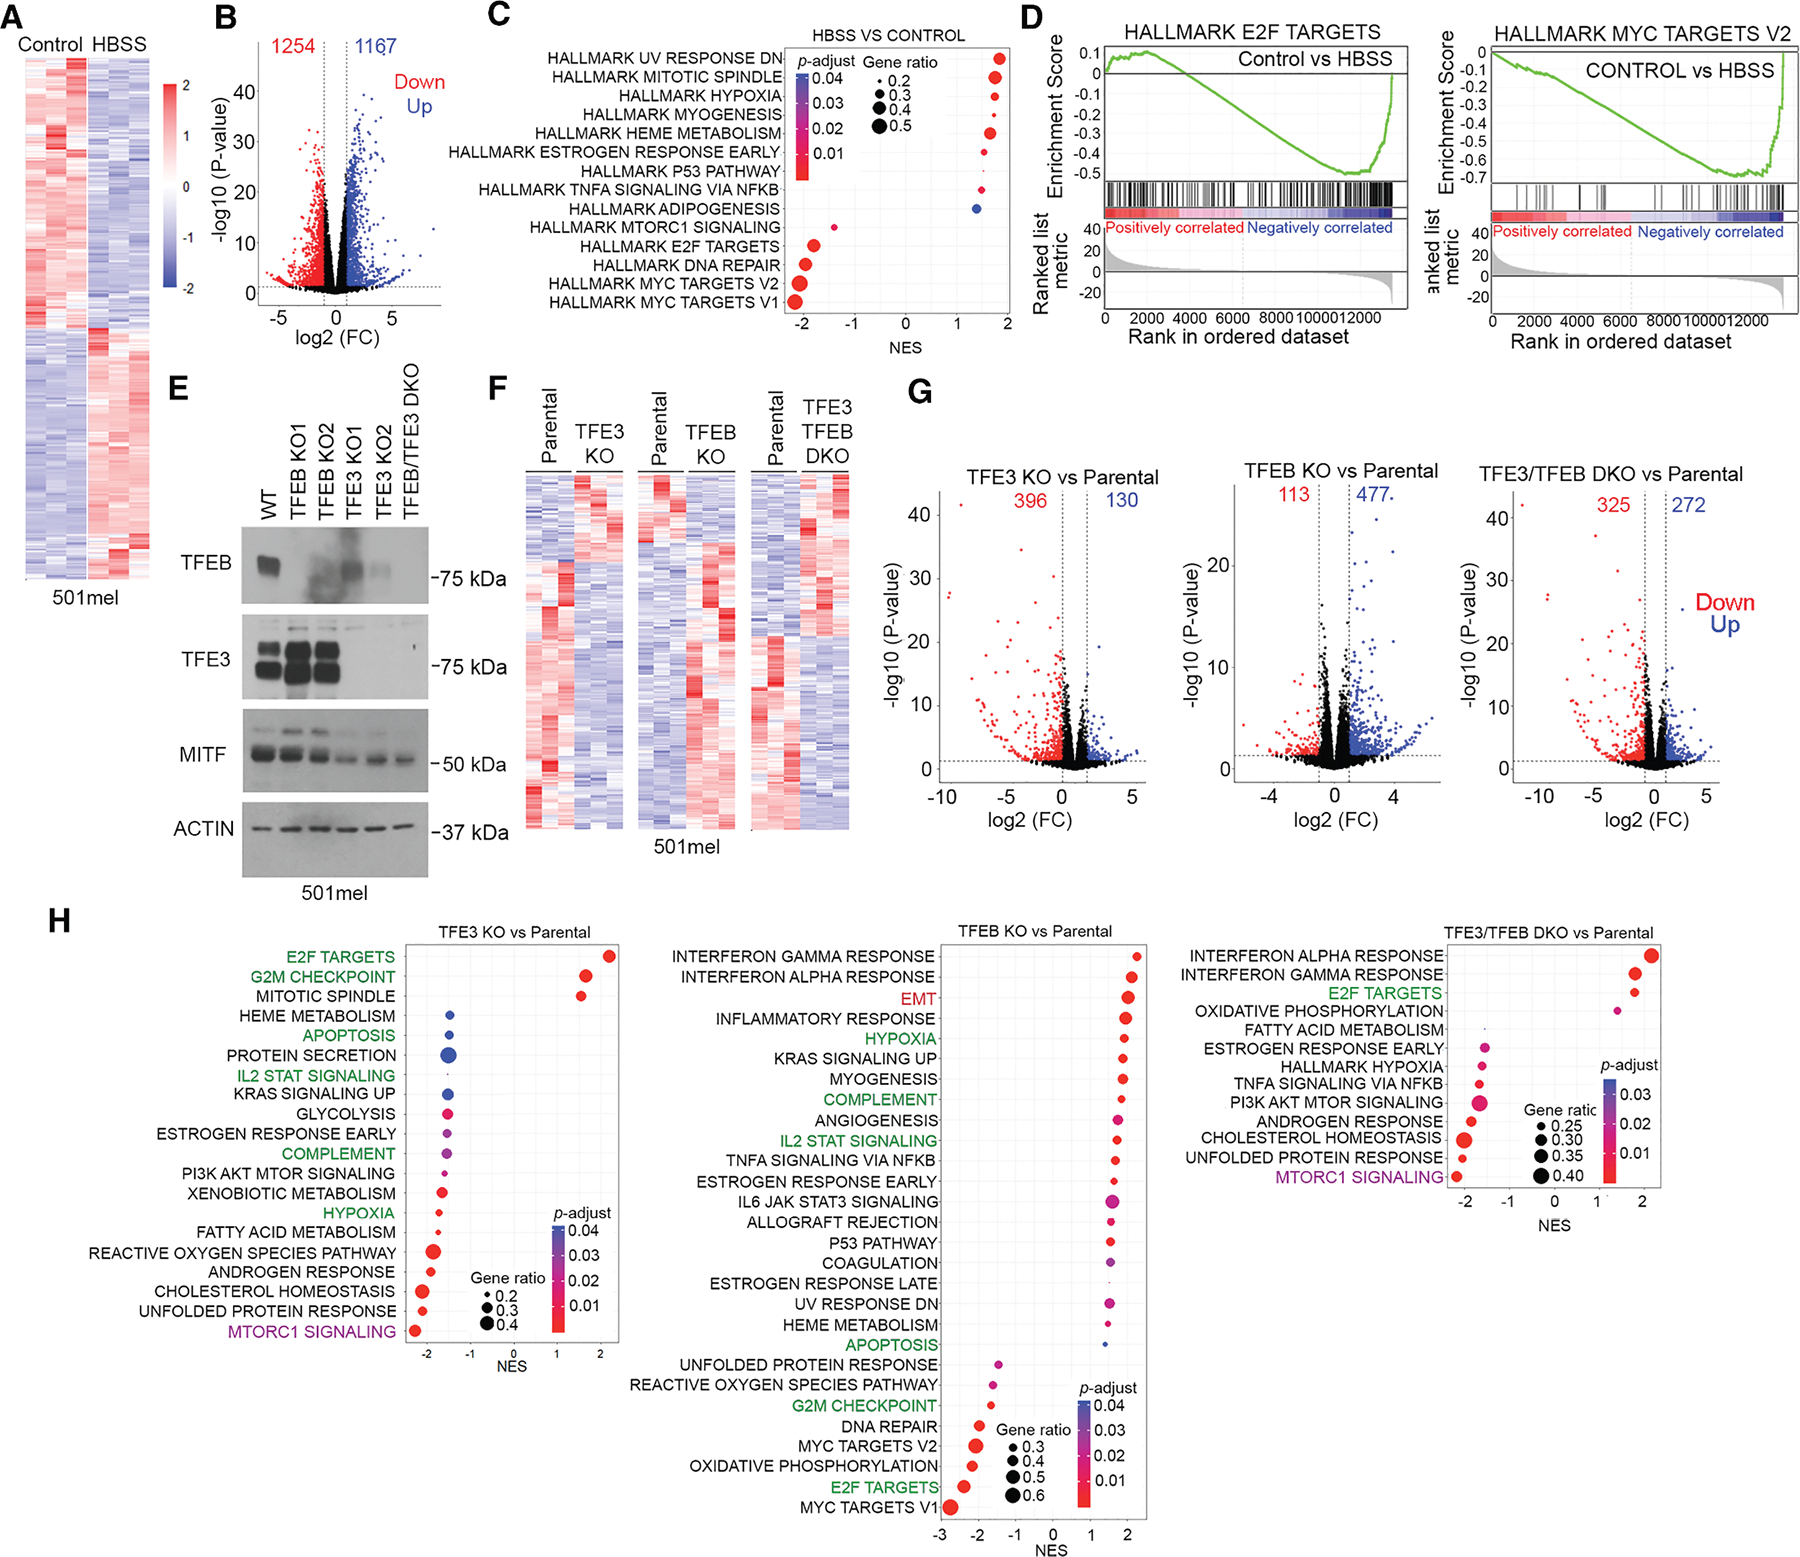
Differential gene expression in *TFEB*, *TFE3*, and *TFEB/TFE3* KO human melanoma cells (A) Triplicate RNA-seq showing differential gene expression of control 501mel cells or cells grown in HBSS for 12 h. (B) Volcano plot showing numbers of significantly (FC ≥ 2, *p* < 0.05) differentially expressed genes comparing control and HBSS-treated cells. (C) GSEA plots showing significantly differentially enriched gene sets comparing control and HBSS-treated 501mel cells. (D) GSEA plots comparing control versus HBSS-treated 501mel cells. (E) Western blot using parental and *TFEB* and/or *TFE3* 501mel KO cell lines. (F) Triplicate RNA-seq showing differential gene expression (FC ≥ 2, *p* < 0.05) of parental or *TFEB* and/or *TFE3* KO 501mel cells. (G) Volcano plots showing numbers of significantly (FC ≥ 2, *p* < 0.05) differentially expressed genes comparing parental cells and indicated 501mel KOs. (H) GSEA plots comparing parental or indicated *TFEB* and/or *TFE3* 501mel KO cells. See also Figure S3 and Table S1.

**Figure 5.**
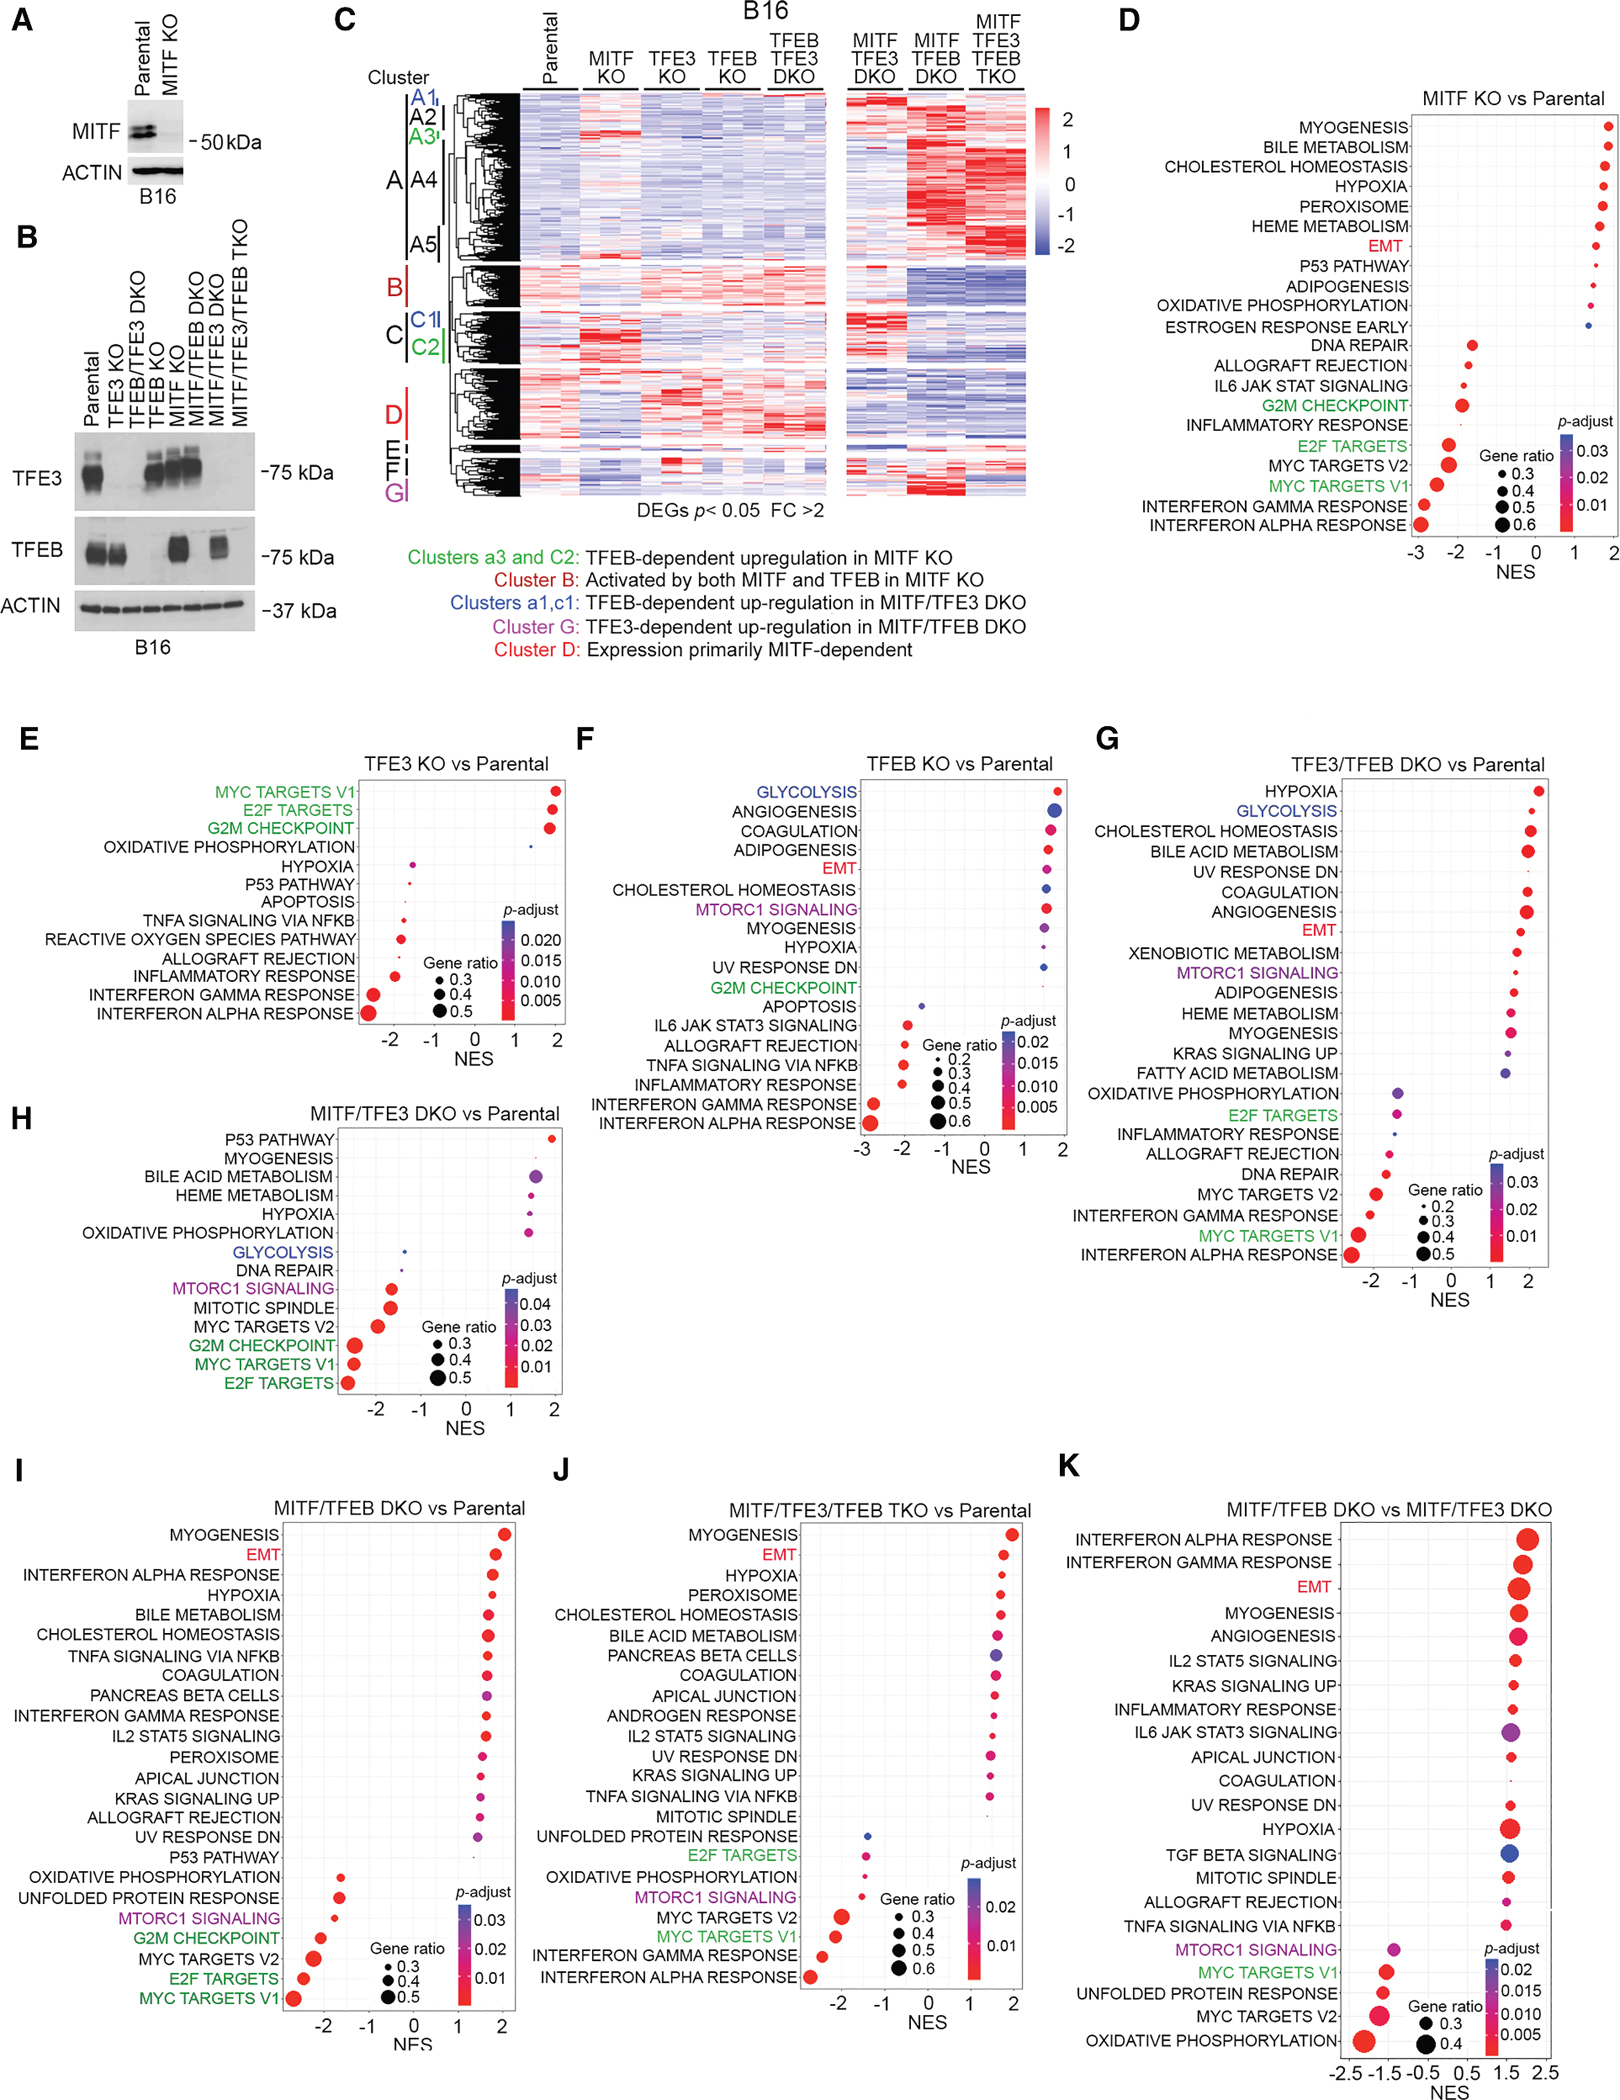
TFE3 and TFEB are not equivalent in gene regulation (A) Western blot using B16-F10 parental and functional *MITF* KO cell lines. (B) Western blot using parental and indicated B16-F10 KO cell lines. (C) Triplicate RNA-seq showing differential gene expression between parental and indicated B16-F10 KO cell lines. (D–K) GSEA plots showing significantly differentially enriched gene sets comparing parental or indicated *MITF*, *TFEB*, and *TFE3* B16-F10 KO cell lines. See also Figures S4 and S5 and Table S2.

**Figure 6.**
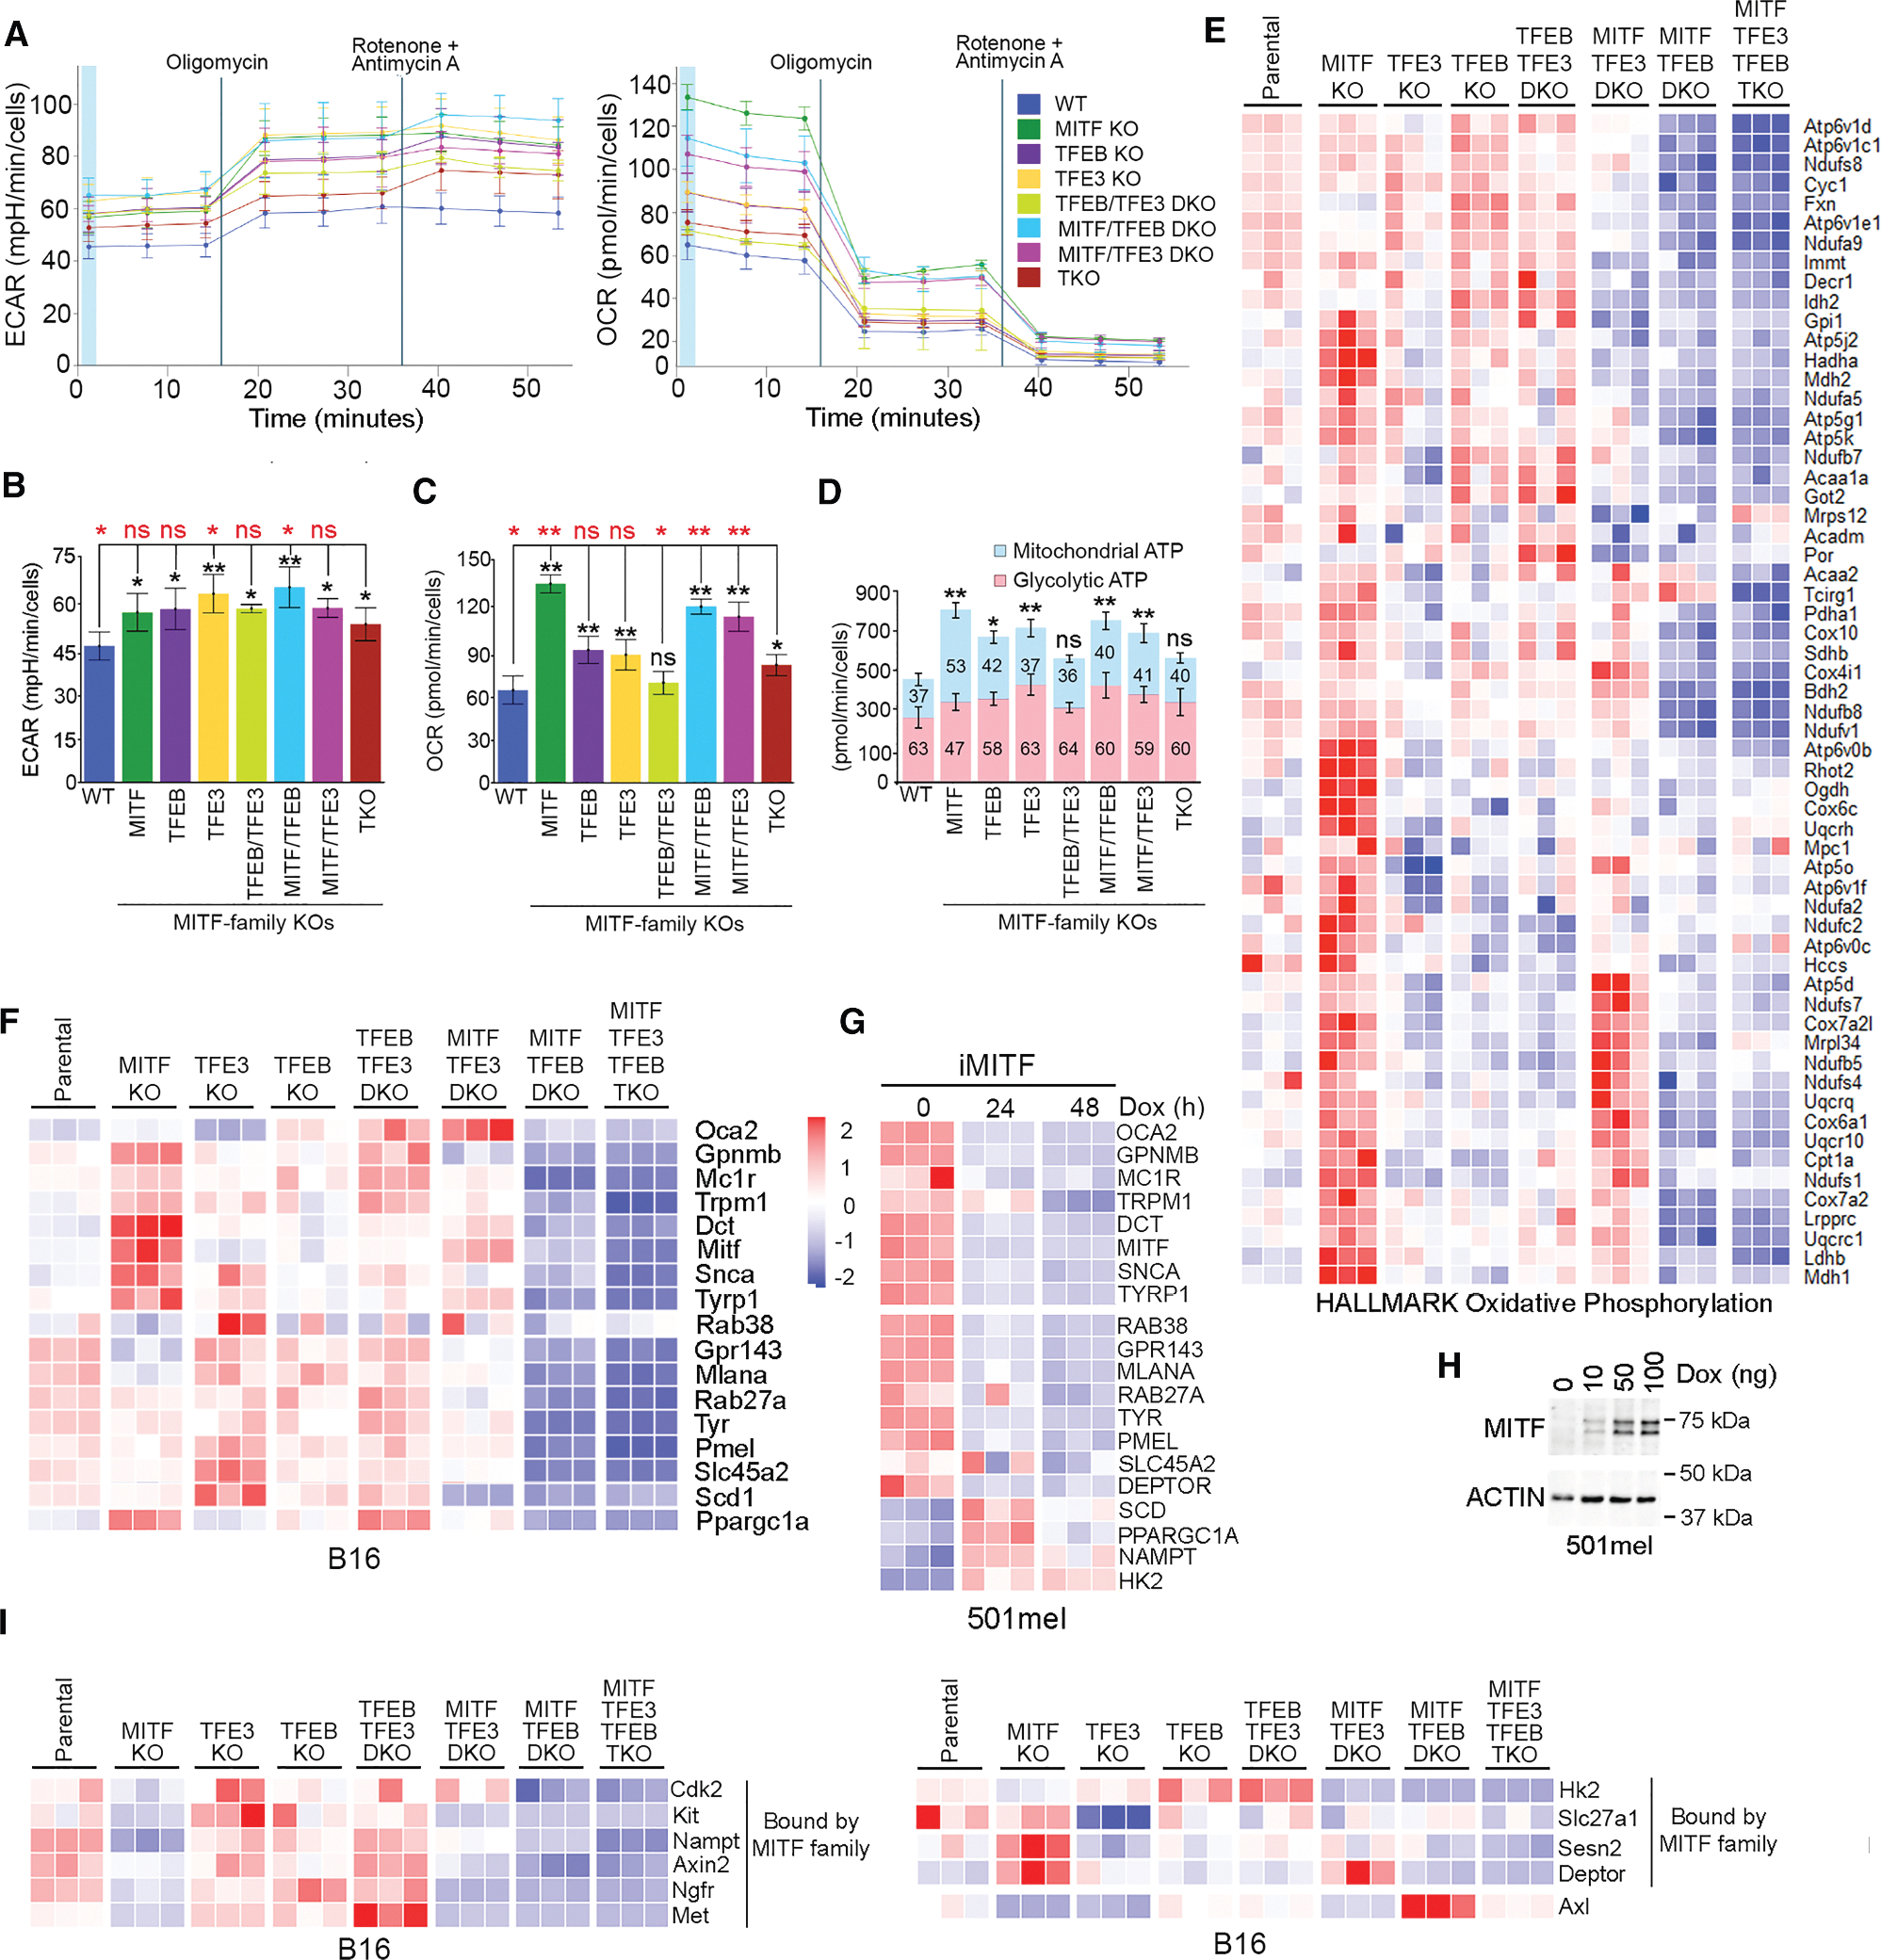
Differential regulation of metabolism and differentiation by MITF, TFEB, and TFE3 (A) Seahorse assays measuring ECAR and OCR in B16-F10 WT or KO cell lines. Error bars: SD; *n* = 3. (B and C) Seahorse assays summarizing differential basal ECAR (B) and OCR (C) between B16-F10 WT or KO cell lines. Error bars: SD; *n* = 3; ns, non-significant, *p < 0.05, and **p < 0.01 (black, comparison with parental cells; red, comparison with TKO); Student’s *t* test. (D) ATP production from glycolysis or oxidative phosphorylation by the indicated cell lines. Numbers indicate the percentage derived from each source. Error bars: SD; *n* = 3; ns, non-significant, *p < 0.05, and **p < 0.01; Student’s *t* test comparing mutants to B16-F10 WT cells. (E–G) Triplicate RNA-seq showing relative gene expression in parental and B16-F10 KO cell lines of a subset from the HALLMARK OXIDATIVE PHOSPHORYLATION gene set (E) or indicated genes (F) or in 501mel cells in which MITF has been induced using 100 ng doxycycline (G). (H) Western blot of 501mel cells expressing ectopic HA-tagged MITF induced with 100 ng doxycycline for 16 h. (I) Triplicate RNA-seq showing relative gene expression in parental and B16-F10 KO cell lines. See also Figure S6.

**Figure 7.**
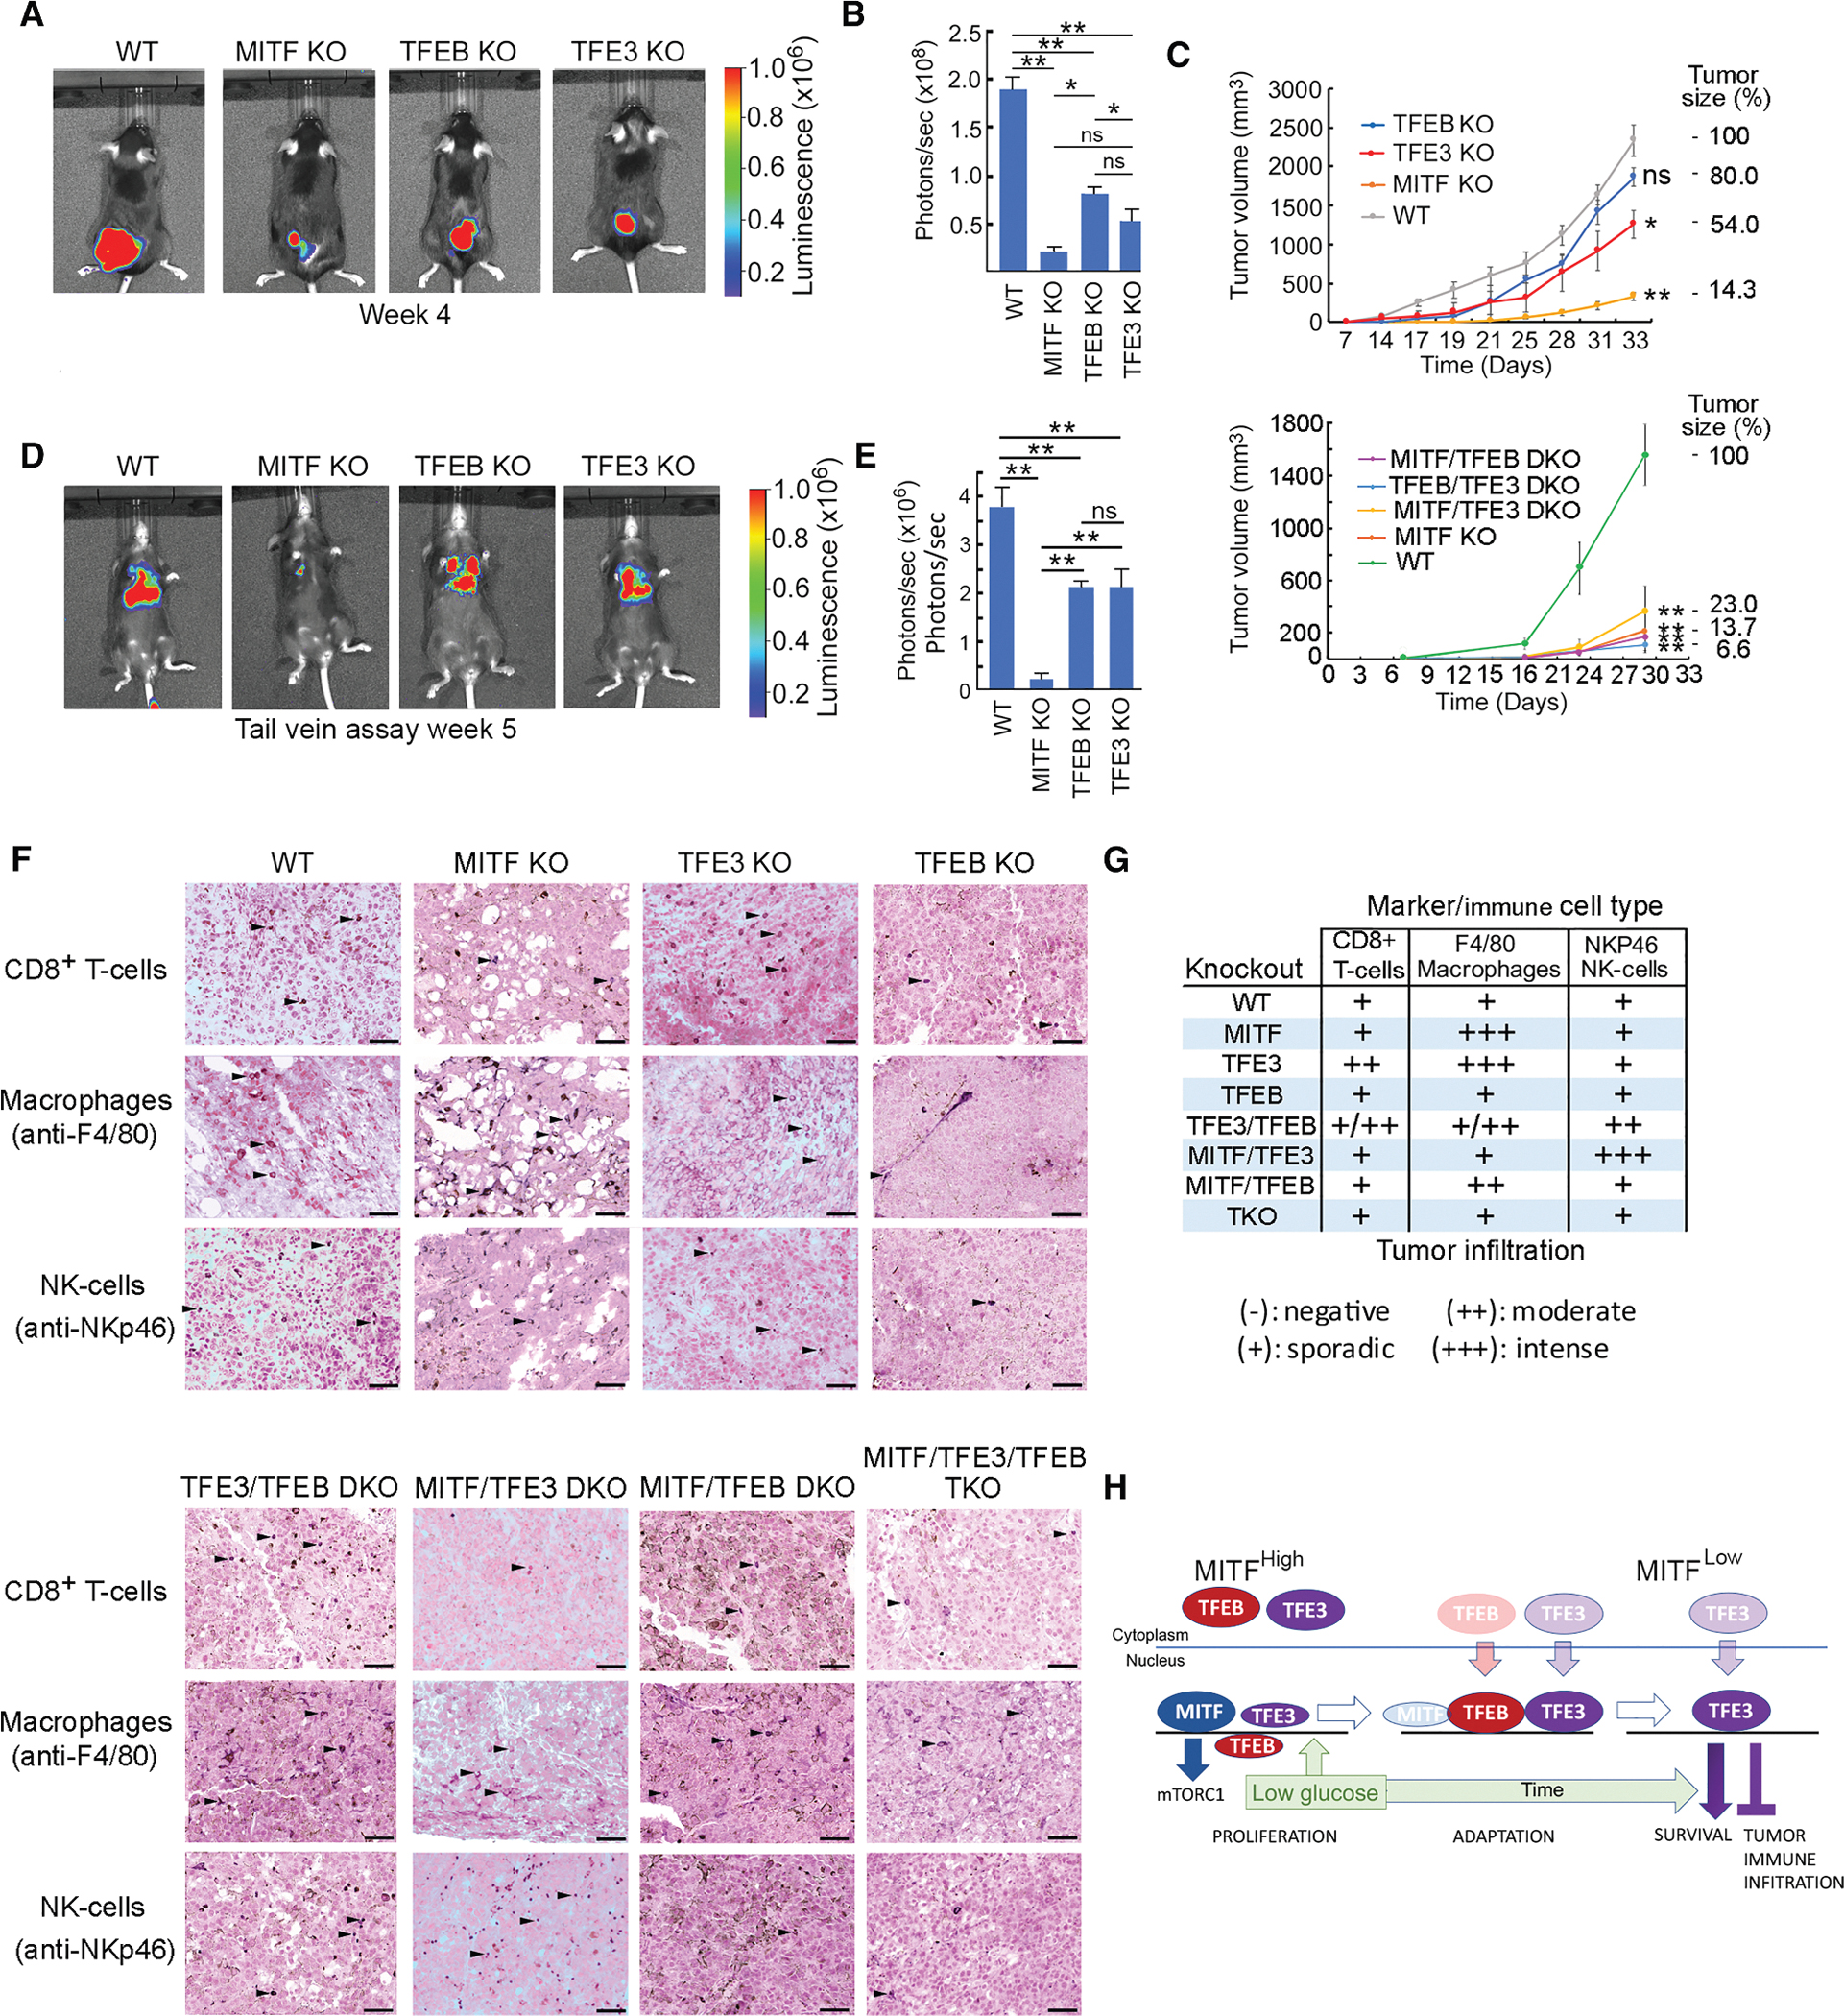
Reduced tumor growth of B16-F10 MITF/TFE KO cells *in vivo* (A) Bioluminescent imaging of primary tumors 28 days after subcutaneous injection of luciferase-expressing B16-F10 parental or KO cells (*n* = 5). Firefly luciferin (120 mg/kg) was injected intraperitoneally. The scale bar of the bioluminescent image radiance (photons/s/cm^2^/sr) color scale was set to Min = 1.00e5 and Max = 1.00e6 for all pictures. (B) Quantification of bioluminescence in primary tumors performed using the automatic ROI tool (*n* = 5), showing average and standard deviation of radiance. *p < 0.05 and **p < 0.01 when compared to WT cells using a two-tailed Student’s *t* test. (C) Tumor growth in mice after subcutaneous inoculation of parental or KO B16-F10 cells. *n* = 5 mice/group. Tumor volume was measured using a caliper. *p < 0.05, **p < 0.01, and *ns*, not significant when compared to WT cells on the last day. (D) Lung colonization of mice imaged 5 weeks after tail vein injection of 2e5 luciferase-expressing parental or KO B16-F10 cells. *n* = 5 per group. (E) Quantification of bioluminescence in primary tumors performed using the automatic ROI tool (*n* = 5), showing average and standard deviation of radiance. **p < 0.001 and *ns*, not significant using a two-tailed Student’s *t* test. (F) Immune cell infiltration of B16-F10 tumors determined using immunohistochemistry of paraffin-embedded sections stained with antibodies to detect T cells, macrophages, and NK cells. Arrowheads indicate examples of positive cells. Scale bars: 50 μm. (G) Pathologist assessment of immune infiltration in B16-F10 WT and KO tumor sections. Scoring was done using 5 fields from 3 tumor sections. (H) Model showing sequential changes in MITF, TFEB, and TFE3 expression following glucose limitation over time.

**KEY RESOURCES TABLE:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Mouse monoclonal anti-MITF (C5)	Abcam Cat# ab12039	RRID: AB_298801
Mouse monoclonal anti-GAPDH (6C5)	Santa Cruz Biotechnologies Cat# sc-32233	RRID: AB_627679
Mouse monoclonal anti-PTEN (2F4C9)	ThermoFisher Scientific Cat#32–5800	RRID: AB_2533087
S6	Cell Signaling Cat#2217	RRID: AB_331335
pS6	Cell Signaling Cat#2211	RRID: AB_331679
ACTIN (AC-40) mouse monoclonal	Sigma-Aldrich Cat# A4700	RRID: AB_2560935
RRAGD	Cell Signaling Cat# 4470	RRID: AB_1950380
FNIP2	Cell Signaling Cat#57612	RRID: AB_2799530
TFEB Hs	Cell Signaling Cat# 4240	RRID: AB_11220225
TFE3	Sigma-Aldrich Cat# HPA023881	RRID: AB_1857931
TFE3 (for Immunofluorescence)	Cell Signaling Cat#37785S	RRID: AB_2799119
TFEB Mm	Cell Signaling Cat# 83010	RRID: AB_3105800
DEPTOR	Novus Cat# NBP1–49674	RRID: AB_10011798
HA	Roche Cat#11666606001;	RRID: AB_514506
HA	Sigma-Aldrich Cat#H3663	RRID: AB_262051
HA	Cell Signaling Technology Cat#2367	RRID: AB_2314619
ERK 2	Santa Cruz Biotechnology Cat#sc-153	RRID: AB_2141293
ERK 2	Santa Cruz Biotechnology Cat#sc-1647	RRID: AB_627547
GAPDH	Santa Cruz Biotechnology Cat#sc-32233	RRID: AB_627679
F4/A80	Bio-Rad Cat# Cl A3–1	RRID: AB_394533
NKp46	Thermo Fisher Cat# PA5–79720	RRID: AB_2746835
CD8a	Abcam Cat# ab4055	RRID: AB_304247
Anti-Mouse Alexa Fluor 488	ThermoFisher Scientific Cat#A11001	RRID: AB_2534069
Anti-Mouse Alexa Fluor 546	ThermoFisher Scientific Cat#A10036	RRID: AB_11180613
Anti-Rabbit Alexa Fluor 488	ThermoFisher Scientific Cat#A11008	RRID: AB_143165
Anti-Rabbit Alexa Fluor 546	ThermoFisher Scientific Cat#A10040	RRID: AB_2534016
Alexa Fluor 488 donkey anti-rabbit IgG (H + L)	ThermoFisher Cat#A21206	RRID: AB_2535792
Bacterial and virus strains		
Subcloning Efficiency DH5a bacteria	Invitrogen	Cat#18265–017
Chemicals, peptides, and recombinant proteins		
Torin	Cayman Chemicals	Cat# 10997
Geneticin	Gibco	Cat# 10131027
Puromycin	Gibco	Cat# A1113802
Doxycycline	Sigma-Aldrich	Cat# D9891
DMSO	Sigma-Aldrich	Cat# D2650
cOmplete^™^ ULTRA Protease Inhibitor Cocktail	Sigma-Aldrich	Cat# 5892988001
Glutamax DMEM media	GIBCO	Cat#31966021
RPMI 1640 media	GIBCO	Cat#21875–034
HBSS	GIBCO	Cat#21090–022
DMEM	GIBCO	Cat#11965
RPMI NO GLUCOSE	GIBCO	Cat#11879–020
DMEM no glucose	GIBCO	Cat#11966–025
Normal Fetal Bovine Serum	Sigma	Cat#F4135
Lipofectamine CRISPRMAX	ThermoFisher	Cat# CMAX00001
OptiMem	GIBCO	Cat#31985–062
FuGENE6	Promega	Cat#E2692
BSA	Sigma-Aldrich	Cat#A9647–100G
Lipofectamine RNAiMAX	ThermoFisher	Cat# 13778100
Sodium Azide	Sigma-Aldrich	Cat#S2002
Critical commercial assays		
ECL detection kit	Amersham Biosciences	Cat# RPN2106
RNA extraction RNeasy Mini Kit	Qiagen	Cat#74106
MycoAlert^™^ mycoplasma detection kit	Lonza	Cat#LT07–318
PureLink^™^ Genomic DNA Mini Kit	Invitrogen	Cat# K182002
QIAprep Spin Miniprep Kit	QIAGEN	Cat# 27106
Deposited data		
RNA-seq from MITF, TFEB and TFE3 B16-F10 KO cell lines	This paper	GSE270594
RNA-seq from 501mel cell lines	This paper	GSE277250
TFEB ChIP-seq	This paper	GSE270585
TFE3 ChIP-seq	This paper	GSE270590
shMITF RNA-seq	This paper	GSE255256
RNA-seq from inducible CTNNB1 in IGR37 cells	Louphrasitthiphol et al.^107^	GSE136803
CUT&RUN in SKMEL28	Chang et al.^75^	GSE273815
Experimental models: Cell lines		
IGR37 Human melanoma cell line (female)	Obtained from Luisa Lanfrancone, IEO	Aubert et al.^108^
IGR39 Human melanoma cell line (female)	Obtained from Luisa Lanfrancone, IEO	Aubert et al.^108^
501mel Human melanoma cell line. This cell line by STR analysis is 624 mel (male) but is widely called 501mel cells in many publications from different labs.	Obtained from Ruth Halaban, Yale	Zakut et al.^109^
A375M Human melanoma cell line (male)	Obtained from ATCC	Giard et al.^110^
SKMEL28 Human melanoma cell line (male)	Obtained from ATCC	Fogh et al.^111^
SKMEL30 Human melanoma cell line (female)	Obtained from ATCC	Carey et al.^112^
HBL Human melanoma cell line (female)	Obtained from Ghanem Ghanem, Brussels	Ghanem et al.^113^
WM793 Human melanoma cell line (male)	Obtained from the ATCC	Herlyn et al.^114^
WM266.4 Human melanoma cell line (female)	Obtained from the ATCC	Westermark et al.^115^
WM115 Human melanoma cell line (female)	Obtained from the ATCC	Westermark et al.^115^
WM9 Human melanoma cell line (male)	Obtained from the ATCC	Herlyn et al.^116^
MeWo Human melanoma cell line (male)	Obtained from the ATCC	Cornil et al.^117^
CHL-1 Human melanoma cell line (female)	Obtained from the ATCC (Derived from RPMI 7932 cells)	Patent US5017478A
HT-29 Human Colon Cancer (female)	Obtained from the ATCC	Fogh and Trempe^118^
B16-F10-Luciferase mouse melanoma cell line (male)	Obtained from Luis Sanchez del Campo	Sanchez-Del-Campo et al.^81^
B16-F10-Luciferase MITF KO mouse melanoma cell line (male)	Obtained from Luis Sanchez del Campo	Sanchez-Del-Campo et al.^81^
Experimental Models: Mice		
Female C57BL/6	Envigo (Barcelona, Spain)	N/A
Oligonucleotides		
siRNA control	Qiagen	Cat# 1027281
siRNA MITF 1 5′-AAAGCAGTACCTTTCTACCAC	Sigma	Falletta et al.^25^
siTFE3	Santa Cruz	Cat# sc-38507
TFEB sgRNA 5′-AGTACCTGTCCGAGACCTAT	ThermoFisher A35533 CRISPR775049_SGM	This paper
TFE3 sgRNA 5′-GGTACTGTTTCACCTGCTGC	ThermoFisher A35533 CRISPR381077_SGM	This paper
Tfeb sgRNA 5′-TGGACACGTACTGTCCACCT	ThermoFisher A35533 CRISPR557759_SGM	This paper
Tfe3 sgRNA 5′-AGCGTGTAGGGTTCTCGAGG	ThermoFisher A35533 CRISPR284202_SGM	This paper
DEPTOR qRT PCR Forward 5′-ACTCATGACAGTCCCTTCTGC	N/A	This paper
DEPTOR qRT PCR Reverse 5′-GACACGATCTTGATCTCCTTGCT	N/A	This paper
PTEN qRT PCR Forward 5′-TGGCACTGTTGTTTCACAAGAT	N/A	This paper
PTEN qRT PCR Reverse 5′-TAGCTGGCAGACCACAAACT	N/A	This paper
MITF qRT PCR Forward 5′-AGGTACTTTGATTCCCAAGTCA	N/A	This paper
MITF qRT PCR Reverse 5′-AAGTTCTTTTGCGCGTTGCT	N/A	This paper
Recombinant DNA		
Plasmid Piggybac expression system	N/A	Magnusdottir et al.^119^
Software and algorithms		
MetaQuant	N/A	Bunk et al.^120^
ImageJ	https://imagej.nih.gov/ij/	N/A
Cutadapt	N/A	Martin^121^
STAR	N/A	Dobin et al.^122^
Homer	N/A	Heinz et al.^123^
EdgeR	N/A	Robinson et al.^124^
TreeView	N/A	Saldanha et al.^125^
javaGSEA v.4.3.2	N/A	Subramanian et al.^126^
emmeans v1.10.7	cran.r-project.org	N/A
nlme v.3.1–166	cran.r-project.org	N/A
fastqc v.0.11.9	GitHub - s-andrews/FastQC	N/A
trim_galore v.0.6.5	N/A	Martin et al.^121^
clusterProfiler v4.6.2	Bioconductor	N/A
DOSE v3.24.2	Bioconductor	N/A
enrichplot v.1.18.4	Bioconductor	N/A
VennDiagram v.1.7.3	cran.r-project.org	N/A
ggplot2 v.3.4.4	cran.r-project.org	N/A
GraphPad Prism 7	https://www.graphpad.com	N/A
Perseus	N/A	Tyanova et al.^127^

# Supplementary material for: MITF, TFEB, and TFE3 drive distinct adaptive gene expression programs and immune infiltration in melanoma
**Source:** Cell Rep. Author manuscript; Available in PMC 2026 Jan 23.
**Supplement:** 1

**Supplemental information**

**MITF, TFEB, and TFE3 drive distinct**

**adaptive gene expression programs and immune infiltration in  
melanoma**

**Diogo Dias, Erica Oliveira, Román Martí-Díaz, Sarah Andrews, Ana Chocarro-Calvo, Alice Bellini, Laura Mosteo, Yurena Vivas García, Jagat Chauhan, Linxin Li, José Manuel García-Martínez, José Neptuno Rodríguez-López, Silvy Stuchi Maria-Engler, Colin Kenny, Javier Martínez-Useros, Custodia García-Jiménez, Luis Sanchez-del-Campo, Pakavarin Louphrasitthiphol, and Colin R. Goding**

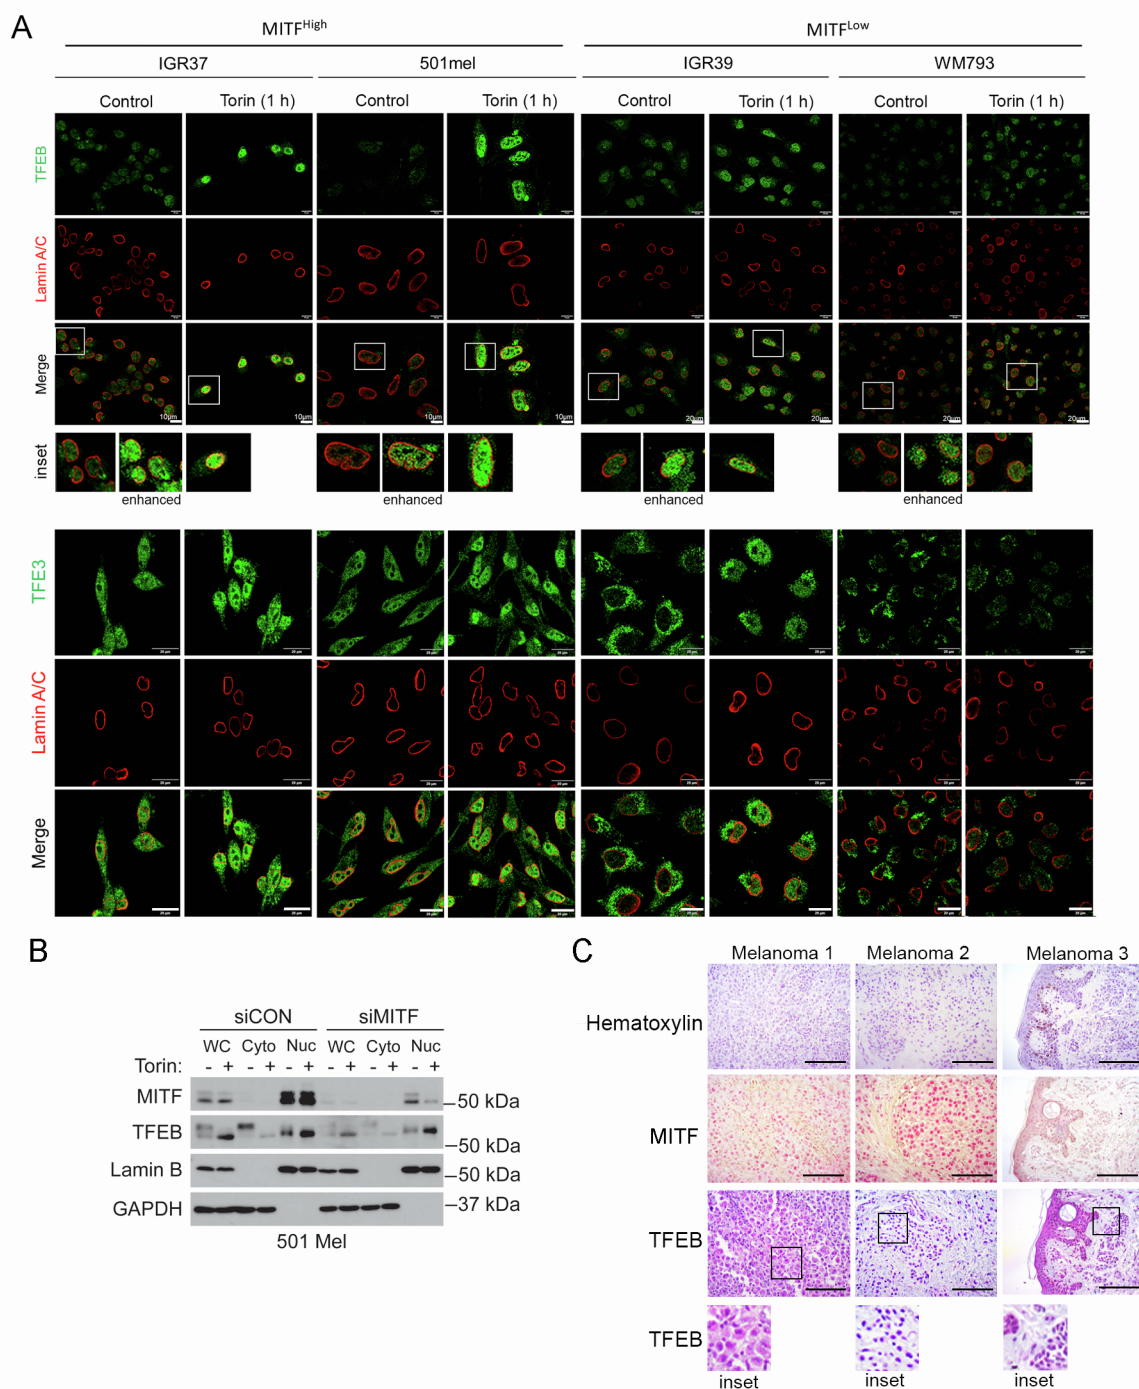

**Figure S1 related to Figure 1. Predominantly nuclear localization of TFEB in melanoma cells**

(A) Immunofluorescence in indicated melanoma cell lines treated or not with 250 nM Torin for 1 h using anti-TFEB (green; top panels), anti-TFE3 (green; bottom panels) and anti-Lamin B (red). Scale bars = 10  $\mu$ m for 501mel and IGR37, and 20  $\mu$ m for the IGR39 and WM793 cells for the TFEB panels and 20  $\mu$ m for the TFE3 panels. Insets for TFEB panels show magnified regions below, and for the control samples an enhanced image is shown to enable to nuclear localization of TFEB to be readily visualized.

(B) Western blot showing fractionated 501mel cell extracts using Lamin B and GAPDH as markers for the nuclear and cytoplasmic fractions. Cells were transfected with control or siMITF for 48 h before treatment with 250 nM Torin or DMSO before fractionation.

(C) Immunohistochemistry on three human melanomas using anti-MITF or anti-TFEB antibodies (lower panels) and hematoxylin staining (upper panels). Scale bars = 50  $\mu$ m.

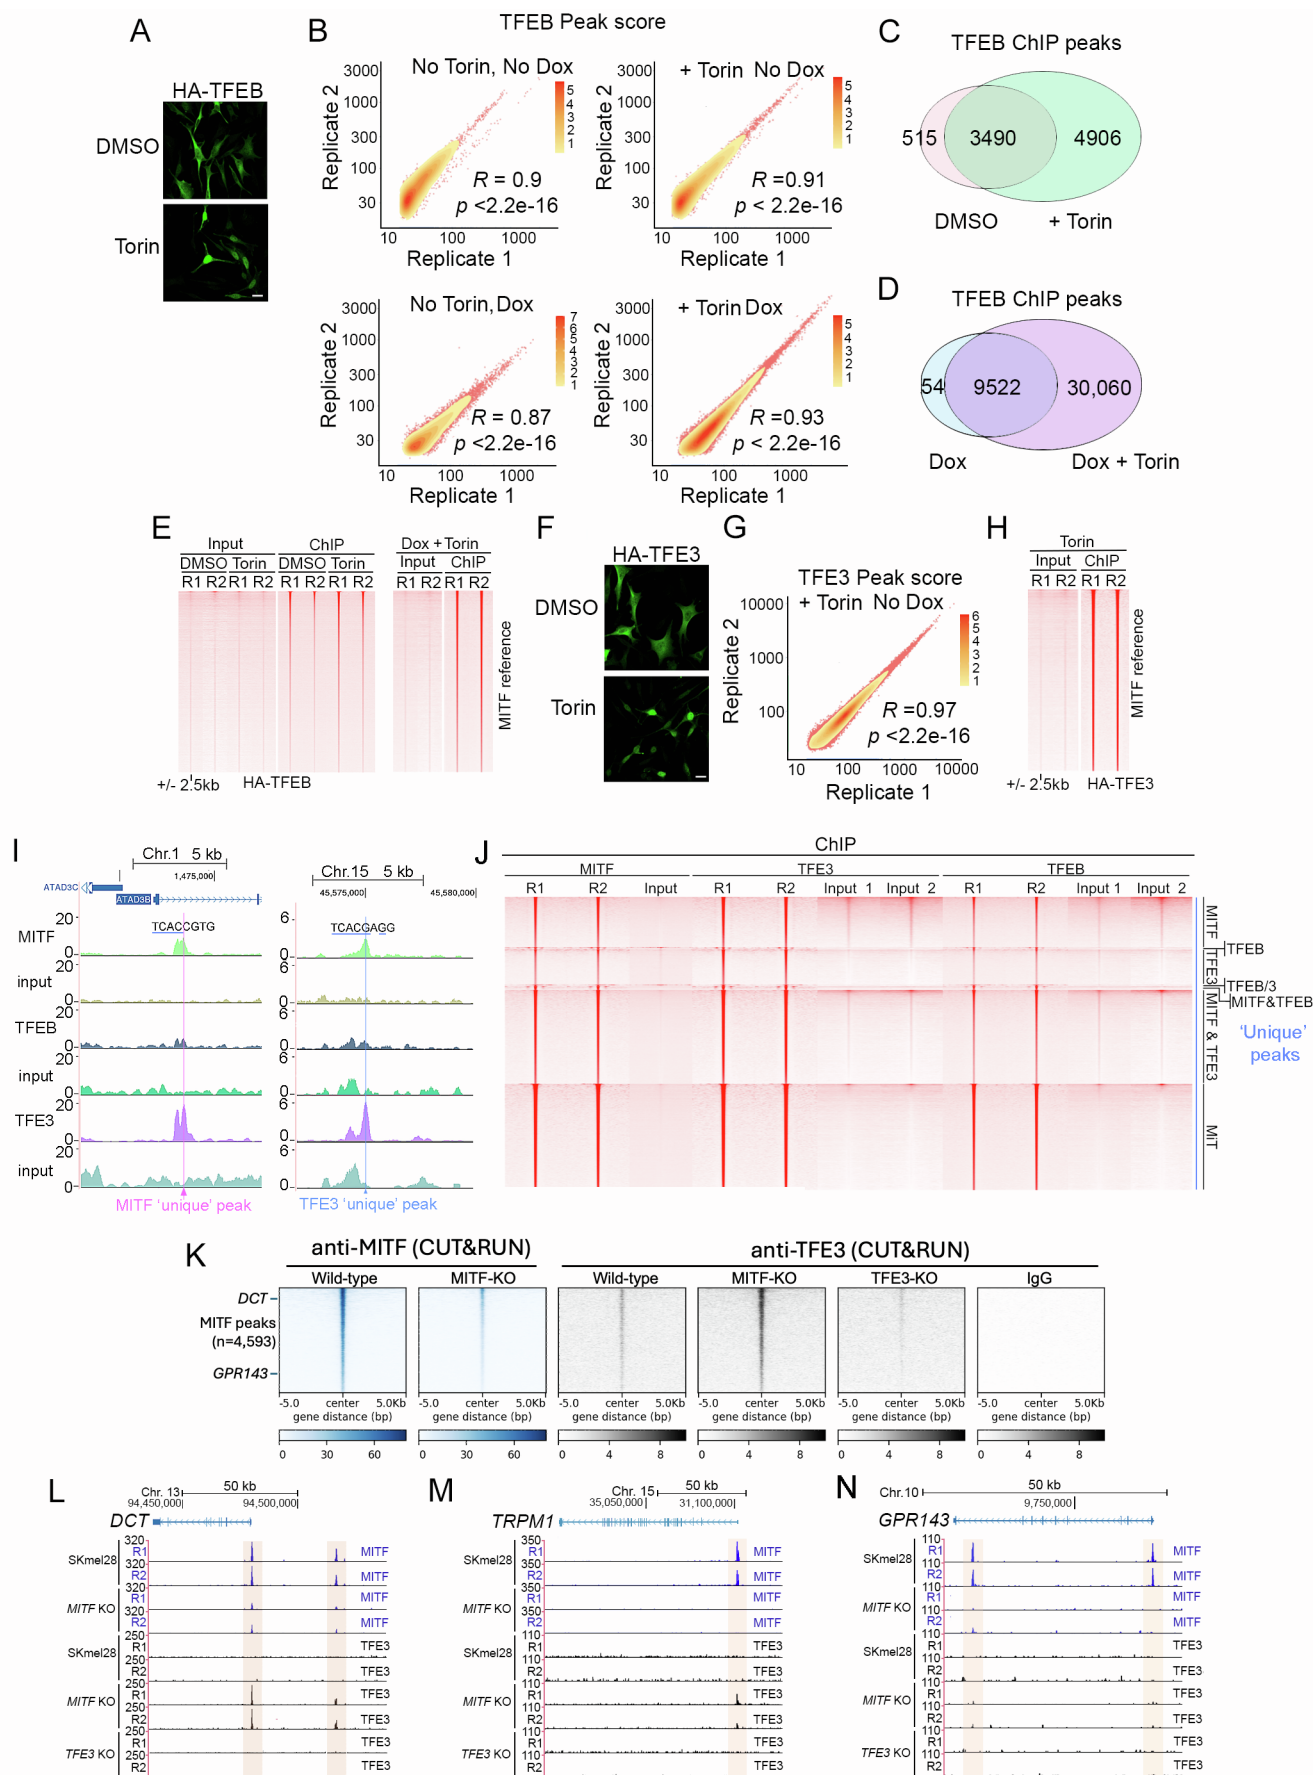

**Figure S2 related to Figure 3. ChIP-seq of HA-TFEB and HA-TFE3.**

- (A) Immunofluorescence using anti-HA antibody showing nuclear accumulation of HA-TFEB after treatment with 250 nM Torin for 6 h. Scale bar = 10  $\mu$ m.
- (B) Inter-replicate correlation of ChIP-seq of HA-TFEB performed under indicated conditions. R = Spearman rho.
- (C-D) Venn Diagrams showing significant HA-TFEB ChIP-peaks from 501mel cells with or without Torin treatment (C) or in the presence of 5 ng Doxycycline with or without 250 nM Torin (D).
- (E) Heatmap of tag density of each HA-TFEB ChIP-seq experiment using 0 or 5 ng doxycycline with or without 250 nM Torin as indicated using ranked MITF ChIP-seq narrow peak as reference genome coordinate and extending +/- 2.5kb.
- (F) Immunofluorescence using anti-HA antibody showing nuclear accumulation of HA-TFE3 after treatment with 250 nM Torin for 6 h. Scale bar = 10  $\mu$ m.
- (G) Inter-replicate correlation of ChIP-seq of HA-TFE3 performed under indicated conditions.
- (H) Heatmap showing tag density of each HA-TFE3 ChIP-seq experiment of HA-TFE3 expressed using 0 ng doxycycline with 250 nM Torin using the same ranked MITF narrow peaks reference as in E.
- (I) UCSC genome browser screenshots showing ChIP profiles for input control and HA-TFEB, HA-TFE3 and HA-MITF at indicated loci called as an MITF 'unique' peak (left) and TFE3 'unique' peak (right). Only one replicate is shown. Similar results were obtained for replicate 2. Sequences related to the MITF family binding consensus are shown above the tracks with the consensus-related sequence underlined.
- (J) Heatmap of tag density of each HA-MITF, HA-TFEB and HA-TFE3 ChIP-seq experiment with input controls (left to right) corresponding to 'unique peaks' called for each combination of factor as identified in Figure 3F.

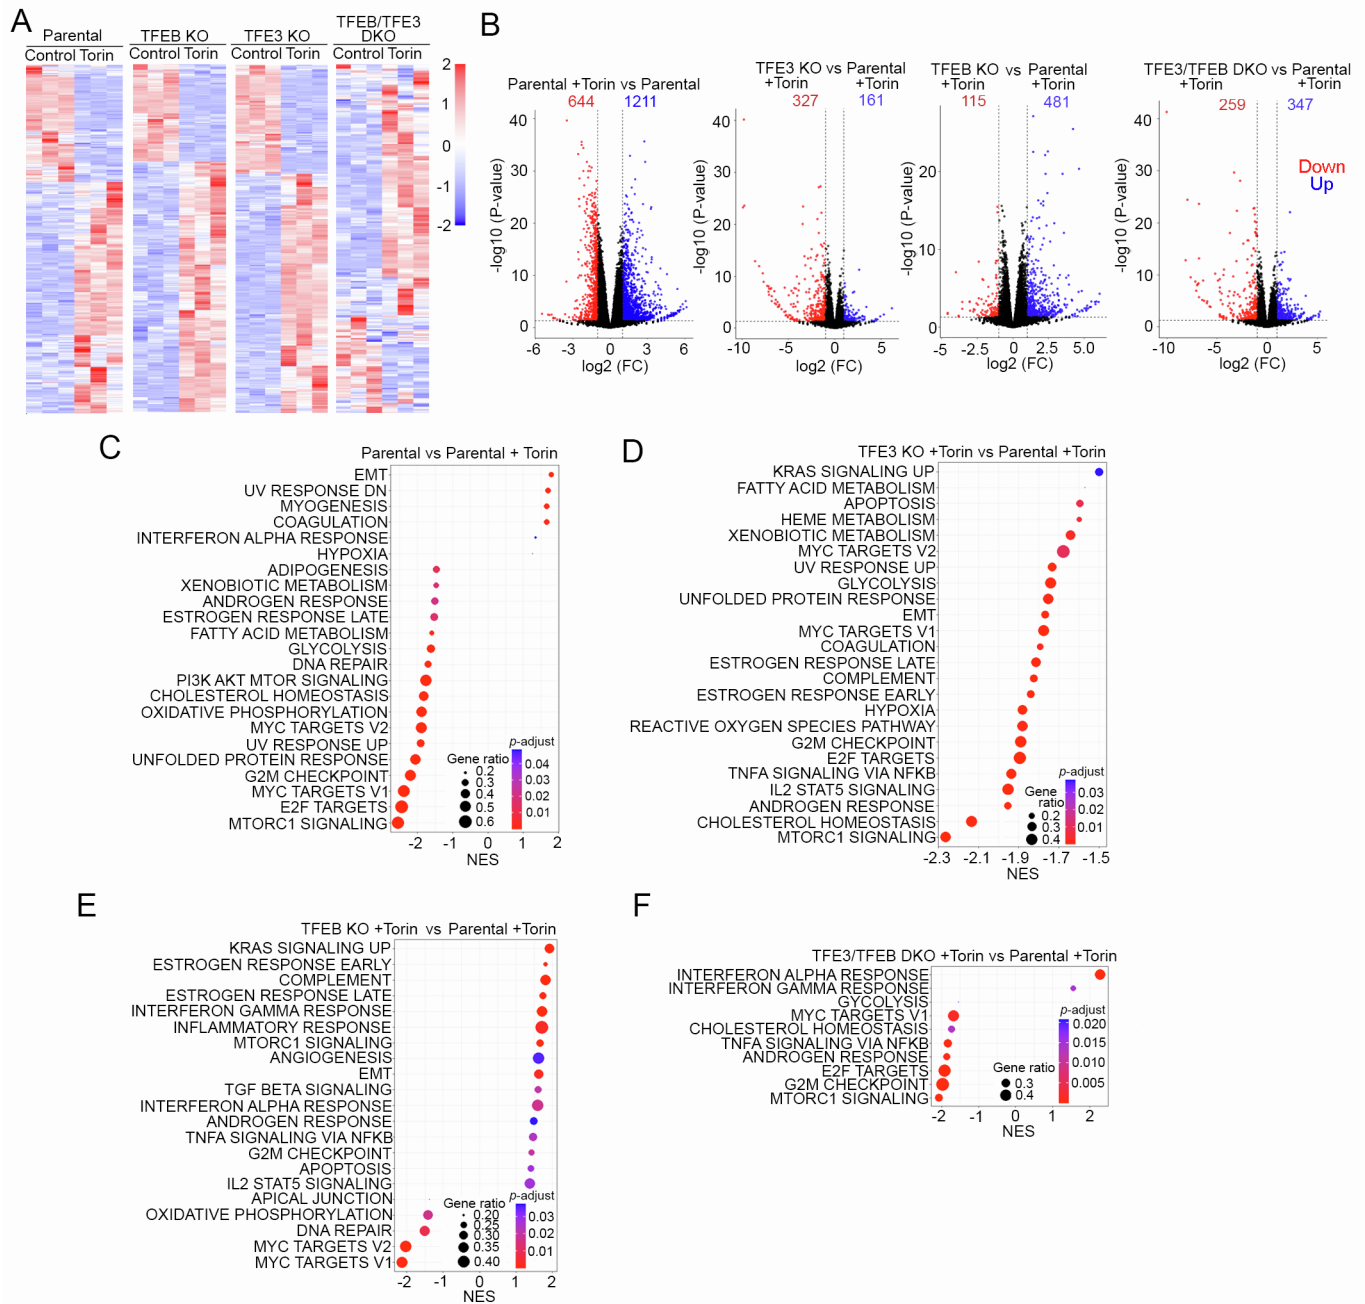

**Figure S3 related to Figure 4. Differential regulation of genes in parental or TFEB/TFE3 KO 501mel cells after Torin treatment.**

(A) Heatmaps based on triplicate RNA-seq showing differential gene expression of parental or indicated 501mel *TFEB* and *TFE3* KO cell lines before or after treatment with 250 nM Torin for 12 h.

(B) Volcano plots showing numbers of significantly ( $FC \geq 2$ ,  $p < 0.05$ ) differentially expressed genes comparing parental cells and indicated 501mel KOs in the presence or absence of 250 nM Torin for 12 h as indicated.

(C-F) GSEA plots showing significantly differentially enriched gene sets comparing parental or indicated 501mel *TFEB* and *TFE3* KO cells treated or not with 250 nM Torin for 12 h, as indicated.

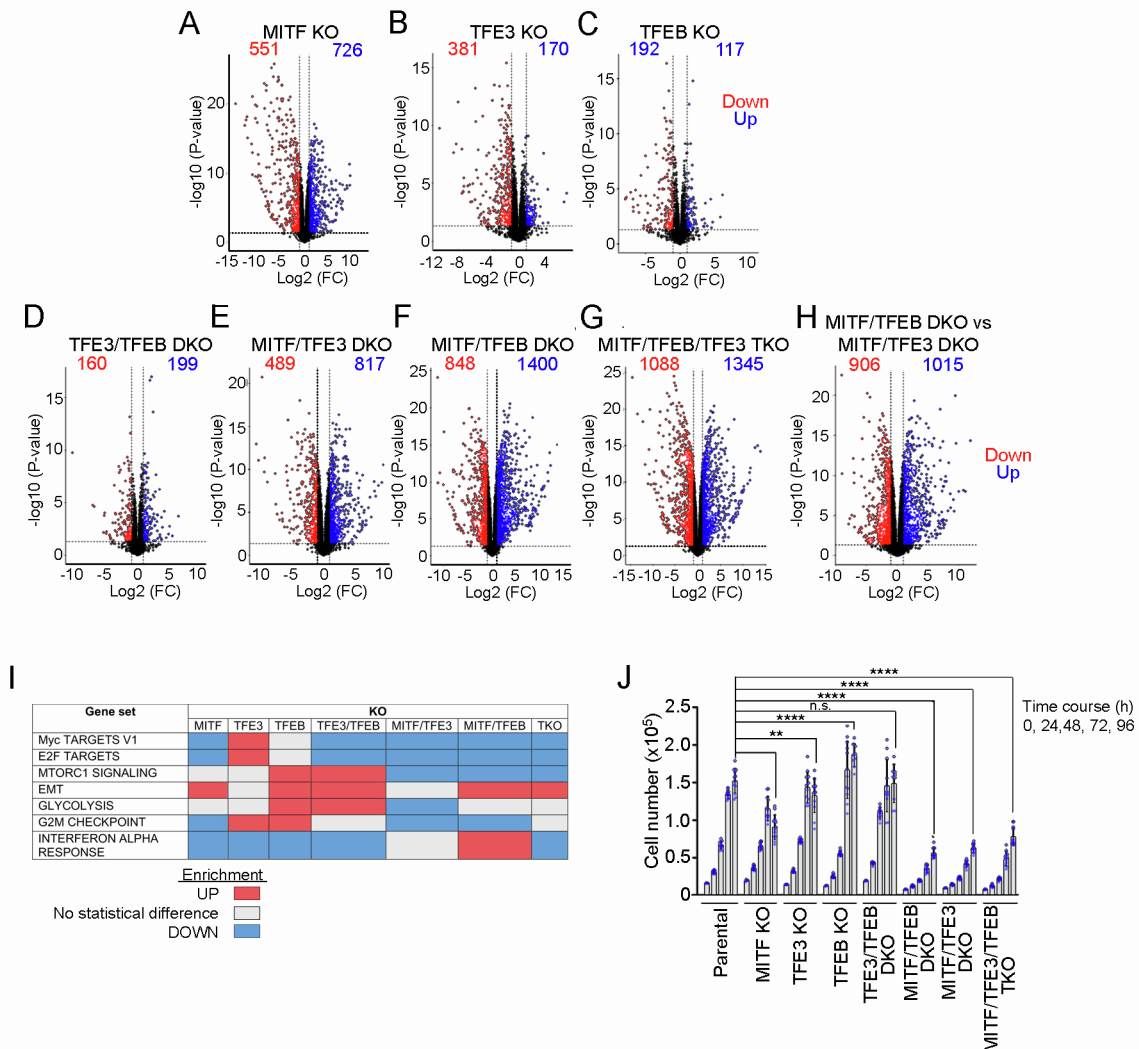

**Figure S4 related to Figure 5. MITF/TFE factors control proliferation.**

(A-H) Volcano plots showing numbers of significantly ( $FC \geq 2$ ,  $p < 0.05$ ) differentially expressed genes comparing parental cells and indicated B16-F10 KO cells.

(I) Summary of GSEA analyses presented in Figure 5.

(J) CyQuant assays of parental or indicated *MITF*, *TFEB* and *TFE3* B16-F10 KO cells over time after plating of 4,000 cells at time =0 h. N=12 (3 biological replicates in quadruplicate). Error bars indicate S.D. \*\*=  $p < 0.01$ ; \*\*\*\*=  $p < 0.0001$ ; ns = not significant when compared to WT cells at 96 h. Linear Mixed-Effects Models was used first to model the slopes then a post-hoc comparison using estimated marginal means accounting for two interacting factors (cell line and time) was used for pairwise comparison. The Bonferroni method was used to adjust p-values for multiple comparisons.

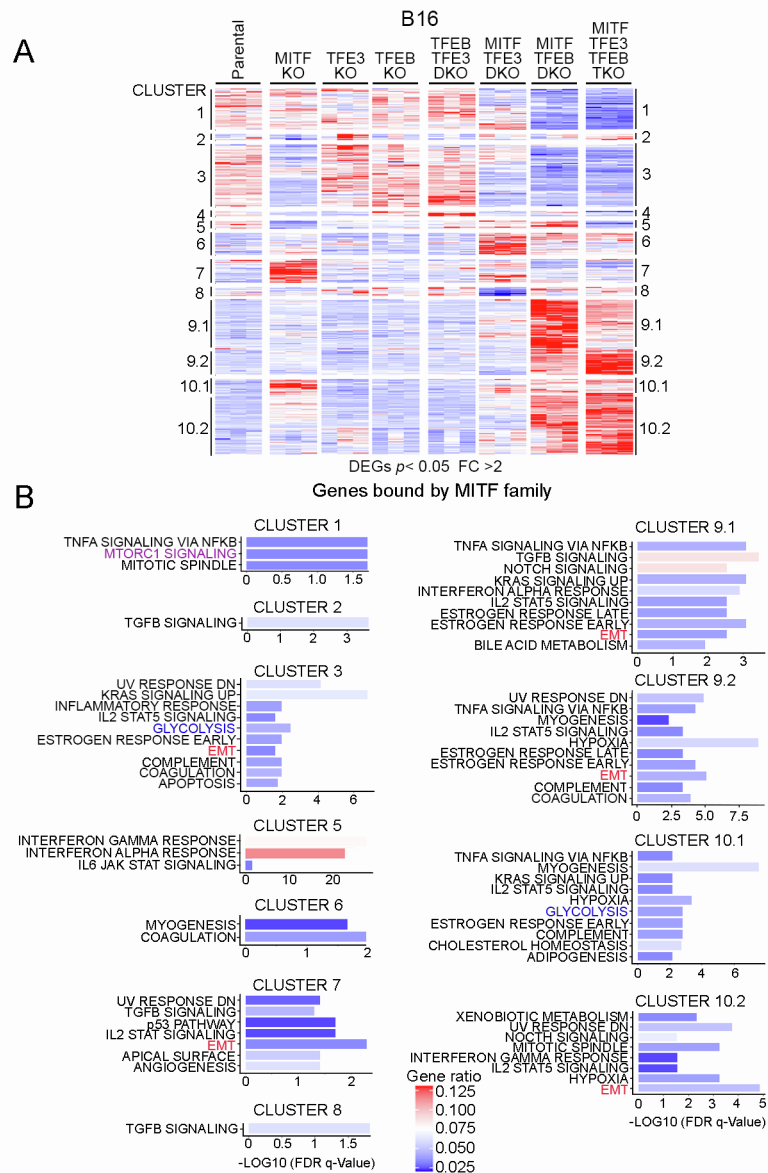

**Figure S5 related to Figure 5. Differential regulation of genes bound by all MITF family members**

(A) Heatmaps based on triplicate RNA-seq showing differential gene expression between parental B16-F10 cells and indicated *MITF*, *TFEB* and *TFE3* KO cell lines. Only those genes commonly bound by all three factors (shown in Figure 3F) are used in the analysis.

(B) Enrichment of indicated gene sets within each cluster corresponding to those identified in panel (A)

Related to Table S3

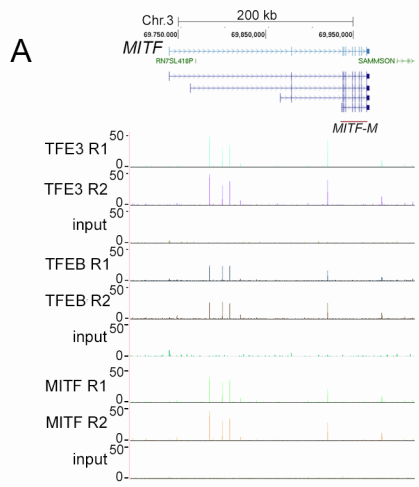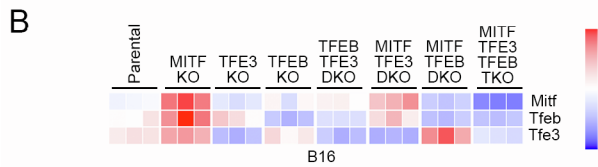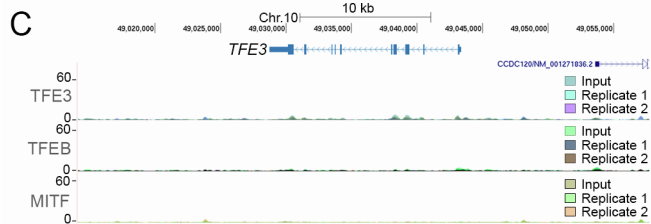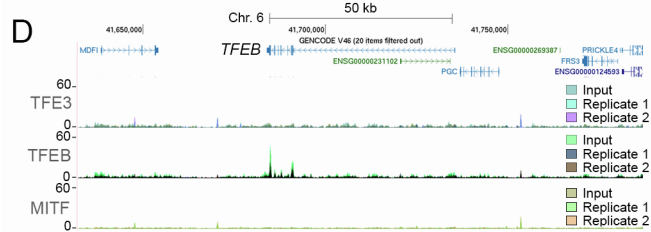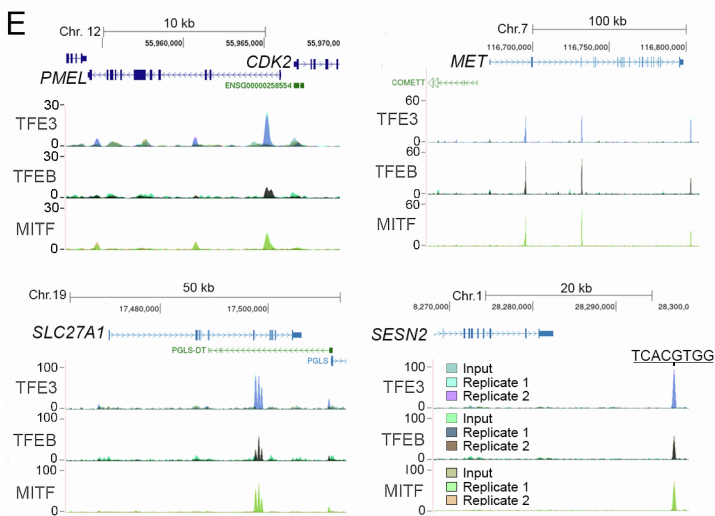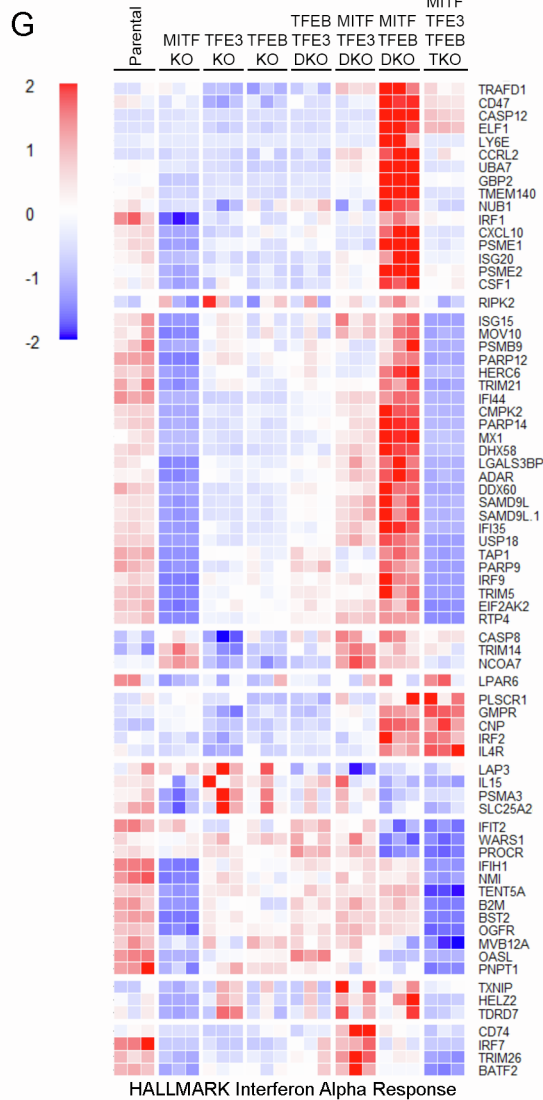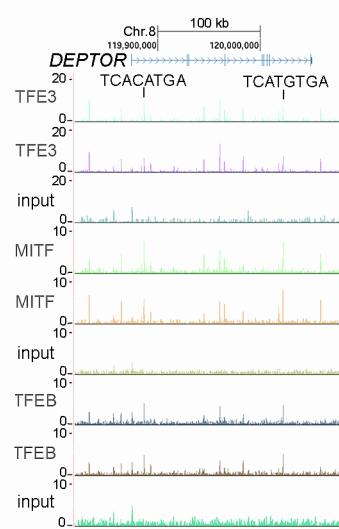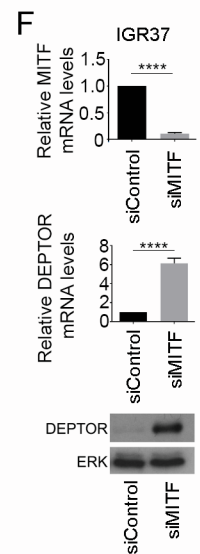

**Figure S6 related to Figure 6. Binding by MITF family members to key genes and regulation of the Interferon Alpha Response gene set.**

- (A) UCSC genome browser screenshots showing binding by MITF, TFEB and TFE3 at the *MITF* locus.
- (B) Heatmap based on triplicate RNA-seq showing relative expression of *MITF*, *TFEB* and *TFE3* in indicated parental and B16-F10 KO cell lines.
- (C-D) UCSC genome browser screenshots showing ChIP-seq profiles of HA-TFE3 and HA-TFEB and HA-MITF at the indicated loci. Binding by TFEB to the *TFEB* gene in panel (D) primarily represents an input signal.
- (E) UCSC genome browser screenshots showing ChIP-seq profiles of HA-TFE3 and HA-TFEB and HA-MITF at the indicated loci.
- (F) Results of quantitative RT PCR for *MITF* and *DEPTOR* mRNAs in IGR37 human melanoma cells transfected with control or MITF-specific siRNA.  $n=3$ . Error bars = S.D. \*\*\*\* =  $p < 0.0001$ . Lower panel shows the corresponding western blot.
- (G) Heatmap showing relative gene expression based on triplicate RNA-seq of parental B16-F10 and derived *MITF*, *TFEB* and *TFE3* KO cells showing genes from the HALLMARK Interferon Alpha Response gene set.

How the deposited data were processed for this re-analysis (not part of the article)

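Messenger RNA of B16-F10 mouse melanoma cells carrying a luciferase reporter was sequenced in 8 cell lines, the parental cells and the KOs, with 3 libraries of each. The authors trimmed the reads with trim_galore, mapped them with STAR to mm39 and normalized the gene counts with edgeR, and they deposited a table of CPM scaled by the TMM method, a signal that is never negative. These values were expected to be CPM that sum to the same total in every library; the deposited totals ran from 933263 upward, as they do when CPM are divided by TMM factors, so the values were treated as a normalized signal and the same limma test was kept. The counting tool, the annotation and the filter that left 12010 genes are not named in the paper's text. Columns of other samples in the table numbered 0.

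Whole reads were recovered from the steps between the deposited values, and the TMM factors computed again from them ran from 0.925 to 1.07 and differed by at most 2.6e-09 from those implied by the table. The libraries held between 18300902 and 26667877 reads on genes. Genes with at most 3 reads in every library of a group are given without a fold change. Counting error covers the sampling of reads only.

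Cell lines were compared with limma 3.58.1 on log2(CPM + 1), with all 24 libraries in 1 fit of the cell line (16 residual degrees of freedom) and a variance trend. Fold changes are on that scale, which understates the change of genes with few reads. A gene was called at a fold change of at least 2 and an unadjusted p under 0.05, the paper's threshold, and adjusted p-values use the Benjamini-Hochberg method over all genes. The edgeR 4.0.16 quasi-likelihood test on the recovered reads was an alternative. Gene sets with 5 to 600 members in the table were tested with fgsea 1.28.0 on the signed −log10 of limma's p, with a fixed seed (20250101); 25 sets were tested in each contrast, namely Reactome sets, the cell-cycle lists of Seurat 5.3.0, the members of HALLMARK sets that Table S3 names, and the genes printed in Figure S6G. The enrichment p-values permute genes, not libraries. R 4.3.3, Python 3.11.15, numpy 2.4.6, matplotlib 3.10.9 and pysam 0.24.0 were used.

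The clusters of Figure 5C were replaced by rules on called genes, and the cluster membership itself was not used here. Genes are named if the paper names them from these libraries in its text or prints them in Figures 6F and 6I, and in each KO the 2 largest rises and 2 largest falls among called genes with an adjusted p under 0.05 that changed the same way in every replicate; of the genes of Figure 6E, Figure S6G and Table S3, at most 5 of each list with the largest change are named. This gave 74 genes, 30 of them from the paper; a few genes that these rules select are not reported here. The mapping of libraries, the tests between lines and of gene sets, these rules and the alternatives were set before the data were examined; the windows of neighbouring genes and most other tests of explanations in the closing parts were added later. The pairing of libraries comes from the replicate numbers in the labels and the column names. With the replicate number as a block, 685 genes were upregulated in the MITF/TFEB DKO against the MITF/TFE3 DKO.

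The alternatives were edgeR on the reads, pseudocounts of 0.25 and 5, genes with a mean CPM of at least 5 (9539 genes), median-of-ratios size factors, quantile normalization, no variance trend, only the libraries compared, a Benjamini-Hochberg threshold, the replicate block, camera and another ranking for the gene sets, each replicate left out, and for the rules a fall measured in a replicate that did not select the genes. For the gene sets, only camera, the other ranking, the block, the low pseudocount, the filter, quantile normalization and left-out replicates were run. A result whose sign changed with neither value past the threshold was not counted as reversed. For neighbouring genes, windows of 100 genes along mm39 were used (11705 of 12010 genes had a position, and 9340 of these had a mean CPM of at least 5 and were used).

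The steps were tested on simulated data for the genes of the table, with a fixed seed. All simulated values came back as whole reads, limma called 95.5% of the 200 changed genes in the right direction and 0.0423% of the 11810 unchanged genes, and edgeR 99% and 0.440%. The simulated changes were all larger than 2-fold, in genes above a minimum of reads, and placed in the MITF KO alone. Genes with few reads and changes near 2-fold were therefore not tested. Of 103 raised genes, 99.0% passed the rule of a later fall, which they met by construction, and 60 raised genes had an NES of 2.59. The human line, ChIP-seq, western blots, metabolic and tumour experiments and the HALLMARK collection were not analysed here.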

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

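The tests of stretches of chromosome, for both interactions, were chosen only after the result was seen. The effect of losing TFEB was compared between cells with and without MITF by an interaction term in limma, taking the change from the MITF KO to the MITF/TFEB DKO minus the change from the parental cells to the TFEB KO. At a difference of at least 2-fold and an unadjusted p under 0.05, 908 genes were higher and 573 lower. The same term for TFE3 gave 492 higher and 252 lower genes. What drew attention is that the effects of these losses differ between cells with and without MITF.

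Technical explanations were tested for each. Quantile normalization gave 1516 called genes for TFEB and 735 for TFE3. Thinning all libraries to the same number of reads gave 1489 and 745, of which 1428 and 714 were the same genes as at full depth. Across genes, which are not independent replicates, Spearman's rho of the interaction with the GC content of the last 300 nt was -0.10 and 0.055. Genes with most of the 50-mers of their 3′ end in another gene were 3.27% of the called genes for TFEB and 4% for TFE3, against 2.53% of all genes; an excess above 1.5 times had been set as speaking for shared reads, and TFE3 passed it, so that shared reads may account for a few of its genes.

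Genes of stretches of chromosome that a clone had gained or lost would move together. Inside windows of 100 neighbouring genes with a median interaction at least 0.3 from that of all genes lay 40.6% of the called genes for TFEB with a mean CPM of at least 5, against 31.9% of all such genes, and 79.9% of those inside moved in the direction of their window. For TFE3 these were 19.2% and 12.9%, with 75.9% in the direction of the window. Windows were chosen for their shift, so that most of their genes move that way by construction. The shares moving with the window therefore do not speak for segments. Relative to their neighbours, 704 of 956 called genes (73.6%) still passed for TFEB and 372 of 454 (81.9%) for TFE3, so that such segments could account for part of the genes in both and not for all of them. The MITF/TFEB DKO and the TKO were shifted the same way in 17 windows.

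Other differences between clones were examined by asking whether a second pair of clones gave the same sign. For TFEB, 1136 of 1481 genes (76.7%) had the same sign between the lines without TFE3, and for TFE3 212 of 744 (28.5%) between the lines without TFEB. A share of at least 75% had been set as speaking against clone differences, and the TFEB share passed it. That outcome was changed to undecided, since with these shared windows, more than chance overlap gives, the MITF/TFEB DKO and the TKO cannot be treated as independent clones. For TFE3, a different effect without TFEB would also lower the share, so that this test decides nothing either.

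Of 32 splits of the 12 libraries that exchange libraries between lines, 5 gave at least as many genes for TFEB and 5 of 32 for TFE3, the real split included. All of these were among the 8 splits that keep the MITF KO libraries together, and with those apart the largest counts were 394 and 272. Such exchanges carry differences between lines into the term, so that large counts are built into them and they decide nothing. As the comparison of clones is undecided, neither interaction can be told apart from differences between clones. That MITF changes what the loss of TFEB or TFE3 does remains a hypothesis.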

How the results depend on the processing

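No test here was chosen only after the result was seen. Median-of-ratios size factors, no variance trend, only the libraries compared and the replicate block changed no count of called genes by 1.5 times and no list median by more than the replicate SD, while of the gene set results beside a claim the block took the G2/M phase list in the TFE3 KO below the threshold, at an NES of 1.45, and Reactome's Interferon gamma signaling in the MITF/TFEB DKO above it, at 1.50; with the block, 45 genes were higher in the TFE3 KO. Medians are of the log2 fold changes of the genes that Figure S6G or a cluster of Table S3 prints. The cause of the changes that follow was not tested, apart from that of the pseudocount under other observations.

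With edgeR on the whole reads, called higher genes numbered 726 (MITF KO), 170 (TFE3 KO), 117 (TFEB KO), 199 (TFEB/TFE3 DKO) and 817 (MITF/TFE3 DKO). Called lower genes numbered 551 (MITF KO), 381 (TFE3 KO), 192 (TFEB KO), 160 (TFEB/TFE3 DKO), 489 (MITF/TFE3 DKO) and 781 (MITF/TFEB DKO against MITF/TFE3 DKO). The rules gave 167 (A3/C2 with the MITF/TFEB DKO), 177 (A3/C2 with the TKO), 139 (A3/C2 with the MITF/TFE3 DKO), 353 (B) and 167 (G) genes. Medians were -1.97 (MITF KO, Figure S6G), 0.45 (MITF/TFEB DKO, Figure S6G), -1.40 (TKO, Figure S6G), -1.20 (MITF/TFEB DKO, cluster 1), -1.33 (TKO, cluster 1), 1.17 (MITF KO, cluster 7), 0.15 (TFEB/TFE3 DKO, cluster 7), 0.77 (MITF/TFE3 DKO, cluster 7), -1.22 (MITF/TFE3 DKO, cluster 8) and 0.30 (TKO, cluster 8).

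With a pseudocount of 0.25, called higher genes numbered 641 (MITF KO), 122 (TFE3 KO), 65 (TFEB KO), 139 (TFEB/TFE3 DKO) and 711 (MITF/TFE3 DKO). Called lower genes numbered 295 (TFE3 KO), 144 (TFEB KO), 115 (TFEB/TFE3 DKO) and 446 (MITF/TFE3 DKO). The interactions gave 386 (TFE3, lower) genes. The rules gave 155 (A3/C2 with the MITF/TFEB DKO), 162 (A3/C2 with the TKO), 118 (A3/C2 with the MITF/TFE3 DKO) and 300 (B) genes. Medians were -1.82 (MITF KO, Figure S6G), -1.26 (TKO, Figure S6G), -1.16 (MITF/TFEB DKO, cluster 1), -1.26 (TKO, cluster 1), 1.12 (MITF KO, cluster 7), 0.71 (MITF/TFE3 DKO, cluster 7) and -1.08 (MITF/TFE3 DKO, cluster 8).

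With a pseudocount of 5, called higher genes numbered 158 (MITF KO), 13 (TFE3 KO), 8 (TFEB KO), 22 (TFEB/TFE3 DKO), 159 (MITF/TFE3 DKO), 549 (MITF/TFEB DKO), 557 (TKO) and 346 (MITF/TFEB DKO against MITF/TFE3 DKO). Called lower genes numbered 208 (MITF KO), 62 (TFE3 KO), 32 (TFEB KO), 16 (TFEB/TFE3 DKO), 149 (MITF/TFE3 DKO), 334 (MITF/TFEB DKO), 441 (TKO) and 222 (MITF/TFEB DKO against MITF/TFE3 DKO). The interactions gave 469 (TFEB, higher), 294 (TFEB, lower), 248 (TFE3, higher) and 91 (TFE3, lower) genes. The rules gave 37 (A3/C2 with the MITF/TFEB DKO), 39 (A3/C2 with the TKO), 17 (A3/C2 with the MITF/TFE3 DKO), 98 (B), 109 (A1/C1), 42 (G) and 152 (D) genes. Medians were -1.15 (MITF KO, Figure S6G), -0.42 (TFE3 KO, Figure S6G), -0.40 (TFEB KO, Figure S6G), -0.81 (TKO, Figure S6G), -0.75 (MITF/TFEB DKO, cluster 1), -0.87 (TKO, cluster 1), 0.55 (MITF KO, cluster 7), 0.041 (TFEB/TFE3 DKO, cluster 7), 0.26 (MITF/TFE3 DKO, cluster 7) and -0.42 (MITF/TFE3 DKO, cluster 8).

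With only genes with a mean CPM of at least 5, called higher genes numbered 254 (MITF KO), 24 (TFE3 KO), 34 (TFEB/TFE3 DKO), 245 (MITF/TFE3 DKO), 656 (MITF/TFEB DKO) and 414 (MITF/TFEB DKO against MITF/TFE3 DKO). Called lower genes numbered 106 (TFE3 KO) and 28 (TFEB/TFE3 DKO). The interactions gave 568 (TFEB, higher), 312 (TFE3, higher) and 152 (TFE3, lower) genes. The rules gave 48 (A3/C2 with the MITF/TFEB DKO), 48 (A3/C2 with the TKO), 35 (A3/C2 with the MITF/TFE3 DKO) and 44 (G) genes. Medians were -1.77 (MITF KO, Figure S6G), 0.45 (MITF/TFEB DKO, Figure S6G), -1.25 (TKO, Figure S6G), 0.033 (TFE3 KO, cluster 7), 0.021 (TFEB KO, cluster 7), 0.21 (TFEB/TFE3 DKO, cluster 7), -0.033 (MITF/TFEB DKO, cluster 7), -0.25 (MITF KO, cluster 8), -0.022 (TFEB/TFE3 DKO, cluster 8), -1.14 (MITF/TFE3 DKO, cluster 8), -0.15 (MITF/TFEB DKO, cluster 8) and -0.16 (TKO, cluster 8). The NES of Reactome Cell Cycle, Mitotic in the TFE3 KO went from 1.13 to 1.25 and passed the threshold.

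With an adjusted p under 0.05 as the threshold, called higher genes numbered 29 (TFE3 KO).

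With quantile normalization, medians were -1.22 (TKO, Figure S6G), -1.12 (MITF/TFEB DKO, cluster 1), -0.16 (MITF/TFEB DKO, cluster 7), -0.074 (TKO, cluster 7) and -0.086 (MITF/TFEB DKO, cluster 8).

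With genes ranked by log2 fold change in the gene set test, the NES of Reactome Cell Cycle, Mitotic in the TFE3 KO went from 1.13 to 1.23 and passed the threshold. The NES of Reactome Respiratory electron transport, ATP synthesis in the TFE3 KO went from -0.59 to 1.49 and changed sign.

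Across the 6 fits that each left out 1 replicate, values ranged for higher genes of the TFE3 KO from 26 to 145, lower genes of the TFEB/TFE3 DKO from 44 to 86, the median of Figure S6G in the TFEB KO from -0.56 to -0.48 and the median of Figure S6G in the TFEB/TFE3 DKO from -0.37 to -0.30. They also ranged for the median of Figure S6G in the MITF/TFE3 DKO from -0.072 to -0.012, the median of Figure S6G in the MITF/TFEB DKO from 0.40 to 0.47, the median of Figure S6G in the TKO from -1.24 to -1.09 and the median of cluster 7 in the MITF KO from 0.99 to 1.05. They also ranged for the median of cluster 7 in the TFE3 KO from -0.081 to 0.0075, the median of cluster 7 in the TFEB/TFE3 DKO from 0.044 to 0.12, the median of cluster 7 in the MITF/TFEB DKO from -0.034 to 0.086 and the median of cluster 8 in the MITF KO from -0.22 to -0.12. They also ranged for the median of cluster 8 in the MITF/TFEB DKO from -0.028 to 0.25, the NES of Reactome Cell Cycle, Mitotic in the TFE3 KO from 1.03 to 1.26, the NES of Reactome Glycolysis in the TFEB KO from 1.58 to 1.89 and the NES of Reactome mTORC1-mediated signalling in the MITF/TFEB DKO from -1.54 to -1.39.

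For single genes, the changes are counted over each gene, contrast and fit. An adjusted p under 0.05 was lost in 168 with a replicate left out, 7 with edgeR, 18 with quantile normalization, 25 with only the libraries compared, 2 with the replicate block, 7 with no variance trend, 4 with median-of-ratios size factors, 9 with a pseudocount of 0.25 and 10 with a pseudocount of 5. It was gained in 20 with a replicate left out, 3 with edgeR, 6 with quantile normalization, 8 with only the libraries compared, 3 with the replicate block, 1 with no variance trend, 1 with median-of-ratios size factors, 5 with a pseudocount of 5 and 3 with the mean CPM of at least 5. For the gene set results that are not the main one of a comparison, it was lost in 14 with a replicate left out, 5 with quantile normalization, 1 with the replicate block, 1 with a pseudocount of 0.25, 7 with the mean CPM of at least 5, 9 with camera and 9 with the ranking by log2 fold change, and gained in 15 with a replicate left out, 5 with quantile normalization, 1 with the replicate block, 2 with the mean CPM of at least 5, 5 with camera and 8 with the ranking by log2 fold change. With all libraries thinned to the 18300902 reads of the smallest, 759 genes were called in the MITF KO against 754 and 119 in the TFEB/TFE3 DKO against 115, so that no limit from the number of reads was seen over this range.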

Differences from the paper's values

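No test in this part was chosen only after the result was seen. For lower genes in the MITF KO, the value here was 359 and the paper's about 550 in Figure S4, read by eye; it came within 1.5 times of that with edgeR on the whole reads (551), a pseudocount of 0.25 (502), quantile normalization (368), parental replicate 1 left out (388), parental replicate 2 left out (374), MITF KO replicate 1 left out (383) and MITF KO replicate 3 left out (398). For higher genes in the MITF KO, the value here was 395 and the paper's about 730 in Figure S4, read by eye; it came within 1.5 times of that with edgeR on the whole reads (726) and a pseudocount of 0.25 (641). For lower genes in the TFE3 KO, the value here was 161 and the paper's about 380 in Figure S4, read by eye; it came within 1.5 times of that with edgeR on the whole reads (381) and a pseudocount of 0.25 (295). For higher genes in the TFE3 KO, the value here was 44 and the paper's about 170 in Figure S4, read by eye; it came within 1.5 times of that with edgeR on the whole reads (170), a pseudocount of 0.25 (122) and TFE3 KO replicate 1 left out (145). For lower genes in the TFEB KO, the value here was 71 and the paper's about 190 in Figure S4, read by eye; it came within 1.5 times of that with edgeR on the whole reads (192) and a pseudocount of 0.25 (144). For higher genes in the TFEB KO, the value here was 23 and the paper's about 120 in Figure S4, read by eye; it came within 1.5 times of that with edgeR on the whole reads (117). For lower genes in the TFEB/TFE3 DKO, the value here was 46 and the paper's about 160 in Figure S4, read by eye; it came within 1.5 times of that with edgeR on the whole reads (160) and a pseudocount of 0.25 (115). For higher genes in the TFEB/TFE3 DKO, the value here was 69 and the paper's about 200 in Figure S4, read by eye; it came within 1.5 times of that with edgeR on the whole reads (199) and a pseudocount of 0.25 (139). For lower genes in the MITF/TFE3 DKO, the value here was 285 and the paper's about 490 in Figure S4, read by eye; it came within 1.5 times of that with edgeR on the whole reads (489), a pseudocount of 0.25 (446), quantile normalization (338) and MITF/TFE3 DKO replicate 3 left out (329). For higher genes in the MITF/TFE3 DKO, the value here was 420 and the paper's about 820 in Figure S4, read by eye; it came within 1.5 times of that with edgeR on the whole reads (817) and a pseudocount of 0.25 (711). For lower genes in the MITF/TFEB DKO against MITF/TFE3 DKO, the value here was 486 and the paper's about 910 in Figure S4, read by eye; it came within 1.5 times of that with edgeR on the whole reads (781) and a pseudocount of 0.25 (700). For log2 fold change of Kit in the TFE3 KO, the value here was 0.66 and the paper's 1.28 in the paper's supplement; the values differed by no more than the replicate SD with edgeR on the whole reads (1.28) and a pseudocount of 0.25 (1.07). For each value, the other alternatives set before the data were examined did not bring it that near. With edgeR on the whole reads, whose test the paper names, the values came close to the paper's. The exception was lower genes in the MITF/TFEB DKO against MITF/TFE3 DKO, at 781 against about 910. With the other alternatives, being within this ratio leaves most of some gaps open, as the values in parentheses show. Of 16 values read from figures 11 differed, and of 24 from the supplement 1.

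For the following directions the paper states, the value here went the other way or did not pass the threshold. The paper gives the mTORC1 set as higher in the TFEB KO and the TFEB/TFE3 DKO and lower in the DKOs without MITF and the TKO; Reactome's mTORC1 set, which is another set, passed the threshold in none, with a normalized enrichment score (NES) of -0.87 in the TFEB KO and -1.05 in the TFEB/TFE3 DKO. In the MITF/TFEB DKO its NES was -1.46 (adjusted p = 0.090), in the MITF/TFE3 DKO -0.61 (adjusted p = 0.982) and in the TKO -1.30 (adjusted p = 0.23), and in the MITF/TFEB DKO it passed at -1.53 with MITF/TFEB DKO replicate 3 left out. The paper gives Rab38 as lower in the MITF KO; here its log2 fold change was -0.58 (adjusted p = 0.24), and of the settings run its adjusted p was under 0.05 only with the libraries of these lines alone in the fit, at the same value. Scd1 is named among genes upregulated there, and was -0.15 (adjusted p = 0.40). Cdk2 is given as lower in the MITF/TFE3 DKO, and was 0.054 (adjusted p = 0.85). Cluster B is given as lower in the MITF KO; the genes of the rule used here, which is not the cluster, had a median of -0.059 there. Glycolysis is given as lower in the MITF/TFE3 DKO, and Reactome's set had an NES of -0.91 (adjusted p = 0.79). The paper's cell-cycle sets are given as higher in the TFE3 KO, and other sets stood in for them here. There the S phase list and G2/M Checkpoints passed. The G2/M phase list passed at 1.48 (adjusted p = 0.047), but not with the replicate block (1.45), quantile normalization (1.38), the ranking by log2 fold change (1.44) or camera (adjusted p = 0.065), nor with parental replicate 1, parental replicate 3 or TFE3 KO replicate 3 left out, where it scored 1.44, 1.48 and 0.90. DNA Replication had an NES of 0.93 (adjusted p = 0.74). Cell Cycle, Mitotic had 1.13 (adjusted p = 0.22) and passed at 1.23 with genes ranked by log2 fold change, at 1.25 among genes with a mean CPM of at least 5 and at 1.26 with TFE3 KO replicate 2 left out. In the MITF/TFEB DKO against the MITF/TFE3 DKO, the paper gives its unfolded protein response and mTORC1 sets as lower. Reactome's sets, which are other sets with 15 and 11 genes in the table, had an NES of -1.45 (adjusted p = 0.12) and -1.38 (adjusted p = 0.14). The former passed at -1.55 with MITF/TFE3 DKO replicate 1 left out. The EMT set is given as higher there, and its members that Table S3 names had an NES of 1.27 (adjusted p = 0.24). Figure S4I also gives the G2M set as higher in the TFEB KO, where the G2/M phase list had an NES of 0.87 (adjusted p = 0.88) and Reactome's G2/M Checkpoints of 1.37 (adjusted p = 0.17), and the EMT set as higher in the TFEB KO, the TFEB/TFE3 DKO, the MITF/TFEB DKO and the TKO, where its members in Table S3 had NES of 1.00 (adjusted p = 0.72), 1.30 (adjusted p = 0.24), 1.43 (adjusted p = 0.087) and 1.03 (adjusted p = 0.63).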

Other observations

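The tests of shared chromosome stretches and of their overlap by chance, of random gene lists on the axis within lines, of genes with few reads and of the order of a sheet of Table S2 were chosen only after the result was seen. Stretches of neighbouring genes moved together in some lines. Over genes with a mean CPM of at least 5, the share of called genes inside shifted windows was 6.32% in the MITF KO, 11.0% in the TFE3 KO, 0% in the TFEB KO, 3.28% in the TFEB/TFE3 DKO and 21.2% in the MITF/TFE3 DKO, and 41.8% in the MITF/TFEB DKO and 43.0% in the TKO. In the last 2 lines, 81.0% and 80.6% of the called genes inside moved in the direction of their window, and relative to their neighbours 786 of 1082 and 902 of 1247 genes passed. Most genes of a window move its way by how windows were chosen, so that the shares moving with it do not speak for segments. Of all genes with such a mean, the windows held 33.2% and 33.2% in these lines, 20.0% in the MITF/TFE3 DKO, 6.28% in the MITF KO, 3.23% in the TFE3 KO and 2.10% in the TFEB/TFE3 DKO. The limit set for this explanation, more than 1 in 3 called genes, takes no account of these shares and does not separate the lines. In the TFE3 KO the windows lay on chromosome 16, where 302 genes from 3561921 to 97798250 had a median log2 fold change of -0.32. Of the called genes inside, 92.9% moved in that direction, against 86.1% of all genes there. Segments gained or lost in a clone are a candidate explanation for part of these genes; DNA was not measured.

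The MITF/TFEB DKO and the TKO had 20 and 20 shifted windows of 86, and 17 were shifted the same way in both. To test whether shifted windows overlap by chance, those of the TKO were rotated along the genome: of 86 positions, 1 gave as many, the real one, and the others gave at most 8. Across windows, which are not independent replicates, the medians of these lines correlated at 0.984; the next closest lines, the TFEB KO and the TFEB/TFE3 DKO, correlated at 0.904. As the TFEB KO had 0 shifted windows, sharing could not be tested for that pair. The TKO may descend from cells of the MITF/TFEB DKO or share a parent clone with them, and the same is open for the TFEB KO and the TFEB/TFE3 DKO; the paper's text states that TFEB and TFE3 were knocked out in the parental and the MITF KO cells and does not say in which cells the TKO was made.

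Losing the same gene in other lines was compared. Of the genes called in the TFEB KO, 29 of 94 (30.9%) changed the same way from the TFE3 KO to the TFEB/TFE3 DKO, and of those called in the TFE3 KO 58 of 205 (28.3%) from the TFEB KO to the TFEB/TFE3 DKO. From the MITF KO to the MITF/TFEB DKO, 1049 of 1309 genes (80.1%) changed the same way from the MITF/TFE3 DKO to the TKO, and from the MITF KO to the MITF/TFE3 DKO 231 of 608 (38.0%) from the MITF/TFEB DKO to the TKO. The third of these passed the 75% set for it and was changed to undecided for the shared windows; of its genes with a mean CPM of at least 5, outside shifted windows of both lines 361 of 467 (77.3%) and inside 321 of 386 (83.2%) changed the same way. The share that clone differences alone would give was not computed, and the lost factor acting differently can also lower it, so that none of these decides between the explanations.

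More genes were called in the MITF/TFEB DKO than in the TFEB KO, 17.5 times as many, and 17.3 times with all libraries thinned to equal depth. With edgeR on the reads, 2248 genes were called in the MITF/TFEB DKO and 309 in the TFEB KO. Of the genes called in the MITF/TFEB DKO, 64.0% were higher, and 64.2% with median-of-ratios size factors. No biological explanation was tested for either.

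Within lines, the libraries varied along 1 axis that held 51.5% of the within-line variance, of which the replicate number accounted for 15.5%. For the deviations of the 24 libraries from their line means (permuted within lines, 3 relations computed), the correlation was Pearson's r = -0.16 with library depth (permutation p = 0.47, adjusted 0.47, r = -0.049 without the 2 farthest libraries, Spearman's rho -0.072, permutation p = 0.77) and r = 0.78 with the TMM factor (permutation p = 0.0017, adjusted 0.0026, rho 0.77, permutation p = 0.0013, r = 0.79 without the 2 farthest libraries). With the mean of the cell-cycle lists it was r = 0.85 (permutation p = 7.6e-04, adjusted 0.0023, rho 0.84, permutation p = 6.0e-04, r = 0.81 without the 2 farthest). Of 10000 random lists of 96 genes, 14.5% gave as large an r in size, of either sign. The median r of the random lists was -0.55, opposite in sign, and the share with the same sign was not computed. By the permutation p alone, the limit set for it, the cell cycle would have remained as an explanation. The outcome was changed to undecided for the share of either sign. Along the axis, Translation had an NES of 2.14 (adjusted p = 7.0e-09) and Respiratory electron transport of 1.87. The TMM factor is computed from the same values as the axis. The composition of the library that it measures is a candidate explanation, and the pattern cannot be told apart from the stage of the culture either.

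For the rules that stand in for the clusters, genes were also selected in replicates 1 and 2 and the fall was measured in replicate 3: 23.2% fell 2-fold under the A3/C2 rule with the MITF/TFEB DKO, 46.5% under the A1/C1 rule and 10.1% under the G rule, against 22.1%, 48.6% and 10.3% in the replicates that selected the genes, so that chance-high values in these account for at most a small part of the falls. Of 100 labellings of the libraries, the real one included, 17 (A3/C2 with the MITF/TFEB DKO), 11 (with the TKO), 10 (with the MITF/TFE3 DKO), 9 (A1/C1) and 8 (G) gave as many genes; 3 did for B and 1 for D. Among the other labellings behind the first 5 counts, 1, 2, 3, 1 and 2 exchange whole lines, and the rest exchange libraries between lines that differ, so that large counts under them do not say that the real ones arose by chance.

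Splits of the 6 libraries of a contrast were compared with the 4 of 10 that part as many same-numbered pairs; the others part fewer, and such a design cannot reach a share under 0.05. For called genes, 1 of 4 was as large in each of the 8 contrasts, the real one. So it was for the medians of the genes of Figure 6E, of Figure S6G and of cluster 7 in the MITF KO, of cluster 8 in the MITF/TFE3 DKO, of Figure S6G and of cluster 1 in the MITF/TFEB DKO and of cluster 1 in the TKO. For gene sets, 1 of 4 was as large in the MITF KO, 1 in the TFE3 KO, 3 in the TFEB KO, 1 in the TFEB/TFE3 DKO, 2 in the MITF/TFE3 DKO, 2 in the MITF/TFEB DKO, 2 in the TKO and 1 in the MITF/TFEB DKO against the MITF/TFE3 DKO. Where more than 1 of 4 was as large, as many sets passed in splits of the libraries that mix the lines. Where 1 of 4 was as large, such splits gave up to 13 sets against 15 (MITF KO) and 8 against 9 (TFE3 KO). They gave up to 12 against 13 in the MITF/TFEB DKO against the MITF/TFE3 DKO and 8 against 12 in the TFEB/TFE3 DKO. Mixed splits keep part of the difference between the lines. In the MITF KO, the median of Figure S6G was 1.51 in size, and up to 0.58 in mixed splits. Sets can therefore pass in them as well, and these counts do not decide whether the real number arose by chance.

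Among the genes of Figure S6G with binding calls, the median log2 fold change of those bound by MITF minus that of the others was -0.66 in the MITF KO (24 bound, 15 not; two-sided permutation p = 0.51, adjusted 0.74), and for those bound by TFE3 0.36 from the MITF KO to the MITF/TFEB DKO (25 bound, 14 not; permutation p = 0.74, adjusted 0.74). Table S4 lists the binding under human symbols. Neither difference was larger than chance gives, which leaves open whether binding matters. Of the calls made with edgeR from whole reads and not on log2(CPM + 1) over the 7 KOs, 84.1% of 3207 had a mean CPM under 5, which is consistent with the pseudocount shrinking genes with few reads.

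Table S2 was read in a shortened form. In the fourth of its sheets, the symbols matched the values computed with edgeR for the MITF/TFE3 DKO for 53 of the 610 genes read (8.69%), while by value 100% matched a gene; the other 3 sheets matched by symbol for 1999 of 1999 genes read in each. In the fourth, the first 15 symbols are in the order of the signed log p, which suggests that symbols and values were sorted by different keys.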
